# TNF is a potential therapeutic target to suppress prostatic inflammation and hyperplasia in autoimmune disease

**DOI:** 10.1038/s41467-022-29719-1

**Published:** 2022-04-19

**Authors:** Renee E. Vickman, LaTayia Aaron-Brooks, Renyuan Zhang, Nadia A. Lanman, Brittany Lapin, Victoria Gil, Max Greenberg, Takeshi Sasaki, Gregory M. Cresswell, Meaghan M. Broman, J. Sebastian Paez, Jacqueline Petkewicz, Pooja Talaty, Brian T. Helfand, Alexander P. Glaser, Chi-Hsiung Wang, Omar E. Franco, Timothy L. Ratliff, Kent L. Nastiuk, Susan E. Crawford, Simon W. Hayward

**Keywords:** Chronic inflammation, Autoimmune diseases, Translational immunology, Prostate, Tumour-necrosis factors

## Abstract

Autoimmune (AI) diseases can affect many organs; however, the prostate has not been considered to be a primary target of these systemic inflammatory processes. Here, we utilize medical record data, patient samples, and in vivo models to evaluate the impact of inflammation, as seen in AI diseases, on prostate tissue. Human and mouse tissues are used to examine whether systemic targeting of inflammation limits prostatic inflammation and hyperplasia. Evaluation of 112,152 medical records indicates that benign prostatic hyperplasia (BPH) prevalence is significantly higher among patients with AI diseases. Furthermore, treating these patients with tumor necrosis factor (TNF)-antagonists significantly decreases BPH incidence. Single-cell RNA-seq and in vitro assays suggest that macrophage-derived TNF stimulates BPH-derived fibroblast proliferation. TNF blockade significantly reduces epithelial hyperplasia, NFκB activation, and macrophage-mediated inflammation within prostate tissues. Together, these studies show that patients with AI diseases have a heightened susceptibility to BPH and that reducing inflammation with a therapeutic agent can suppress BPH.

## Abstract (web summary)

Reduction of systemic autoimmunity using TNF blockers may also reduce inflammatory diseases in other organs. Here, the authors use a patient database and scRNA-seq to link autoimmune diseases to benign prostatic hyperplasia (BPH), and demonstrate that prostatic hyperplasia is reduced by TNF blockers in humans and mice.

## Introduction

The vast majority of men develop histological benign prostatic hyperplasia (BPH) and nearly half exhibit moderate to severe clinical symptoms before age 80^1,2^. The precise mechanisms underlying the pathogenesis of BPH and how it contributes to lower urinary tract symptoms (LUTS) are not well understood. The only definitive risk factors for developing BPH are male sex and increasing age, but BPH has been linked to decreased systemic androgen/estrogen ratios, obesity, type 2 diabetes, metabolic syndrome, and inflammation^3–8^. There is a paucity of studies investigating possible genetic determinants of BPH, although, more recently, there has been greater interest in this area^9–11^. The medical therapeutic options used for men with LUTS related to BPH are limited (e.g. alpha-adrenergic antagonists and 5α-reductase inhibitors [5ARIs]^12^) and have not changed significantly for two decades. Due to therapeutic resistance or disease progression, over 100,000 men undergo surgical procedures for BPH each year in the United States^13^. A nonsurgical, targeted approach for medical treatment of these BPH cases is needed.

Chronic inflammation in the prostate can contribute to prostatic hyperplasia, fibrosis, and failure to respond to therapy in BPH^12,14,15^. CD45^+^ leukocytes are known to comprise a significant percentage of cells in BPH tissues, with macrophages and T cells as major populations^16^. CD68^+^ macrophages accumulate in BPH tissues and aid in stromal cell proliferation^17^. Whether BPH is linked to an inflammatory process is not known, although BPH has been suggested to have characteristics of autoimmune (AI) inflammatory conditions^18,19^. An association between AI and BPH is consistent with our observations of an inflammatory gene expression signature including activation of AP-1 stress factors associated with severely symptomatic BPH that was refractory to medical therapy and required surgical intervention^20^. BPH is associated with a number of common pro-inflammatory comorbidities^4–7^, suggesting that the systemic environment may promote hyperplasia and/or exacerbate symptoms. Although there is no perfect animal model to study human BPH, some, such as non-obese diabetic (NOD) mice, recapitulate the association of chronic prostatic inflammation with prostatic hyperplasia, similar to the observations in human disease^21^.

AI conditions such as rheumatoid arthritis (RA) and systemic lupus erythematosus, which are associated with systemic inflammation, can involve multiple organ sites; however, the prostate has not been recognized as a target organ of these inflammatory processes. Interestingly, AI diseases have similar comorbidities to BPH, including obesity, type 2 diabetes, and metabolic syndrome^22–25^, and some AI conditions are also comorbidities of other AI diseases, such as psoriasis and inflammatory bowel disease^26^. AI diseases are significantly more prevalent in women compared to men, potentially highlighting an immunosuppressive function of androgens in protecting against AI diseases^27–29^.

The earliest and most widely used therapeutics for targeting a specific biological pathway in AI conditions are tumor necrosis factor (TNF)-antagonists, which limit the inflammatory properties of this cytokine^30^. Recent single-cell mRNA-sequencing (scRNA-seq) studies in AI diseases have identified a variety of immune cell populations including monocytes/macrophages, T cells, and B cells in diseased tissues^31–33^. Notably, ligand-receptor pair interaction analyses highlight the impact of macrophage-secreted TNF on stromal cells in Crohn’s disease^33^. It is clear that TNF ligand-receptor signaling is important within AI diseases, but the contribution of this cytokine to the development or progression of BPH in the AI patient population has not been studied.

Here, we investigate whether BPH prevalence is increased among men with AI conditions and test whether therapies for AI diseases can reduce BPH diagnoses or suppress prostatic inflammation in BPH. Patient medical records and human prostate tissues are used to support the repurposing of approved therapeutics. The results suggest that TNF-antagonists may be viable therapeutics to reduce BPH incidence in patients with AI diseases and that these drugs decrease localized inflammation within the prostate.

## Results

### BPH prevalence is elevated in specific autoimmune diseases

An institutional review board (IRB)-approved retrospective evaluation of the NorthShore University HealthSystem Enterprise Data Warehouse was conducted to determine whether patients with autoimmune (AI) disease had an elevated risk of BPH diagnosis. The codes and medications used for data collection are indicated in Supplementary Tables 1–3. Male patients over the age of 40 who had a NorthShore office visit between 01/01/2010-12/31/2012 were included (*n* = 112,152; Supplementary Table 4). Patients with a diagnosis of prostate cancer were excluded from evaluation. Records were searched for diagnoses of BPH and a range of AI conditions, most commonly psoriasis, RA, and ulcerative colitis. The majority of patients were non-Hispanic Caucasians (Supplementary Tables 5, 6). The cohort included 101,383 (90.4%) men with no history of AI and 10,769 (9.6%) men with a diagnosis of one or more AI conditions (Fig. 1a; Supplementary Data 1). To determine whether treatment for AI diseases affected BPH diagnosis in this population, patients with an AI disease diagnosis were further divided into those who had a diagnosis of AI disease prior to a BPH diagnosis or those who had a diagnosis of AI disease after a BPH diagnosis (Fig. 1a). Results from a chi-square test indicated that the baseline prevalence of BPH was 20.3% in patients with no history of AI disease, but patients with diagnosed AI conditions had a significantly increased BPH prevalence of 30.6% (*p* < 0.001; Fig. 1b, c; Supplementary Table 7). The most marked increases in BPH prevalence were associated with RA (38.0%), type 1 diabetes (32.0%), lupus (30.7%), ulcerative colitis (30.2%), and Crohn’s disease (27.4%), while other diseases, such as multiple sclerosis (21.6%), showed little change from baseline (Fig. 1d; Supplementary Table 7).

**Fig. 1:**
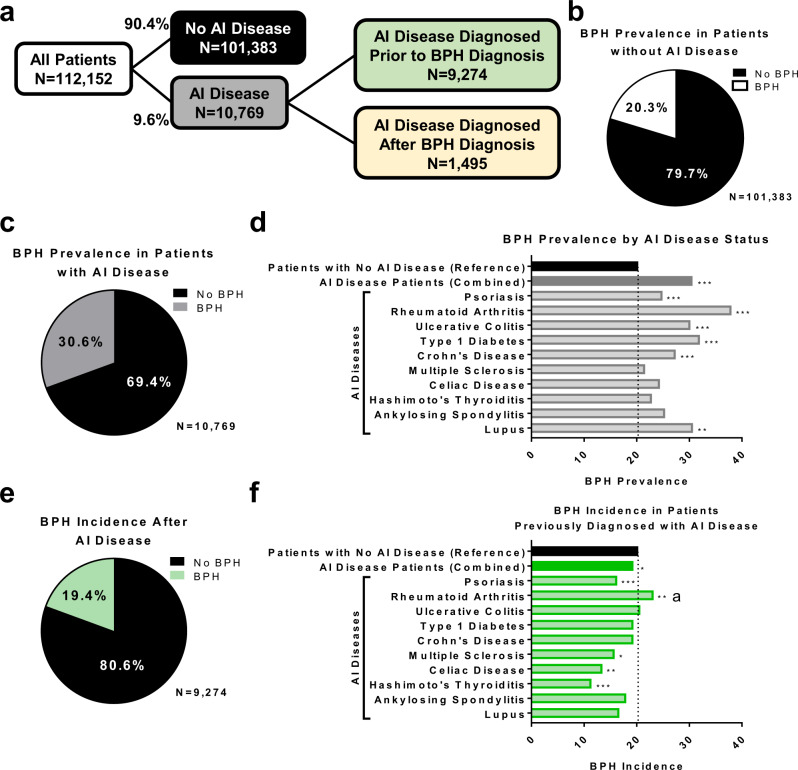
Men with autoimmune disease have increased BPH prevalence. Chi-square tests were utilized to compare the proportion of BPH diagnoses in men with an AI condition versus men with no AI condition. Colors indicate categories of patients, where black = patients without AI disease, gray = patients with AI disease, green = patients diagnosed with AI disease prior to BPH diagnosis, and yellow = patients diagnosed with AI disease after BPH diagnosis. **a** Flow chart indicating the breakdown of patients into groups based on the presence of AI disease diagnosis (9.6% with and 90.4% without AI disease diagnosis). Patients with AI disease diagnosis were further separated into groups based on whether AI disease diagnosis occurred prior to or after BPH diagnosis. **b** BPH prevalence in patients without AI disease is 20.3%. **c** BPH prevalence in patients with AI disease is 30.6%. **d** Graph indicates the significant increase in BPH prevalence in patients with different AI diseases compared to patients without AI disease using chi-square tests. **e** The BPH incidence in patients previously diagnosed with AI conditions, when patients may have been treated for these conditions, is 19.4%. **f** Chi-square tests indicate the significant changes in BPH incidence in patients diagnosed with different AI diseases prior to BPH diagnosis compared to the baseline BPH prevalence of 20.3%. ^a^ indicates a significantly higher BPH incidence than the 20.3% reference, although this is decreased from 38.0% prevalence in all RA patients (d). *p < 0.05, **p < 0.01, and ***p < 0.001.

In the subset of men who were diagnosed with their AI condition prior to BPH diagnosis, the BPH incidence was 19.4% via chi-square test, similar to the baseline BPH prevalence (*p* = 0.037; Fig. 1e; Supplementary Table 7). This suggests that treatment of AI disorders significantly diminishes subsequent BPH diagnoses, although there were some disease-specific variations in BPH incidence with treatment (Fig. 1f; Supplementary Table 7). Nearly all AI conditions in this group had a significantly lower incidence of BPH compared to the baseline in patients without AI disease using chi-square tests, with the exception of RA patients who remained at a significantly elevated rate of BPH diagnosis compared to control patients (23.2%; *p* = 0.007). However, this BPH incidence was reduced from the BPH prevalence in all RA patients (38.0%; Fig. 1d, f).

### AI disease patients treated with TNF-antagonists have decreased BPH diagnoses

Using the complete patient population from Fig. 1, patient age and the use of common therapeutics, specifically methotrexate and TNF-antagonists, were modeled as predictors of BPH diagnosis using multivariable logistic regression. Multivariable logistic regression models were adjusted for age, race, ethnicity, and body mass index (BMI) parameters. Subjects over the age of 60 were significantly more likely (odds ratio=8.18; *p* < 0.001) to have BPH than those under age 60 (Table 1). This analysis indicated that treatment with specific therapeutics, namely TNF-antagonists but not methotrexate, significantly decreased (odds ratio = 0.79; *p* = 0.033) the likelihood of a BPH diagnosis compared to patients not taking these drugs (Table 1). In the AI disease patient population, the vast majority of patients were taking either methotrexate or TNF-antagonists, with differences depending on the specific AI disease (Supplementary Table 8). Further evaluation of these drugs using chi-square or Fisher’s exact tests in patients with AI disease indicates that methotrexate use significantly increases BPH diagnosis (*p* < 0.0001) while the use of TNF-antagonists significantly decreases BPH diagnosis (*p* = 0.006) compared to patients without AI disease (Supplementary Table 9). Since patients with AI disease have an elevated BPH prevalence compared to patients without AI disease, a similar comparison of the BPH incidence in patients taking methotrexate or TNF-antagonists to that of patients not taking medication within each AI disease was performed. Again, these data indicate that methotrexate significantly increases BPH incidence (*p* < 0.0001) while TNF-antagonists significantly decrease BPH incidence (*p* = 0.0314) compared to AI patients not taking medication (Supplementary Table 9). Conducting the comparison of TNF-antagonist treatment versus no medication for the patients within AI disease subcategories does not reach significance, likely due to the small sample sizes (Supplementary Table 9). Instead, separating related AI diseases such as Crohn’s disease and ulcerative colitis, both forms of inflammatory bowel disease (IBD), followed by Kaplan–Meier analysis indicates that TNF-antagonist treatment results in the lowest probability of BPH diagnosis in patients with either of these related AI diseases (*p* = 0.0054; Supplementary Fig. 1), in all AI diseases other than IBD (*p* < 0.0001; Supplementary Fig. 2), as well as in all AI diseases combined (*p* < 0.0001; Supplementary Fig. 3).

**Table 1:** Modeling predictors of BPH diagnosis indicate that treatment of patients with TNF-antagonists is protective for BPH.

Predictors of BPH diagnosis	*N* (%)	Odds ratio	95% CI	*p*-value
Age 60+	52,393 (46.7)	8.18	7.89–8.49	**<0.001**
Medication				
Methotrexate	708 (0.63)	1.58	1.32–1.90	**<0.001**
TNFα-antagonists	730 (0.65)	0.79	0.64–0.98	**0.033**

Multivariable logistic regression models were constructed to identify predictors of BPH diagnosis. The models were adjusted for age, race, ethnicity, and body mass index (BMI). Predictors were determined a priori: age over 60 years, methotrexate, and TNF-antagonists. These studies included all 112,152 patients in the cohort. Significant *p*-values are bolded.

While TNF-antagonists are currently used to treat a number of AI conditions, a limited number of studies have suggested that treatment with these drugs can actually increase incidence of a subset of AI conditions, including Crohn’s disease and ulcerative colitis^34,35^. To determine whether the use of TNF-antagonists in this cohort affected the frequency of diagnosis of IBD, the rate of subsequent ulcerative colitis or Crohn’s disease diagnosis after medication use for other AI conditions was evaluated using Fisher’s exact test. The analysis showed that AI disease patients were most likely to develop subsequent IBD if they were not treated with any medication (*p* < 0.0001; Supplementary Tables 10, 11). However, post-hoc analysis using Bonferroni correction indicated that TNF-antagonist treatment significantly increased the risk of ulcerative colitis (*p* < 0.0001), but not Crohn’s disease (*p* = n.s.), compared to other medication categories (Supplementary Tables 10, 11).

### scRNA-seq of BPH leukocytes implicate T cells and macrophages as sources of TNF

The decrease in BPH incidence after treatment with systemic anti-inflammatory agents that target TNF suggests a function for inflammation in BPH pathogenesis. Therefore, scRNA-seq studies were pursued to characterize inflammatory cells within the prostatic transition zone. Tissues were obtained from patients with informed consent, per the IRB-approved NorthShore Urologic Disease Biorepository. As prostate size increases with BPH, a *t* test indicates that immune cell density also increases (*p* = 0.0021; Fig. 2a, b). To evaluate the TNF-producing and TNF-responding inflammatory cell types within human BPH tissues, scRNA-seq analysis on CD45^+^ cells was conducted in two groups (Supplementary Fig. 4). The first group represented limited prostatic growth and included cells from the transition zone of smaller (<40 g, *n* = 10) prostates, whereas the second group represented prostatic enlargement using cells from the transition zone of large (>90 g, *n* = 4) prostates (Fig. 2c). As shown using *t* tests, prostate tissues were isolated from age-matched (*p* = 0.32) and BMI-matched (*p* = 0.13) patients (Supplementary Fig. 5a, b). Patients with larger prostates exhibited significantly higher International Prostate Symptom Scores (IPSS) compared to patients with smaller prostates, completed via *t* test (*p* = 0.0007; Supplementary Fig. 5c, d).

**Fig. 2:**
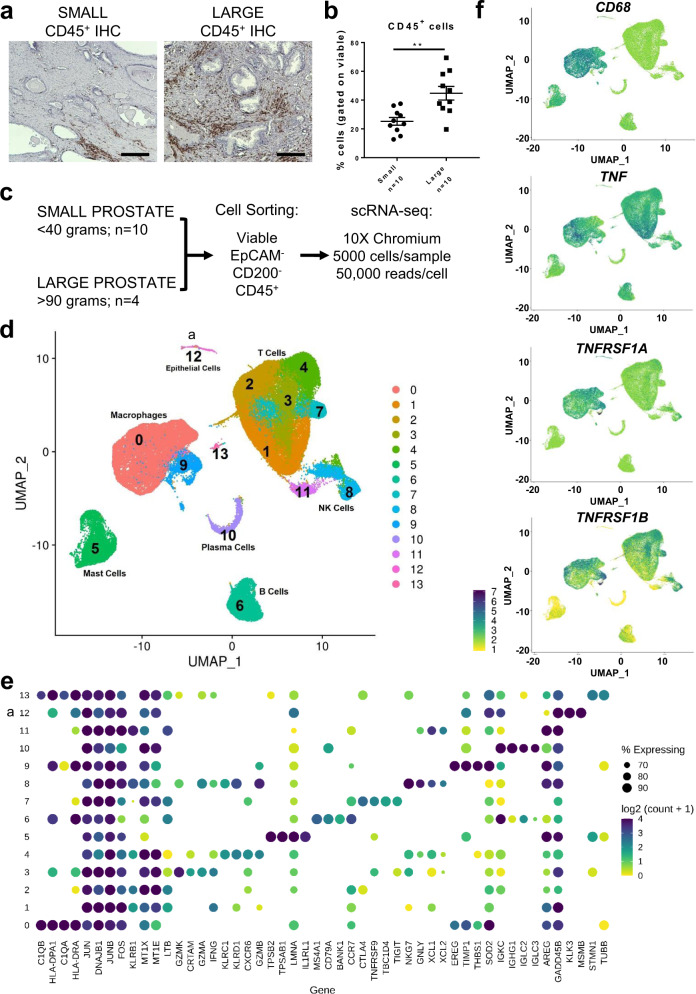
Analysis of CD45^+^ cells from human BPH tissues indicate macrophages express high levels of TNF and TNF receptors. **a** CD45 IHC in human prostate transition zone from small or large prostates (*n* = 4 patients per group). Staining was confirmed in two independent experiments. Brown color indicates positive CD45 staining and scale bars = 500 µm. **b** Human prostate transition zone from small or large prostates (*n* = 10 patients per group) were digested, stained, and analyzed by flow cytometry. Graph indicates % CD45^+^ cells, gated on viable cells. A significant difference in %CD45^+^ cells (**p = 0.0021) using a two-tailed *t* test. Error bars represent the mean ± SEM. Source data are provided as a Source Data file. **c** Schematic representing the setup for scRNA-seq studies of human BPH leukocytes (CD45^+^ cells). A total of 10 small and 4 large prostate transition zone tissues were digested and CD45^+^EpCAM^-^CD200^−^ cells sorted by FACS. scRNA-seq was conducted using the 10X Chromium system, aiming for 5000 cells/sample at a depth of 50,000 reads/cell. **d**–**f** scRNA-seq of BPH associated leukocytes. **d** Uniform manifold approximation and projection (UMAP) plot of 69,850 individual cells from 14 patient samples, demonstrating dominant T cell and macrophage populations. Each color indicates a unique cell cluster. **e** Dot plot of the top 4 marker genes from each cluster ranked by fold-change. Gene names are shown on the *x*-axis and clusters on the *y*-axis. The size of the dots corresponds to the percentage of cells in a given cluster that express the marker gene. The color of the dots represents the mean log_2_(counts + 1) of each gene in the corresponding cluster. **f** Feature plots highlighting gene expression of *CD68*, *TNF*, *TNFRSF1A* (TNFR1), and *TNFRSF1B* (TNFR2), where the blue color indicates elevated expression of the indicated gene. ^a^ indicates a small contaminating epithelial population as cluster 12.

Unsupervised clustering analysis of scRNA-seq data allowed for the identification of various cell populations using differential gene expression and cell surface protein expression using CITE-seq^36^. T cells (CD3^+^ and CD4^+^ or CD8^+^) and macrophages (CD11b^+^) comprised the dominant immune cell populations but B cells (CD19^+^), mast cells, NK cells, and plasma cells were also identified (Fig. 2d, e; Supplementary Fig. 5e). Although no significant differences in overall immune subpopulations were noted when comparing large versus small tissues or from individual patients (Supplementary Fig. 5f, g), several of the most significantly altered pathways between large and small samples included pathways related to AI conditions (Supplementary Table 12). The percentage of CD11b^+^ myeloid cells, CD19^+^ B cells, and CD4^+^ or CD8^+^ T cells from the original digested samples by flow cytometry analysis were correlated with the percentage of these cell types based on cluster identification in the scRNA-seq analysis. Linear regression identified significant correlations for myeloid cells, B cells, and CD8^+^ T cells, indicating that the cell types identified by scRNA-seq were representative of the CD45^+^ population in the digested human tissues (Supplementary Fig. 6). Cells with the highest expression of *TNF* were within the T cell and macrophage compartments, and macrophages (highlighted as CD68^+^) also expressed high levels of TNF receptors 1 and 2, *TNFRSF1A* and *TNFRSF1B*, respectively (Fig. 2f, Supplementary Fig. 4). The Wilcoxon rank sum test corrected for multiple testing using the Benjamini-Hochberg method indicated that macrophage cluster 0 had significantly higher expression of *TNF* (fold-change=1.364; *p* < 0.0001) and *TNFRSF1A* (fold-change=1.325; *p* < 0.0001), while cluster 9 had significantly higher expression of *TNFRSF1A* (fold-change=1.706; *p* < 0.0001), compared to all other clusters (Supplementary Fig. 7).

While BPH macrophages express genes indicating a likely response to TNF within the immune cell compartment, it is also important to note that this remains the top cell type expressing TNF receptor genes even when evaluating all prostate cells by scRNA-seq. In an evaluation of all, unsorted cells from five human BPH tissues after simple prostatectomy, all major cell populations were identified from each patient (Supplementary Fig. 8a, b) and elevated expression of *TNF* and *TNFRSF1B* was restricted to immune cell populations (Supplementary Fig. 8C–F). *TNFRSF1B* was specifically elevated in CD68-expressing macrophages, while *TNFRSF1A* had no detectable transcripts after sequencing. Taken together, BPH macrophages had the greatest potential for expression of genes related to secretion and response to TNF, so we focused on these cells.

### TNF-antagonist treatment causes prostatic regression in Pb-PRL mice

To assess the impact of TNF-antagonists on BPH and prostatic inflammation, two mouse models of prostatic enlargement were utilized: a transgenic model with prostate-specific expression of the hormone prolactin (probasin-prolactin [Pb-PRL]) that exhibits prostatic enlargement associated with extensive interstitial inflammation^37,38^ as well as a spontaneous model of autoimmune inflammation-associated prostatic hyperplastic growth (the NOD mouse)^21^.

Pb-PRL mice have been shown to develop prostatic hyperplasia with associated interstitial inflammation^37,38^. Aged Pb-PRL mice (20–22 months) were treated with 4 mg/kg TNF-antagonist etanercept or PBS control twice weekly for 12 weeks (*n* = 6 in control group, *n* = 5 in treated group). The dosing regimen of etanercept was sufficient to block intraprostatic TNF signaling^39^. Ventral prostate volume was monitored by ultrasound every four weeks using high-resolution, high-frequency ultrasound^40^. Linear model analysis indicated that ventral prostate volume trended downward after eight weeks and was reduced over 30% after 12 weeks of treatment (*p* = 0.0365; Fig. 3a). Histological evaluation of prostate tissues following etanercept treatment indicated significantly diminished epithelial cell proliferation via Ki67 immunohistochemistry (IHC) staining compared to control tissues using a nested *t* test (*p* = 0.0105; Fig. 3b, c). Similar evaluation of Pb-PRL prostate tissues of etanercept-treated versus control mice did not yield significant differences for either macrophage infiltration as a percentage of immune cells or epithelial NFκB activation via phospho-p65 staining (*p* = 0.8748 and *p* = 0.8586, respectively; Supplementary Fig. 9).

**Fig. 3:**
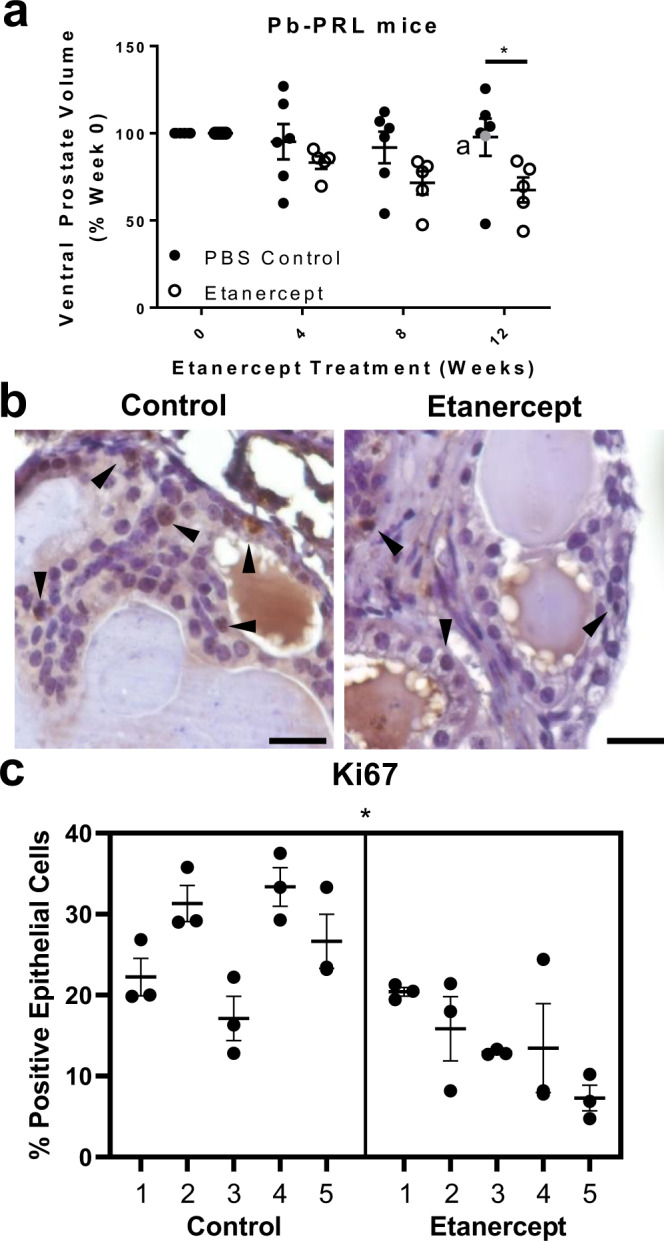
TNF-antagonist treatment reduces prostate size and epithelial proliferation in Pb-PRL mice. Pb-PRL mice (20-22 months) were treated with 4 mg/kg etanercept or PBS vehicle for 12 weeks. **a** Volume of ventral prostate by ultrasound every four weeks during the 12-week treatment with etanercept or PBS vehicle control. Measurements are normalized to pre-treatment volume (151 ± 10 mm^3^), and the plot indicates the mean ± SEM. One control mouse was removed from the 12-week evaluation, but the data point is included for reference and indicated by a gray point •. A two-sided linear mixed model analysis showed a significant difference based on treatment (*p* < 0.0001) and Bonferroni correction determined a reduction in ventral prostate volume compared to PBS-treated mice at 12 weeks (*p = 0.0365; *n* = 5 per group). Source data are provided as a Source Data file. **b** Representative images of Ki67 staining in control or etanercept-treated mice, where brown color indicates positive staining. **c** Quantitation of IHC staining for epithelial Ki67 in control or etanercept-treated mice (*n* = 5 animals per group), indicated as the percent Ki67 positive epithelial cells per field of view. Data indicate the mean ± SEM of the percent positive cells in three prostate tissue fields for each animal. Comparison of control and etanercept-treated groups determined a significant difference (*p = 0.0105) using a two-tailed nested *t* test. Source data are provided as a Source Data file. Scale bars = 20 µm. ^a^ indicates an animal excluded from statistical analysis.

### TNF-antagonists reduce prostate hyperplasia, inflammation, and NFκB in NOD mice

We recently reported that NOD mice have inflammation-associated prostatic hyperplasia^21^. Therefore, these mice were used as a model to understand the consequence of TNF blockade on hyperplastic expansion. Animals were treated with 4 mg/kg etanercept or vehicle control twice weekly for five weeks, starting at 25 weeks, as indicated in Fig. 4a. Diabetic status was evaluated at the time of first and last treatment, although our previously published work indicated that regions of inflammation, rather than diabetic status, primarily impacts prostatic hyperplasia in NOD mice^21^. Therefore, diabetic and non-diabetic animals were pooled for analysis of treatment groups. Quantitation of Ki67 IHC staining using a nested *t* test indicated a reduction in epithelial proliferation in etanercept-treated versus control mice (*p* = 0.0002; Fig. 4b, c), consistent with the Pb-PRL model even though no change in ventral prostate weight was determined (Supplementary Fig. 10a). A similar evaluation of prostatic macrophages via F4/80 staining demonstrated a significant decrease in the percentage of macrophages among total immune cells in etanercept-treated versus control mice (*p* = 0.0002; Fig. 4d, e). Furthermore, etanercept treatment caused a reduction in epithelial NFκB activity, as demonstrated by a significant reduction in epithelial phospho-p65 staining by nested *t* test (*p* < 0.0001; Fig. 4f, g). These data provide an association between the inflammatory cytokine TNF with epithelial proliferation and NFκB signaling in the prostate, even though anti-etanercept autoantibodies were identified to be present in NOD mice after 5 weeks of etanercept treatment (Supplementary Fig. 10b). The differences between the Pb-PRL and NOD models could reflect differences in the age at or duration of treatment as well as the nature of the model, since NOD is a spontaneous autoimmune inflammatory model and Pb-PRL is an androgen-driven transgenic with unknown contributions of inflammatory status on androgenic stimulation.

**Fig. 4:**
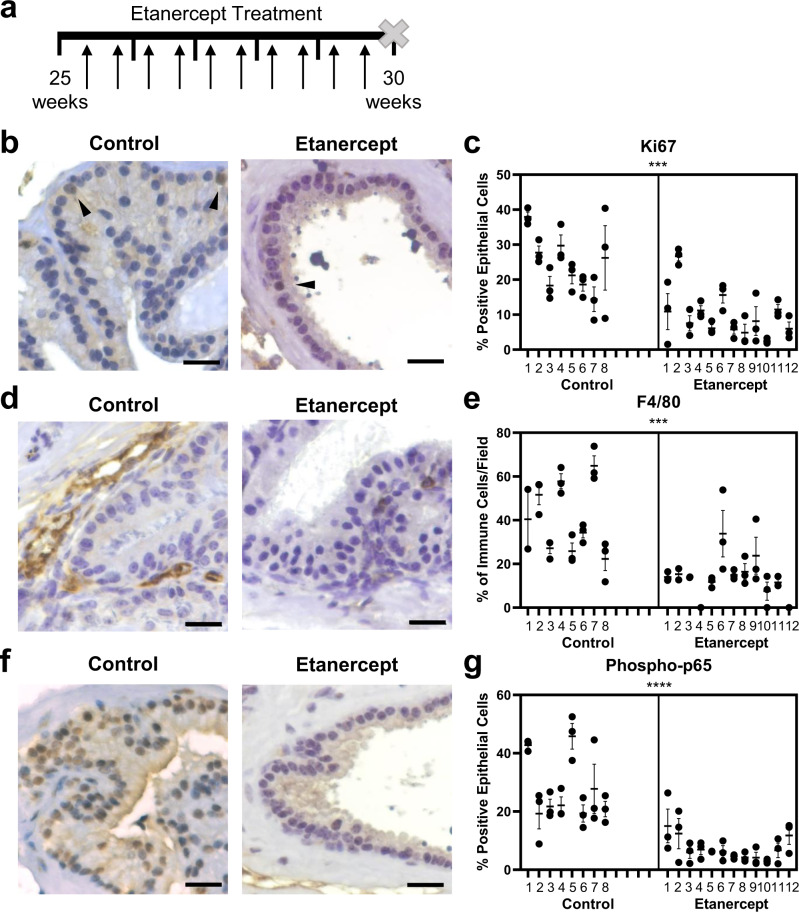
TNF-antagonist treatment reduces prostatic epithelial proliferation, macrophage infiltration, and NFκB activity in NOD mice. **a** Diagram representing the timeline of treatment in NOD mice. Mice were treated twice per week for 5 weeks with 4 mg/kg etanercept or PBS vehicle, indicated with black arrows. At the end of the 5-week treatment period, tissues were harvested for analysis. **b** Representative images of Ki67 staining in control or etanercept-treated mice, where brown color indicates positive staining. **c** Graph indicating the quantitative summary of Ki67 IHC as the percent of positive epithelial cells per field (***p = 0.0002). **d** Representative images of F4/80^+^ staining in control or etanercept-treated mice, where brown color indicates positive staining. **e** Quantitative summary of IHC staining for F4/80^+^ cells, represented as the portion of all immune cells in each field (***p = 0.0002). **f** Representative images of phospho-p65 staining in control or etanercept-treated mice, where brown color indicates positive staining. **g** Data presented indicate the percentage of phospho-p65 positive epithelial cells counted per field of view (****p < 0.0001). **c**, **e**, **g** Data indicate the mean ± SEM of the percent positive cells in the indicated number of prostate tissue fields for each animal (*n* = 8 for control-treated and n = 12 for etanercept-treated). Comparison of control and etanercept-treated groups for statistical purposes was conducted using a two-tailed nested *t* test and asterisks indicate the significance of the treatment. Source data are provided as a Source Data file. Scale bars = 20 µm.

### RNA-seq identifies pathway alterations in tissues treated with etanercept

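Frozen prostates from 8 NOD mice were sequenced, 4 from the control group, which received the PBS vehicle, and 4 from the etanercept-treated group. Etanercept is a soluble TNF receptor protein that binds TNF. It was given at 4 mg/kg, with 2 injections per week for 5 weeks, starting at an age of 25 weeks. Libraries were made from poly(A)-selected RNA and sequenced as paired reads of 150 nt. The authors mapped the reads with STAR, counted the reads on each gene with featureCounts and deposited these counts, without normalization, for 54532 genes. The mice are named here by group and animal number, as control 1, 3, 65 and 69 and etanercept 17, 19, 50 and 52.

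The total count per mouse was between 13760669 and 25178942. Its median was 16479325 in the control group and 17588477.5 in the etanercept-treated group (two-sided exact permutation test, p = 0.83, n = 4 mice per group). The 10 genes with most counts held between 15.6% of the counts, in control 1, and 31.1%, in control 69. Across the tested genes, Pearson's r of log2 expression averaged 0.880 over the 12 pairs of mice of the same group and 0.878 over the 16 pairs of mice of different groups; these are correlations across genes, which are not independent replicates.

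Counts were scaled with TMM factors, which lay between 0.917 and 1.10, and the 15472 genes that passed the filterByExpr function were tested with edgeR's quasi-likelihood test. A positive log2 fold change stands for higher expression with etanercept, and expression is given as CPM after TMM scaling. Gene positions are those of the GENCODE M21 annotation of GRCm38, which holds 54495 of the deposited gene identifiers.

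At an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes differed between the groups, and the smallest adjusted p of all genes was 0.739. At an unadjusted p of at most 0.05, 463 genes were higher and 561 genes were lower with etanercept. The common dispersion of 0.3 corresponds to a biological coefficient of variation of 0.547 between mice of one group. Of the alternatives chosen before the data were examined, DESeq2's Wald test moved the count most: at a Benjamini-Hochberg adjusted p of at most 0.05 it called 21 genes, 6 of them higher and 15 lower with etanercept. In counts simulated from these mice at a log2 fold change of 2, 124 of 170 DESeq2 calls were genes that had been changed. Some of the 21 genes may therefore be false calls. The labels of the mice name no sequencing batch.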

To evaluate the molecular impact of etanercept treatment in the prostate, bulk RNA-seq was conducted on control and etanercept-treated NOD prostate tissues to identify putative pathways involved in these processes. 

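The mice were clustered on log2(FPKM + 1), with each gene scaled to a mean of 0 and an SD of 1, by complete linkage on Euclidean distances. Since the main test called 0 genes, all 15466 tested genes with a known exon length were used. With the tree divided into 2 clusters, control 69, etanercept 19 and etanercept 50 formed one cluster and the other 5 mice formed the second. The etanercept-treated mice were thus divided evenly between the clusters. Sbp, named after its values were seen, held 20.7% of the counts in control 69, 16.5% in etanercept 19 and 17.3% in etanercept 50. In the other 5 mice it held at most 6.80%. Whether tissue composition lies behind this division was not tested. With each cluster assigned to one treatment group so that as many mice as possible are placed with their group, 5 of the 8 mice were, the smallest number that clusters of 3 and 5 mice can give. The shortest distance was that between etanercept 19 and etanercept 50, at 111.72, and the longest was that between control 1 and control 69, at 229.26. Control 69 lay 141.54 from etanercept 19 and 182.93 from the nearest control mouse, control 65. With average linkage, correlation distances, CPM in place of FPKM, unscaled genes or the 500 most variable genes, 4 or 5 of the 8 mice were placed with their group. Average linkage and CPM set a single mouse apart from the other 7, a division that gives 5 whichever mouse it is and so carries no information on the groups. Principal component 1 held 30.6% of the variance and did not separate the groups (exact permutation test, p = 0.543). On component 2, with 19.4% of the variance, every control mouse lay above every etanercept-treated mouse (exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow, and 0.114 after Benjamini-Hochberg adjustment over 4 components).

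Clustered on the 21 genes called by DESeq2, all 8 mice were placed with their group. They were also placed so on the 1365 genes with an unadjusted p of at most 0.05 in DESeq2, a choice of genes made after the data were seen. Both sets were chosen for a difference between these groups: when genes at an unadjusted p of at most 0.05 in DESeq2 were chosen for each of the 34 other divisions of the mice into groups of 4, 28 of those divisions also separated completely. The same was not examined for genes called at the adjusted threshold.

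Of the 21 genes, 18 had an unadjusted p of at most 0.05 in edgeR and the other 3 did not pass its expression filter. The following genes were named after their values were seen. Cyp2e1 (chromosome 7, 140763739 to 140774987) had 53.4 ± 63.5 CPM in control and 2.55 ± 1.90 CPM in etanercept-treated mice (SD, n = 4 each). Its adjusted p was 3.31e-05 from DESeq2's Wald test with Benjamini-Hochberg adjustment and 0.739 from edgeR's quasi-likelihood test. Retn, a gene of the adipocyte marker list, and Lpl had log2 fold changes of −7.07 and −2.13 (standard errors 1.35 and 0.44). Treatment and different amounts of adipose tissue in the dissected prostates could not be told apart as the source of the lower adipocyte genes. Tcaf3 (chromosome 6, 42584866 to 42597692) had the smallest DESeq2 p of the higher genes, with a log2 fold change of 3.30 (standard error 0.75). Its expression was 395.9 CPM in etanercept 52, between 40.65 and 72.6 CPM in etanercept 17, 19 and 50 and between 9.87 and 19.0 CPM in control mice. With each mouse left out in turn, DESeq2 called between 9 and 253 genes, and the 253 were called without control 69.

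**Figure D1:**
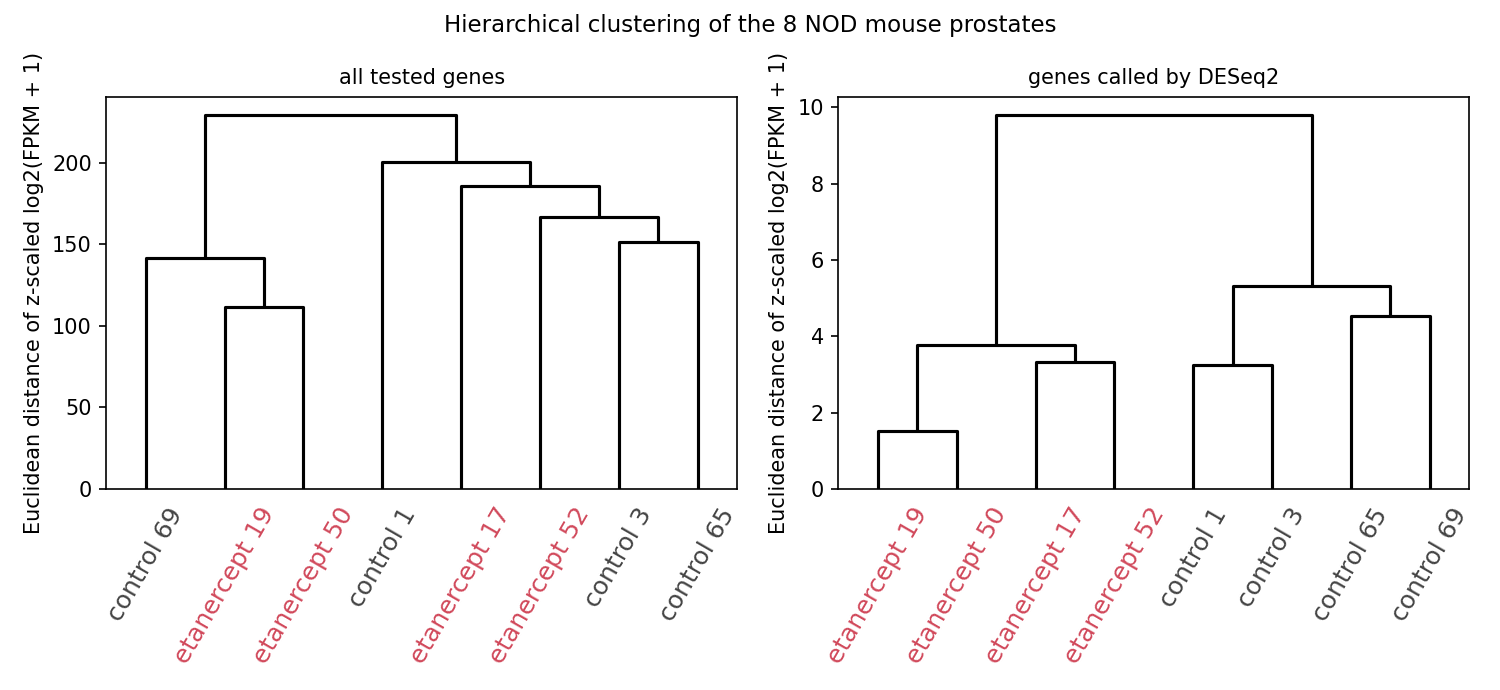
Trees from hierarchical clustering of the 8 NOD prostates, with the Euclidean distance of scaled log2(FPKM + 1) values on the y axis; control mice are in grey and etanercept-treated mice in red. On all tested genes control 69 joins etanercept 19 and etanercept 50, and on the 21 genes called by DESeq2 for a difference between the groups the 4 control mice and the 4 etanercept-treated mice form separate clusters.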

Hierarchical clustering successfully separated these groups based on differential gene expression (Fig. 5a). As anticipated, etanercept treatment led to downregulation of TNF signaling pathway genes, specifically downstream of TNFRSF1B (Supplementary Fig. 11). 

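Tnf (chromosome 17, 35199381 to 35202007) had 66, 18, 0 and 0 counts in control 1, 3, 65 and 69 and 0, 0, 8 and 0 counts in etanercept 17, 19, 50 and 52, and did not pass edgeR's expression filter. DESeq2's Wald test gave it a log2 fold change of −2.94 (standard error 2.47, Benjamini-Hochberg adjusted p = 0.894). Tnfrsf1b (chromosome 4, 145213463 to 145246870), the gene of TNFR2, had 20.3 ± 11.6 CPM in control and 17.5 ± 4.87 CPM in etanercept-treated mice (SD, n = 4 each). Its log2 fold change was −0.21 (standard error 0.42, adjusted p = 0.976 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between −0.48 and 0.12 with each mouse left out in turn. Tnfrsf1a (chromosome 6, 125349362 to 125362484), the gene of TNFR1, had 84.9 ± 15.8 CPM in control and 81.1 ± 14.7 CPM in etanercept-treated mice (SD, n = 4 each), a difference smaller than the spread between mice of one group. Its log2 fold change of −0.067 became 0.041 when the trend of expression with GC content was removed.

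A list of the genes on the pathway map of Supplementary Fig. 11 was written before the data were examined, with separate lists for the branch below TNFR1, the branch below TNFR2 and the target genes. Of the 100 tested genes of the whole list, 0 had an adjusted p of at most 0.05 in edgeR, whether the adjustment was made over all genes or over the list. With DESeq2's Wald test and Benjamini-Hochberg adjustment, 0 passed over all genes and 5 over the whole list, and over the separate lists 1 passed in the TNFR1 branch, 1 in the TNFR2 branch and 4 among the target genes. At an unadjusted p of at most 0.05, 12 were lower and 3 were higher with etanercept. The mean log2(CPM + 1) over the list was 4.56 ± 0.11 in control and 4.46 ± 0.072 in etanercept-treated mice (SD, n = 4 each; two-sided exact permutation test, p = 0.2). In the TNFR1 branch, 4 of 59 genes were lower and 2 higher at an unadjusted p of at most 0.05, and the mean differed by −0.032 (exact permutation test, p = 0.771). In the TNFR2 branch, 3 of 35 genes were lower and 1 higher at that p, and the mean differed by −0.025 (exact permutation test, p = 0.457). The 30 target genes included 8 lower and 0 higher genes at that p, and their mean differed by −0.33 (exact permutation test, p = 0.0857, and 0.3 after Benjamini-Hochberg adjustment over 12 lists). Whether the branches differed from each other was not tested.

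Socs3 (chromosome 11, 117966079 to 117970047) had 14.8 ± 3.60 CPM in control and 6.30 ± 1.26 CPM in etanercept-treated mice (SD, n = 4 each), and Cebpb (chromosome 2, 167688915 to 167690418) had 34.7 ± 9.13 and 18.6 ± 1.81 CPM. Their log2 fold changes were −1.23 (standard error 0.29) and −0.90 (standard error 0.21). In both genes every etanercept-treated mouse lay below every control mouse (exact permutation test, p = 0.0286), a separation that 4 mice against 4 give by chance with that same probability. Ifi47, Nfkbia, Junb, Bcl3, Mmp14 and Map3k5 were lower with etanercept, with log2 fold changes between −1.28 in Ifi47 and −0.51 in Nfkbia. The 3 higher genes were Pik3cb, of the TNFR2 branch, which had the smallest p of the whole list, and Atf2 and Dnm1l, with log2 fold changes of 0.95, 0.51 and 0.41 (standard errors 0.22, 0.15 and 0.15); Atf2 was named after its values were seen. Irf1, below TNFR2 on the map, had a log2 fold change of −0.51 (standard error 0.19). Ccl5, Fos and Ptgs2 had log2 fold changes of −1.81, −2.07 and −2.50 (standard errors 0.58, 0.92 and 1.28). The control values of these 3 genes overlapped those with etanercept, and the size of the changes depended on single mice. With each mouse left out in turn, the change lay between −2.126 and −1.035 in Ccl5, −2.687 and −0.884 in Fos and −2.928 and −1.033 in Ptgs2. Traf1 and Vegfc had log2 fold changes of 0.014 and 0.71 (standard errors 0.31 and 0.49), and the sign of Traf1 depended on the scaling. Cxcl5 and Ifnb1 had 0 counts in every mouse, where 3 counts correspond to between 1.19e-05% and 2.18e-05% of the counts of a mouse. Each of the tested genes named here had an adjusted p of at least 0.739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

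**Figure D2:**
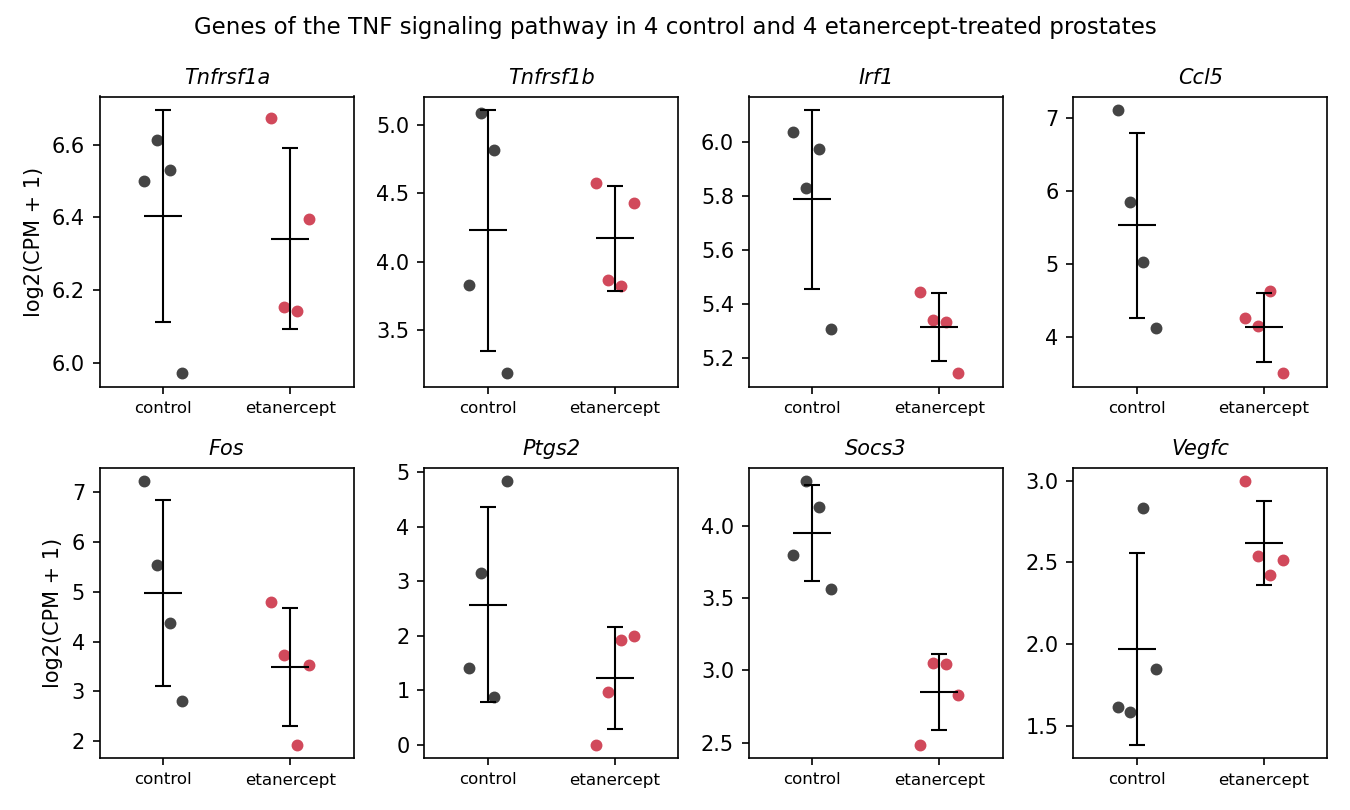
Expression of 8 genes of the TNF signaling pathway as log2(CPM + 1) on the y axis. Each point is a mouse (grey, 4 control; red, 4 etanercept-treated) and the bars give the mean and SD; the groups are apart only in Socs3 among the 8 genes, and the 2 groups of Tnfrsf1b and Tnfrsf1a overlap.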

Significantly upregulated and downregulated pathways between etanercept-treated and control mice were determined using KEGG enrichment analysis with Fisher’s exact test (Fig. 5b, c). 

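A one-sided Fisher's exact test was made for 12 gene lists, 4 of TNF signaling and 8 for pathways named in Fig. 5b, c, written by hand before the data were examined because KEGG's own lists were not used here. The background was the 15472 tested genes, of which the lists held between 30 and 185. Since 0 genes were called by edgeR, each list held 0 called genes and had an adjusted Fisher p of 1. In place of KEGG, 872 Reactome pathways with between 10 and 500 tested genes were tested in the same way, and 0 were enriched in either direction. With 0 called genes these outcomes are fixed in advance.

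The counts below use an unadjusted p of at most 0.05, a threshold chosen after the data were seen. In edgeR, 121 Reactome pathways were then enriched among lower genes and 13 among higher genes, at an adjusted Fisher p of at most 0.05. Of the 83 ribosomal protein genes of the Ribosome list, 11 were lower in edgeR and 28 in DESeq2, with 0 higher in both. The Spliceosome list had 18 lower and 3 higher of 117 genes in edgeR, and the Proteasome list had 8 lower and 1 higher of 45 genes. With Benjamini-Hochberg adjustment over a single list, 0 genes of these 3 lists passed in edgeR's quasi-likelihood test, and in DESeq2's Wald test 3 Spliceosome, 0 Ribosome and 0 Proteasome genes did.

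The direction was shared by genes below that threshold. The log2 fold change was negative in 79 of the 83 Ribosome genes, with a median of −0.43. The mean log2(CPM + 1) over the Ribosome list was 9.23 ± 0.45 in control and 8.85 ± 0.18 in etanercept-treated mice (SD, n = 4 each; two-sided exact permutation test, p = 0.229), and control 69, at 8.59, had the lowest value of all 8 mice. Over the Spliceosome list the mean differed by −0.19 and over the Proteasome list by −0.18, and in both every etanercept-treated mouse lay below every control mouse (exact permutation test, p = 0.0286 for each, and 0.171 after Benjamini-Hochberg adjustment over 12 lists). Acin1 had the smallest p of the Spliceosome list, with a log2 fold change of −0.67 (standard error 0.16), Psmb10 that of the Proteasome list, with −0.91 (standard error 0.28), and Rpl23a that of the Ribosome list, with −0.81 (standard error 0.27). Reads of ribosomal protein genes can be shared with their processed pseudogenes, so their counts are uncertain.

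The camera test compares the test statistics of the genes of a list with those of all other genes. It called 0 lists when the correlation between genes was estimated from the data, with a smallest adjusted p of 0.306. That correlation was 0.652 in the Ribosome list and 0.068 in the Spliceosome list. With a preset correlation of 0.01 it called 8 of the 12 lists, and the adjusted p of the Ribosome list was 1.61e-13. The libraries also differed in their trend with gene length. Spearman's rho between gene length and the deviation of a gene from its mean lay between −0.173 and −0.0246 in control mice and between 0.0294 and 0.124 in etanercept-treated mice (exact permutation test, p = 0.0286), where the rho of each mouse is across genes. The median exon length was 1770 nt in the Ribosome list and 4180.5 nt in all tested genes.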

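The Focal adhesion list held 185 tested genes, the list for regulation of the actin cytoskeleton 185 and that for vascular smooth muscle contraction 82. At an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes of each list were called. At an unadjusted p of at most 0.05, 18 Focal adhesion genes were higher and 6 were lower with etanercept, 18 genes of the actin list were higher and 9 were lower, and 9 genes of the contraction list were higher and 3 were lower. With the adjustment made over a single list, Plcb4 of the contraction list passed in edgeR's quasi-likelihood test, at a Benjamini-Hochberg adjusted p of 0.0347, and in DESeq2's Wald test 3 contraction genes, 2 actin genes and 0 Focal adhesion genes passed.

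The mean log2(CPM + 1) over the Focal adhesion list was 4.95 ± 0.21 in control and 5.10 ± 0.12 in etanercept-treated mice (SD, n = 4 each; two-sided exact permutation test, p = 0.2). Over the actin list the mean was 5.17 ± 0.20 and 5.23 ± 0.11 (exact permutation test, p = 0.657), and after the trend with gene length was removed its difference was 0.0018. Over the contraction list it was 5.00 ± 0.18 and 5.15 ± 0.097 (exact permutation test, p = 0.2). The median exon length of these lists was between 5533 and 6619 nt.

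Plcb4 (chromosome 2, 135659011 to 136014593) had 49.6 ± 6.45 CPM in control and 102.0 ± 24.2 CPM in etanercept-treated mice (SD, n = 4 each). Its log2 fold change was 1.04 (standard error 0.20, adjusted p = 0.739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between 0.92 and 1.14 with each mouse left out in turn. With DESeq2's Wald test its Benjamini-Hochberg adjusted p over all genes was 0.0276. Pik3cb, which belongs to both the Focal adhesion and the actin list, had a log2 fold change of 0.95 (standard error 0.22). Of the genes shown on the map of Supplementary Fig. 12, Vcl (chromosome 14, 20929398 to 21033676) had 32.7 ± 15.2 CPM in control and 67.5 ± 17.1 CPM in etanercept-treated mice (SD, n = 4 each), a log2 fold change of 1.05 (standard error 0.37). The changes of Mylk, Rock1, Rock2 and Wasl were 0.82, 0.53, 0.39 and 0.49. In Vcl, Mylk, Rock1 and Wasl every etanercept-treated mouse lay above every control mouse, and in Rock2 the groups overlapped. Fgd1 rose by 1.62 (standard error 0.55) and Fgd3 had a log2 fold change of −0.47 (standard error 0.60). The muscarinic receptor genes Chrm2 and Chrm3 had log2 fold changes of 0.43 and 0.40 (standard errors 0.59 and 0.54). Cald1 and Actg2, with the smallest p of the contraction list after Plcb4, rose by 1.20 and 1.35 (standard errors 0.37 and 0.44); reads of Actg2 can be shared with the other actin genes. Apart from Plcb4 within its list, each of these genes had an adjusted p of at least 0.739 from the same test.

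**Figure D3:**
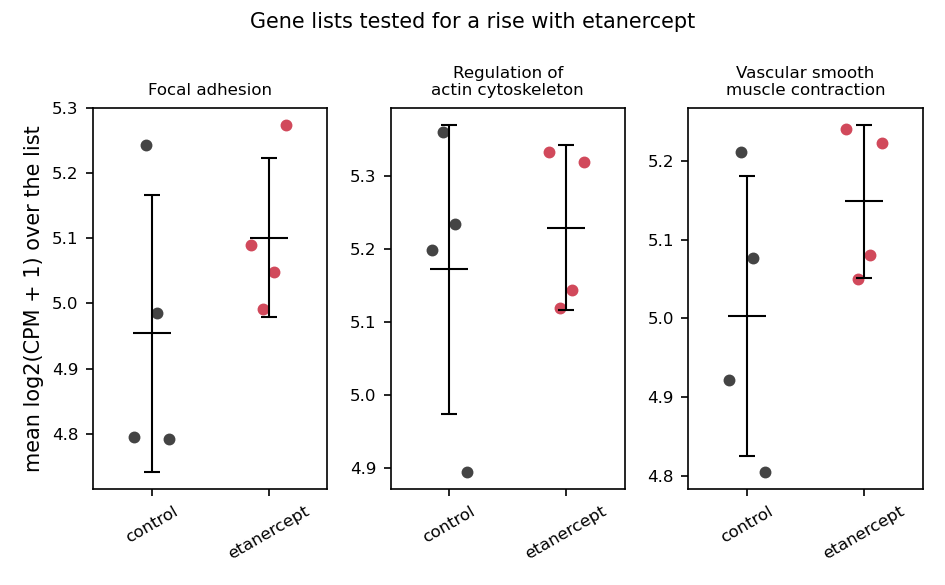
Mean log2(CPM + 1) over the genes of the Focal adhesion, Regulation of actin cytoskeleton and Vascular smooth muscle contraction lists. Each point is a mouse (grey, 4 control; red, 4 etanercept-treated) and the bars give the mean and SD; the 2 groups overlap in all 3 lists.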

Notable pathways upregulated by etanercept treatment include focal adhesion (*p* = 0.0003) and regulation of actin cytoskeleton (*p* = 0.0003; Supplementary Fig. 12), with other pathways suggesting muscle contraction (Fig. 5b). Notable downregulated pathways in treated tissues primarily relate to inflammatory signaling, such as antigen processing and presentation (*p* < 0.0001; Supplementary Fig. 13) and autoimmune thyroid disease (*p* = 0.0007; Fig. 5c). These data suggest that TNF blockade dramatically reduces inflammatory signaling but activates alternative pathways of other stromal cell types in the prostate.

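Of the 60 tested genes of the antigen processing and presentation list, 0 had an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p of at most 0.05, 12 were lower in edgeR and 17 in DESeq2, and 0 were higher in both. The log2 fold change was negative in 47 of the 60 genes, with a median of −0.52. The mean log2(CPM + 1) over the list was 5.87 ± 0.41 in control and 5.48 ± 0.14 in etanercept-treated mice (SD, n = 4 each; two-sided exact permutation test, p = 0.143, and 0.3 after Benjamini-Hochberg adjustment over 12 lists). Control 69, at 5.28, had the lowest value of all 8 mice, and the other 3 control mice, between 5.90 and 6.16, lay above every etanercept-treated mouse. The autoimmune thyroid disease list, which shares its H2 genes with the former, held 36 tested genes, of which 5 were lower and 0 higher at an unadjusted p of at most 0.05 in edgeR. Its mean was 3.86 ± 0.62 in control and 3.38 ± 0.17 in etanercept-treated mice (SD, n = 4 each; exact permutation test, p = 0.2), and control 69 again had the lowest value, 3.02. With Benjamini-Hochberg adjustment over a single list, 0 genes of either list passed in edgeR's quasi-likelihood test, and in DESeq2's Wald test 0 passed in the former and 1 in the latter.

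H2-Aa (chromosome 17, 34282744 to 34287823), which encodes a class II alpha chain, had 175.9 ± 85.4 CPM in control and 77.4 ± 13.2 CPM in etanercept-treated mice (SD, n = 4 each). Its log2 fold change was −1.19 (standard error 0.36, adjusted p = 0.739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between −1.46 and −0.95 with each mouse left out in turn. The other class II genes H2-Ab1, H2-Eb1, H2-DMa and H2-DMb1 had log2 fold changes between −1.07 in H2-DMb1 and −0.80 in H2-Eb1. Cd74, the invariant chain, had −0.94 (standard error 0.47) and the class II regulator Ciita −1.03 (standard error 0.37). The class I genes H2-K1 and H2-D1 had −0.58 and −0.47, and H2-Q7 and H2-Q4 had −1.06 and −0.82. Class I genes are similar in sequence and their reads can be split between them, so these 4 values are uncertain. Tap1, Tap2 and Tapbp changed by −0.42, −0.80 and −0.64 and the proteasome activator genes Psme1 and Psme2 by −0.77 and −0.69. Lgmn (chromosome 12, 102394084 to 102439813) had 104.8 ± 36.3 CPM in control and 64.0 ± 7.05 CPM in etanercept-treated mice (SD, n = 4 each). Every etanercept-treated mouse lay below every control mouse in Lgmn (exact permutation test, p = 0.0286), and its log2 fold change was −0.71 (standard error 0.24). The CD8 genes Cd8a and Cd8b1 had log2 fold changes of −1.63 and −1.19 (standard errors 0.59 and 0.79), from 9.30 ± 4.55 and 3.02 ± 1.35 CPM in control mice (SD, n = 4 each). Hspa1a and Hspa1b, near-identical copies whose reads cannot be told apart with certainty, had −0.66 and −0.43 (standard errors 0.44 and 0.26). Each of these genes had an adjusted p of at least 0.739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

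**Figure D4:**
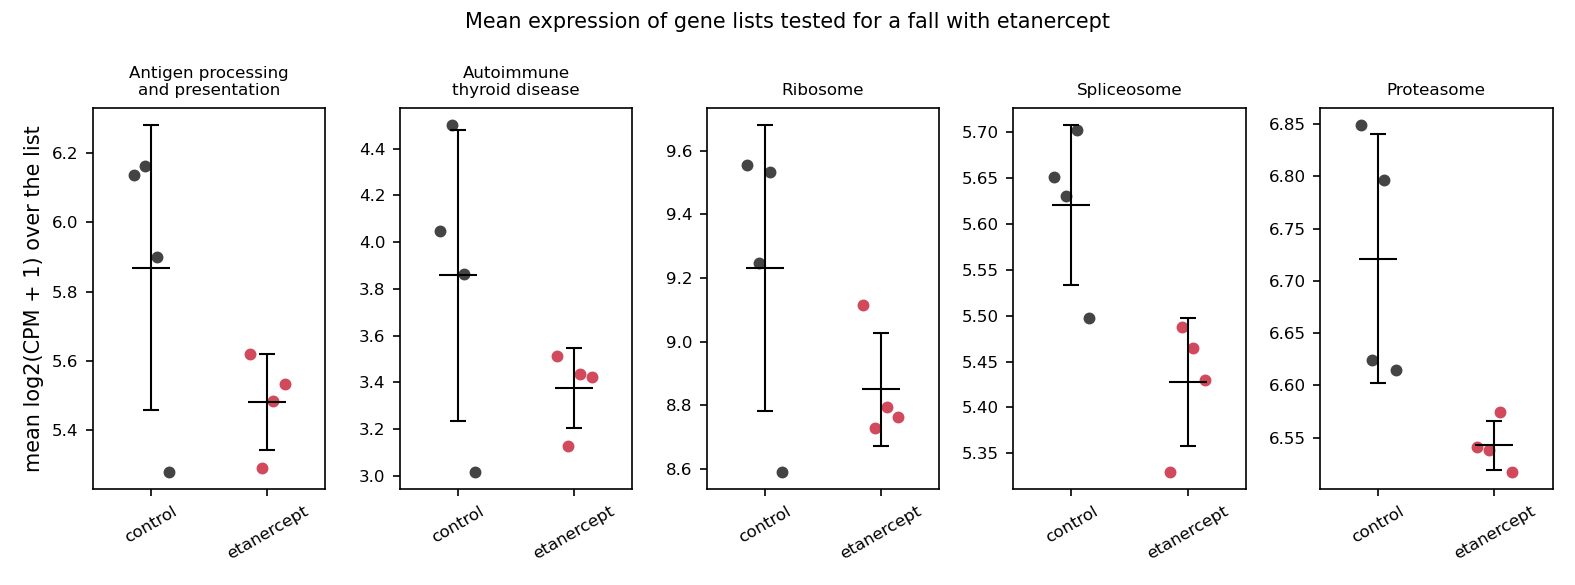
Mean log2(CPM + 1) over the genes of the Antigen processing and presentation, Autoimmune thyroid disease, Ribosome, Spliceosome and Proteasome lists. Each point is a mouse (grey, 4 control; red, 4 etanercept-treated) and the bars give the mean and SD; the groups are apart in the Spliceosome and Proteasome lists and overlap in the other 3, where the lowest control point is control 69.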

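Cell composition was examined with 19 lists of marker genes written before the data were examined. The score of a list is the mean log2(CPM + 1) of its genes in a mouse. The smooth muscle score was 8.07 ± 0.56 in control and 8.94 ± 0.42 in etanercept-treated mice (SD, n = 4 each; two-sided exact permutation test, p = 0.0857, and 0.543 after Benjamini-Hochberg adjustment over 19 lists). The fibroblast score was 5.50 ± 0.67 and 5.79 ± 0.34 (exact permutation test, p = 0.486) and the endothelial score 3.71 ± 0.59 and 3.31 ± 0.35 (exact permutation test, p = 0.371). Among immune cells, the T cell score was 3.62 ± 0.50 in control and 2.83 ± 0.28 in etanercept-treated mice (exact permutation test, p = 0.0571, and 0.543 after adjustment). The macrophage, B cell, plasma cell and neutrophil scores differed by −0.49, −0.36, −0.67 and −0.031 (exact permutation tests, p = 0.171, 0.629, 0.229 and 0.857). The signs for B cells and neutrophils changed when single mice were left out. The macrophage difference rested largely on control 3, at 6.61. The other control mice lay between 5.10 and 5.66, and the etanercept-treated mice between 4.98 and 5.37. The luminal and basal epithelium scores differed by −0.19 and −0.57 (exact permutation tests, p = 0.286 and 0.171). The adipocyte score had the largest difference of the 19 lists, with 3.20 ± 1.26 in control and 0.998 ± 0.589 in etanercept-treated mice (exact permutation test, p = 0.0571, and 0.543 after adjustment). The smallest adjusted p of the 19 lists was 0.543, so none of these differences passed the adjustment. With 4 mice against 4, a single list with complete separation of the groups would itself have an adjusted p of 0.543, so many lists would have to separate completely for any to pass.

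From the lower inflammatory pathways and the higher adhesion, cytoskeleton and contraction pathways, the paper proposes that blocking TNF strongly lowers inflammatory signaling in the prostate while other stromal cell types switch on different pathways.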

**Fig. 5:**
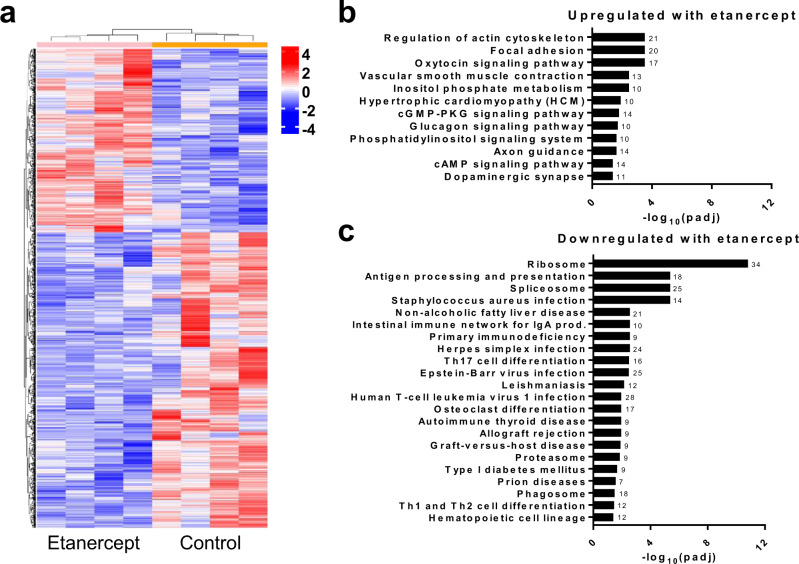
Etanercept treatment induces pathway alterations in NOD prostate tissues. Bulk RNA-seq was conducted on the prostate tissues from control and etanercept-treated NOD mice (n = 4 per group) after five weeks of treatment. **a** Hierarchical clustering of samples based on DE genes indicates separate clustering of the two treatment groups. Clustering analysis is carried out by log_2_(FPKM + 1) of union DE genes. Red color indicates upregulated genes and blue color indicates downregulated genes. **b**, **c** KEGG enrichment analysis using a one-tailed Fisher’s exact test identified significantly upregulated (**b**) and downregulated (**c**) pathways in response to etanercept treatment (adjusted *p*-value< 0.05). Numbers listed with each bar indicate the number of altered genes within each pathway. Source data are provided as a Source Data file.

### TNF stimulates fibroblast but not epithelial cell proliferation in vitro

Fibroblasts are an essential stromal component of the prostate microenvironment during organogenesis and in BPH pathogenesis^41^. Since TNF-antagonist treatment significantly reduces epithelial proliferation in two independent mouse models, we tested whether TNF directly influences epithelial and fibroblast cell growth in vitro. Importantly, treatment of two human benign prostatic epithelial cell lines elicited no changes in cell growth response to 1 or 10 ng/mL TNF (Supplementary Fig. 14a, b). In contrast, similar treatment with TNF in a human benign prostatic stromal cell line enhanced cell proliferation significantly, as determined by two-way ANOVA (*p* < 0.0001; Supplementary Fig. 14c). Similarly, TNF directly stimulated the proliferation of primary human prostatic fibroblast cultures from four different patients (*p* < 0.0001; Fig. 6a). Furthermore, treatment of primary BPH fibroblasts with conditioned medium from M1- or M2-polarized THP-1 cells demonstrated that macrophage-secreted factors stimulate fibroblast growth (Fig. 6b). The addition of a TNF neutralizing antibody indicated that macrophage-stimulated growth can be TNF-dependent, as indicated by two-way ANOVA (*p* = 0.0011 and *p* = 0.0148 for M1 and M2 in patient 376, respectively; *p* < 0.0001 and *p* = 0.0004 for M1 and M2 in patient 1579, respectively), although this may be patient-specific (Fig. 6b). Macrophage conditioned medium did not alter epithelial cell proliferation (Supplementary Fig. 15). Since epithelial cell proliferation was not directly affected by TNF treatment in vitro, these data are consistent with the long-standing idea that prostate expansion in BPH has a significant stromal input in vivo.

**Fig. 6:**
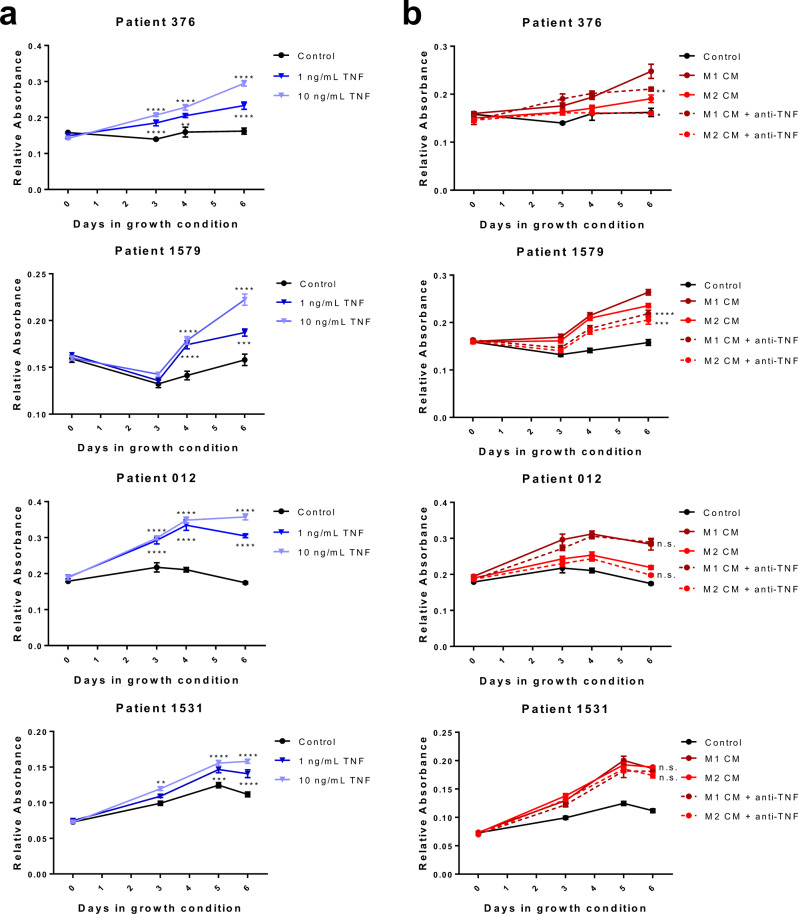
Macrophage-derived TNF promotes prostate fibroblast cell growth. Primary prostate fibroblasts from two BPH tissues (patients 376, 1579, 012, and 1531) were subjected to indicated treatments. Crystal violet growth assays were performed in low serum conditions (0.5%) over six days. **a** Fibroblast cultures (*n* = 4 independent patients) were grown in the presence or absence of 1 or 10 ng/mL recombinant TNF (dark and light blue, respectively). Asterisks indicate significant differences compared to control samples (black lines), determined by two-sided, two-way ANOVA with multiple comparisons test. **b** Fibroblast cultures (*n* = 4 independent patients) were grown in the presence of 50% M1 (dark red) or M2 (light red) macrophage conditioned medium (generated from THP-1 cells) ±40 µg/mL TNF neutralizing antibody. Conditions containing anti-TNF neutralizing antibody are indicated with dashed lines. Points indicate the mean ± SEM of at least five technical replicates and graphs are representative of three independent experiments. Asterisks indicate significant differences compared to the paired conditioned medium condition without anti-TNF neutralization, using a two-sided, two-way ANOVA with Tukey’s multiple comparisons test. Source data are provided as a Source Data file. n.s.=not significant, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### TNF-antagonists decrease prostatic inflammation and proliferation in patients

To better understand the impact of TNF-antagonist treatment on human prostate tissues, we performed a retrospective study using deidentified human prostate tissues collected through the NorthShore Urologic Disease Biorepository. The biorepository provided transition zone tissues from patients taking TNF-antagonists who also underwent surgery for prostatic diseases (*n* = 5). Age- and BMI-matched patient samples were used as controls (*n* = 5; Supplementary Fig. 16a, b). All of the patients in both the treated and control groups had a robotic-assisted laparoscopic prostatectomy (RALP) due to cancer, but also had a clinical diagnosis of BPH. No significant changes in prostate volumes or IPSS were observed in treated patients compared to controls using a *t* test (Supplementary Fig. 16c, d). Benign tissue regions from patients treated with TNF-antagonists had significantly less epithelial Ki67 staining compared to tissues from control patients, using a nested *t* test (*p* = 0.0123; Fig. 7a, b). In general, the overall level of inflammation appeared to be lower in tissues from treated patients, and quantitative evaluation of CD68^+^ cells via IHC and nested *t* test indicated that TNF-antagonist treatment significantly reduced the percentage of CD68^+^ macrophages out of total immune cells compared to controls (*p* = 0.0148; Fig. 7c, d). Tissues from TNF-antagonist treated patients also had significantly diminished epithelial NFκB activity compared to tissues from control patients, as demonstrated by phospho-p65 staining and analysis with nested *t* test (*p* = 0.0172; Fig. 7e, f). Together, these data suggest that epithelial hyperplasia in BPH may be promoted by inflammation-derived TNF and that this could be abrogated by systemic treatment with TNF-antagonists.

**Fig. 7:**
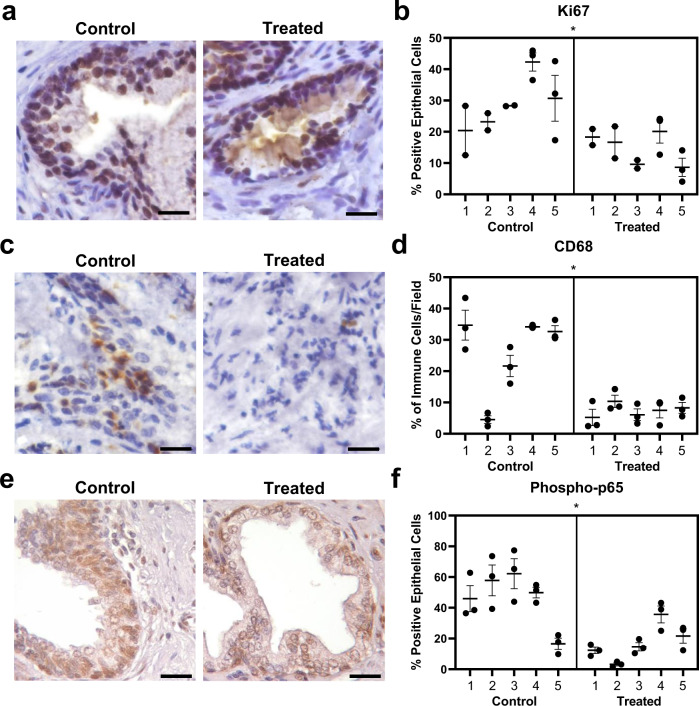
Patients treated with TNF-antagonists have decreased prostatic epithelial proliferation, macrophage infiltration, and NFκB activation. Human transition zone tissues from patients taking TNF-antagonists at the time of radical prostatectomy or matched controls (*n* = 5 per group) were used for histological evaluation. **a** Representative images of IHC staining for Ki67 in control or treated patients, where brown color in the nucleus indicates positive staining. **b** Quantitation of IHC staining for epithelial Ki67 in control or treated patients, indicated as the percent Ki67^+^ epithelial cells per field (*p = 0.0123). **c** Representative images of IHC staining for CD68 in control or treated patients, where brown color indicates positive staining. **d** IHC quantitation indicating the abundance of CD68^+^ macrophages, represented as the portion of all immune cells per field (*p = 0.0148). **e** Representative images of phospho-p65 staining via IHC in control or treated patients, where brown color in the nucleus indicates positive staining. **f** Data represents the quantitation of IHC staining for epithelial phospho-p65 staining in control or treated patients, represented as the percent positive epithelial cells per field (*p = 0.0172). **b**, **d**, **f** Data indicate the mean ± SEM of the percent positive cells per field, where individual points indicate separate fields for each patient. Comparison of control and TNF-antagonist treated groups were conducted using a two-tailed nested *t* test and asterisks indicate the significance of the treatment. Source data are provided as a Source Data file. Scale bars = 20 µm.

## Discussion

The results from these studies indicate that TNF-antagonists, a well-tolerated class of drugs commonly used to treat AI disease, alter the pathogenesis of BPH. These agents, but not methotrexate, reduce BPH incidence in patients with AI diseases. In animal models, TNF-antagonists reduce both the establishment of epithelial hyperplasia and, in aged mice, prostate size. A number of trials using NSAIDs to relieve BPH symptoms have shown some positive effects, but limited long-term efficacy^42,43^. The present data strongly suggest that appropriate targeting of specific molecular signals may be more clinically effective than broad-spectrum agents, but the utility of NSAIDs in combination with TNF-antagonists requires further study. There are many immunomodulatory drugs in development or already being prescribed for AI diseases that could be tested for their activity in BPH.

These studies strengthen the link between prostate inflammation and the development of BPH. NFκB activation has been shown to be increased in BPH samples progressing to disease-specific surgery and was associated with increased expression of 5α-reductase 2, increased androgen receptor expression, and increased cellular proliferation in vitro^44,45^, and TNF may drive this paradigm. Inflammation can directly affect molecular pathways associated with growth and resistance to 5ARI therapies^44,45^. Furthermore, natural remedies such as saw palmetto and beta-sitosterol have also been suggested to reduce NFκB activity^46,47^, indicating that NFκB activation may be involved in driving and/or supporting hyperplastic growth.

The immunosuppressive function of androgens has been reported in numerous studies^29^. The contribution(s) of the androgen receptor in BPH is not fully understood, and the involvement of androgen receptor signaling in prostatic inflammation may contribute to this complexity^48,49^. Reduced circulating androgen levels in aging men might contribute to increased inflammation in BPH, but whether the increase in inflammation is in response to a stimulus (e.g. wound repair) or is autoimmune-mediated remains to be determined. It is also possible that TNF secreted by inflammatory cells alters prostatic androgen/estrogen levels since this cytokine is known to stimulate aromatase activity; TNF-antagonist treatment in RA decreases aromatase action and increases synovial androgen levels^50^.

Since BPH patients have one or more of a variety of histological features, including stromal nodules, glandular nodules, and fibrosis, this disease is more likely a combination of conditions^51^. Recent molecular profiling studies have provided a basis for at least two BPH subtypes^11^. As in prostate development, it has long been clear that paracrine interactions between stromal and epithelial cells are important in BPH^41^. These results of TNF-mediated stimulation of stromal, but not epithelial, growth in vitro support a hypothesis that stromal factors produced in response to TNF contribute to epithelial proliferation in vivo. However, the identities and function(s) of TNF-regulated, stromal-derived factors that modulate epithelial proliferation in BPH remain unknown. Of course, it is also possible that TNF supports epithelial proliferation in vivo through a direct effect not recapitulated in culture.

Although the local concentrations of TNF in the human prostate are not known, these studies used physiologically feasible concentrations of TNF in vitro based on reported secretions by inflammatory macrophages, even though circulating serum levels in humans are in the pg/mL range^52–55^. Adding to this complexity, appreciating a function for immune cells in this intercellular communication with stromal and epithelial cells opens new therapeutic targets and will be critical to elucidating mechanisms by which TNF or other signaling pathways drive hyperplasia and/or fibrosis. Reductions in numerous inflammatory or autoimmune-related pathways were observed by bulk RNA-seq after etanercept treatment. Upregulation of adhesion and muscle contraction pathways after TNF blockade could be interpreted as either greater stability within the microenvironment or induction of apoptosis through ROCK-mediated alterations in actin-myosin contractility,^56^ but apoptosis was not directly interrogated in these studies. Whether inflammation drives a specific subtype of BPH is not clear, but it is certainly possible that inflammatory factors influence many features of BPH, including hyperplasia and collagen deposition^57–59^.

The use of scRNA-seq analyses in both characterizing the cell types present and providing a molecular understanding of diseases have been extremely useful in moving biological studies forward. Evaluation of cell populations from synovial tissue in RA patients indicate that while different cell types may express either *TNF* or *TNFRSF1A* (TNFR1), only monocytes expressed high levels of both of these genes^31^. Furthermore, inflammatory monocytes in ulcerative colitis and Crohn’s disease express *TNF* but may also aid in anti-TNF therapy resistance^32,33^. Even though it is clear that TNF signaling is important in AI conditions and likely also in BPH, numerous cell types and/or inflammatory pathways can be explored for therapeutic potential using these scRNA-seq datasets. For example, data supports that TNF-activated macrophages are required for the pathogenesis of psoriasis, rather than other immune cell types, even though other cells contribute to the disease^60^. Our data also indicate a variety of immune cells exist in BPH and it is likely that each has a function. Given the significant reduction in antigen presentation pathways after etanercept treatment observed by bulk RNA-seq, it is likely that lymphocytes also contribute to BPH. Indeed, targeting antigen presentation is being pursued for treating various autoimmune conditions^61,62^. Whether the inflammatory cell populations in BPH closely mirror those of an individual AI disease remains to be determined^31–33,63^.

Due to the retrospective nature of these studies, there are several limitations. While this population represents a large cohort of men with BPH, the subset of patients undergoing treatment for AI disease with a concomitant diagnosis of BPH remains limited. The samples used were dependent on the surgical procedure and the prostate biorepository has tissues from less than 800 patients. Expanding the patient population will determine any capacity for TNF-antagonists to reduce surgical endpoints for BPH as well as discern if there are associations with AI disease treatment and BPH diagnoses across racial and ethnic groups. Another limitation of these studies is that the specific cell types that contribute to BPH through direct versus indirect responses to TNF have yet to be determined in vivo. Obvious limitations using in vitro assays, including a lack of complexity compared to the in vivo BPH microenvironment, warrant further investigation of TNF function in the prostate. Additionally, no true murine model for BPH exists, so the NOD and Pb-PRL mouse models used for these studies lack some aspects of human disease (such as fibrosis and the influence of androgen:estrogen ratios) and may limit the translational potential of future mechanistic studies. Finally, since the occurrence of a prostatectomy in men taking TNF-antagonists is rare, scRNA-seq studies to date have not been able to directly evaluate the impact of these drugs on the prostate’s inflammatory milieu and proliferative prostatic cell types.

It is possible these drugs would be most beneficial to patients with chronic prostatic inflammation, so it would also be useful to detect intraprostatic inflammation through non-invasive imaging procedures^64,65^ or to be able to determine the risk of development of BPH through personalized medicine and genetic risk scores^10^. Further evaluation of human BPH tissues will determine if the presence of inflammatory macrophages or other identified cell signatures could contribute to anti-TNF therapy resistance^33^. The effect of TNF in stromal versus glandular BPH nodules also remains to be determined.

TNF-antagonists are already widely used and future work will determine their clinical utility in BPH patients. This includes whether short-term TNF-antagonist treatments (to limit the side effects of systemic anti-inflammatory agents) or if a combination with current BPH therapies may be beneficial. It is noteworthy that other immunomodulatory drugs with reduced long-term side effects might be considered for limiting BPH-related inflammation. Such studies will provide a basis for additional urological evaluation via earlier monitoring and therapeutic intervention in men with AI diseases. Tailoring the AI disease treatment strategy to include limiting BPH incidence could add therapeutic benefit for men. Such a strategy could both enhance patient quality of life and decrease the need for BPH surgical endpoints in these patients.

## Methods

All research studies were conducted in accordance with applicable local, state, and national regulations. Human studies were conducted under the approval of the NorthShore University HealthSystem Institutional Review Board (IRB). No patients received compensation for participation in these studies. Studies involving NOD mice were conducted with approval from the NorthShore University HealthSystem Institutional Animal Care and use Committee (IACUC), and studies involving Pb-PRL mice were conducted with approval from the Roswell Park Comprehensive Cancer Center IACUC.

### Enterprise database warehouse human subjects study

A retrospective evaluation of patients was conducted for 112,152 males with office visits at NorthShore University HealthSystem between 01/01/2010 and 12/31/2012. The IRB-approved study provided deidentified data and did not require informed consent. A preliminary analysis determined that an expanded dataset should be used for final analysis. All ICD9/10 diagnosis codes, CPT procedure codes, and medication names used for data collection are included in Supplementary Tables 1–3. Patients under 40 years of age or with a diagnosis of prostate cancer were excluded from the study. Records were searched for patient diagnoses of BPH or any AI conditions (Supplementary Table 1). Baseline BPH incidence rates were compared with Chi-square tests. Chi-square tests were utilized to compare the proportion of men with BPH by autoimmune condition to the proportion of men with BPH and no AI condition, as well as to compare the proportion of BPH diagnoses in men being treated for an AI condition to the proportion of men with BPH and no AI condition. Predictors of BPH diagnosis were tested using multivariable logistic regression models adjusting for parameters of age, race, ethnicity, and BMI. Statistical significance was established throughout at *p* < 0.05. Statistical analyses were conducted using SAS version 9.4 (SAS Institute Inc, Cary, NC).

### Isolation of CD45^+^ cells from human tissues

Human prostate tissues were ethically procured with the IRB-approved NorthShore Urologic Disease Biorepository and Database with informed consent and deidentified clinical annotation. Small prostate tissues were obtained from ten male patients undergoing robotic-assisted laparoscopic prostatectomy (RALP) for prostate cancer, International Prostate Symptom Score (IPSS) of <15, Gleason 6-7, and estimated prostate volume of <40 grams by imaging with transrectal ultrasound (TRUS), CT scan, or MRI. Large prostate tissues were obtained from four male patients undergoing either RALP for prostate cancer (Gleason 6–7) or simple prostatectomy for BPH and had an estimated prostate size of >90 g. The patient ages ranged from 61 to 76 years. Tissues were pathologically verified to have no (or minimal) cancer burden. The transition zone (TZ) was dissected similarly for both small and large prostate tissues and separated for formalin-fixed paraffin-embedded (FFPE) histology or digested and prepared for fluorescence activated cell sorting (FACS). Tissues were minced, then digested while shaking at 37 °C for 2 h in 200 U/mL Collagenase I (Gibco) + 1 mg/mL DNase I (Roche) + 1% antibiotic/antimycotic solution in Hank’s Balanced Salt Solution. Digestion solution was replaced with TrypLE Express dissociation reagent (Gibco) and allowed to shake at 37 °C for 5–10 min. Digested samples were neutralized in RPMI + 10% FBS, then mechanically disrupted by pipetting repeatedly. Samples were passed through a 100 µm cell strainer, then washed. Red blood cells were lysed in a hypotonic buffer, then cells were stained with Zombie Violet (Biolegend) and blocked with Human TruStain FcX blocking antibody (Biolegend). CD45-PE [clone HI30], EpCAM-APC [clone 9C4], and CD200-PE/Cy7 [clone OX-104] antibodies (Biolegend) were added to stain samples in preparation for FACS on a BD FACSAria II. Approximately 100,000 viable CD45^+^CD200^-^EpCAM^-^ cells were sorted for downstream analysis^66^.

A separate tube of the digested cell suspension was labeled for flow cytometry analysis of immune cells and stained with Zombie Violet (Biolegend) as well as CD45-FITC [clone HI30], CD11b-PE/Cy7 [clone ICRF44], CD19-APC/Cy7 [clone HIB19], CD3-APC [clone UCHT1], CD4-PE [clone RPA-T4], and CD8-BV510 [clone RPA-T8] antibodies. Information for all antibodies can be found in Supplementary Table 13.

### scRNA-seq of CD45^+^ cells

FACS-isolated cells were spun down and washed at least twice prior to loading onto the 10X Chromium System (10X Genomics), with Single Cell 3’ Library & Gel Bead Kit, v3.0 reagents. Cells from three small and three large tissues were stained with TotalSeq-B Antibodies (Biolegend) for CITE-seq analysis. Antibodies for CD3 [clone UCHT1], CD4 [clone RPA-T4], CD8 [clone RPA-T8], CD19 [clone HIB19], and CD11b [clone ICRF44] were used following the manufacturer’s instructions prior to loading into the Chromium System. Cells were loaded for downstream evaluation of 5000 cells/sample and cDNA amplification and library preparation were conducted according to the manufacturer’s instructions. Libraries were sent to the Purdue Genomics Core Facility for post-library construction quality control, quantification, and sequencing. A high sensitivity DNA chip was run on an Agilent Bioanalyzer (Agilent) per the recommendation of 10x Genomics. Additional quality control was performed by running a denatured DNA pico chip (Agilent) followed by an AMPure cleanup (Beckman Coulter). Final library quantification was completed using a Kapa kit (Roche KK4824) prior to sequencing. Sequencing of normalized pools was conducted using a NovaSeq S4 flow cell on a NovaSeq 6000 system (Illumina) with 2*x*150 base-pair reads at a depth of 50,000 reads/cell. Libraries generated from cell surface protein labeling with TotalSeq-B antibodies were sequenced at a depth of 5000 reads/cell.

### scRNA-seq of all BPH cells

Simple prostatectomy tissues from five BPH patients were minced and digested with 1000 U/mL Collagenase I + 1 mg/mL DNAse + 1% antibiotic/antimycotic for 4 h while shaking at 37 °C, followed by treatment with TrypLE Express reagent as above. After cell washing and RBC lysis, cell suspensions were subjected to debris removal with Debris Removal Solution (Miltenyi 130-109-398). Cells were washed and loaded into the Chromium System with v3.0 or v3.1 reagents for downstream evaluation of 10,000 cells/sample, followed by library preparation and quality control as above. Sequencing was performed on a NovaSeq S4 flow cell with 2*x*150 base-pair reads at a desired depth of 50,000 reads/cell.

### Data processing and quality control

Sequencing reads from the Chromium system were de-multiplexed and processed using the CellRanger pipeline v3.0.0 (10x Genomics). CellRanger mkfastq was run to generate FASTQ files where dual indices were ignored, barcode mismatch allowance was set to 0, and the flag was set to indicate —use-bases-mask=Y26n*,I8n*,n*,Y98n. CellRanger count was then used for alignment, filtering, barcode counting, and unique molecular identifier (UMI) counting. All reads were aligned to the ENSEMBL human genome version GrCh38 using the STAR aligner v2.5.4^67^. CellRanger was run with the number of expected cells set to 5000.

R version 3.5.1 and Bioconductor version 3.8 were used in all statistical analyses. Cells that had fewer than 1,000 or greater than 10,000 observed genes were discarded. Cells were also removed if greater than 22% of all reads mapped to mitochondrial genes. Summaries of the data produced by the scRNA-seq analyses, including the run metrics, are shown in Supplementary Tables 14, 15.

### Unsupervised clustering and identification of marker genes

Seurat version 3.1.3 was used for data normalization and cell clustering based on differential gene expression^68,69^. Data were normalized using scTransform^70^ v.0.3.1 and cell cycle-related genes were used to produce a cell cycle score for each cell. Cell cycle scores, mitochondrial reads, and UMI counts were used to regress out heterogeneity from these variables by scaling the data. These corrected data, after permutation and selection of the first 30 principal components based on principal component analysis (PCA) scores, were used for downstream analysis. Unsupervised clustering was performed in Seurat, which uses graph-based approaches to first construct K-nearest neighbor graphs (K = 30) and identifies clusters by iteratively forming communities of cells to optimize the modularity function. The number of clusters were determined using the Louvain algorithm^71^ for community detection, as implemented in Seurat with a resolution of 0.2. The correct resolution to use was determined both visually through plots and heat maps as well as using clustering trees via the clustree^72^ R package v0.4.3, selecting a resolution that provides stable clusters. P-values were corrected for multiple testing using the Benjamini-Hochberg method^73^. Biomarkers were considered statistically significant at a 1% false discovery rate (FDR) using the Wilcoxon rank sum test^74^. Differentially expressed genes between small and large sample groups were identified using the edgeR^75,76^ Bioconductor package, v3.31 with an FDR cutoff of 5%.

### Animal studies

Male non-obese diabetic (NOD) mice on the inbred NOD/ShiLtJ background were purchased from The Jackson Laboratory (Bar Harbor, ME; Stock Number: 001976) and maintained in a barrier animal facility at NorthShore University HealthSystem. All studies were conducted according to US federal and state regulations and approved by the NorthShore IACUC (protocol #EH-15-064). Mice age 25 weeks were injected with 4 mg/kg TNF antagonist etanercept (Enbrel; *n* = 12) or vehicle (PBS, *n* = 8) twice weekly by intra-peritoneal injection for five weeks. Mice were randomly assigned to groups using block stratification. Diabetic status was tested using a Contour glucometer (Bayer 7151H)^21^, at the time of first injection and last injection. Mice were harvested at 30 weeks.

Pb-PRL transgenic mice on the C56Bl/6J background were from Dr. Kindblom, Sahlgrenska University Hospital. All studies were performed in accordance with the National Institute of Health Guidelines for the Care and Use of Laboratory Animals and approved by the Roswell Park IACUC (#1308 M). Male Pb-PRL mice (20–22 months) were treated with 4 mg/kg TNF ligand trap, etanercept (Enbrel, *n* = 5), or with vehicle (PBS, *n* = 6) twice a week by intra-peritoneal injection for 12 weeks. The ventral prostate volume was measured every four weeks using high-resolution, high-frequency ultrasound (Vevo770 system, VisualSonics) with either the 710 or 704b scan head^40^. Mice were anesthetized in a chamber using 3% isoflurane and then placed in the transverse position on a heated imaging platform (Vevo Integrated Rail System III, VisualSonics) with continued anesthesia via nose cone. The abdomens of the mice were depilated and ultrasound gel (Aquasonic 100, Parker Laboratories) was applied. The location of the ventral prostate was identified and images were acquired using the VisualSonics software. Images were imported into Amira software (Visualization Sciences Group) for 3D volume reconstruction, where anatomic boundaries were set manually and volume was subsequently calculated with Amira. Data is presented as mean + /− SEM, normalized to pre-treatment volume (151 ± 10 mm^3^). One animal in the PBS group was removed from the analysis for week 12 due to rapid prostate swelling, determined on necropsy to likely have arisen from a hemorrhage. Thus, statistical analysis includes *n* = 5 for each group at week 12. In both animal models, urogenital tract tissues were harvested and prepared for FFPE histology.

### Immunohistochemistry

FFPE tissue sections of 5 µm thickness were mounted on slides and prepared for immunohistochemistry (IHC). Sections were deparaffinized in xylene and rehydrated using gradient ethanol concentrations. Antigen retrieval was completed with Antigen Unmasking Solution (Vector H-3300) by microwaving for 20 min at 30% power. Staining was completed using the Universal VECTASTAIN standard or Elite ABC kit (Vector PK4000, PK6200), following the manufacturer’s instructions. Detailed information on antibodies used for staining in human and mouse tissues is included in Supplementary Table 13. Quantitation of Ki67^+^ or phospho-p65^+^ cells was performed within the epithelial cell compartment and F4/80^+^ (mouse) or CD68^+^ (human) macrophages were evaluated within the immune cell compartment. All human and mouse IHC quantitation was blindly completed by S.E.C. by counting the indicated number of fields under the 40x objective.

### Autoantibody ELISA

Serum from vehicle- or etanercept-treated NOD mice was collected at sacrifice and stored at −80 °C. Concentration of anti-etanercept antibodies were measured by ELISA with indicated modifications from^77^. Briefly, 5 µg/mL etanercept (0.1 M sodium carbonate buffer, pH=9.6) was coated on the surface of a 96-well plate overnight at 37 °C. Blocking was completed with 2% skim milk. Serial dilutions of anti-etanercept antibody (EMD Millipore, clone ETA63C8; 0-500 ng/mL) were used for the standard curve. Serial dilutions of serum samples (1:100-1:100,000) were included in triplicate for analysis. HRP-conjugated anti-mouse IgG secondary antibody (Cell Signaling) was used at 1:10,000 dilution, followed by the addition of Ultra TMB-ELISA substrate solution (Pierce) and H_2_SO_4_ stop solution (ThermoFisher). Absorbance was detected on a SpectraMax Plus plate reader (Molecular Devices) at 450 nm with removal of background at 540 nm.

### Bulk RNA-seq

Frozen prostate tissues from vehicle- (*n* = 4) or etanercept-treated (*n* = 4) NOD mice were thawed in TRIzol solution (Invitrogen), followed by tissue shredding with a Bio-Gen PRO200 Homogenizer (PRO Scientific Inc.) and RNA isolation per TRIzol’s manufacturer recommendations. RNA cleanup was performed with the RNeasy Plus Mini Kit (Qiagen 74134) and shipped to Novogene (Sacramento, CA) for poly A selection and library preparation with the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England BioLabs E7770), 2*x*150 sequencing on a NovaSeq 6000 PE150, followed by bioinformatics analysis. Read mapping was conducted with STAR v2.6.1d^67^, differential gene expression analysis was performed with DESeq2 v1.26.0^78^, and significantly differentially expressed genes were determined based on an adjusted *p*-value≤0.05. Kyoto Encyclopedia of Genes and Genomes (KEGG) was used for enrichment analysis and visualization of altered pathways.

### Cell culture

THP-1 cells were purchased and authenticated from ATCC (STRB0424) and used within 20 passages of acquisition. BHPrE-1, NHPrE-1, and BHPrS-1 cell lines were isolated and cultured as benign epithelial and stromal prostatic cell models^79,80^. Authentication of BHPrE-1 (STRA3426), NHPrE-1 (STRA3441), and BHPrS-1 (STRB0418) cells was completed by ATCC and all experiments were conducted within 20 passages of testing.

THP-1 cells were cultured exactly as indicated by ATCC. THP-1 cells were differentiated for 24 h with 10 ng/mL PMA (Sigma), followed by either M1 polarization with 10 pg/mL LPS (Sigma) + 20 ng/mL IFNγ (Peprotech) for 24 h or M2 polarization with 20 ng/mL IL-4 (Peprotech) + 20 ng/mL IL-13 (Peprotech) for 72 h. After polarization was complete, serum free medium was added to M1 or M2 macrophages and incubated for 24 h. Conditioned medium was then harvested, filtered at 0.22 μm, and stored at −80 °C until it was used for growth assays.

Isolation of primary fibroblasts from deidentified BPH patient tissues 012, 376, 1579, and 1531. Fibroblasts were isolated using defined methods from freshly isolated human prostate transition zone tissue from simple prostatectomy^81^. Tissues were minced and enzymatically digested for 4 h with 250 U/mL Collagenase I (Worthington LS004196) + 112 U/mL Hyaluronidase (Sigma H3506) in complete RPMI medium. Digested cell suspensions were washed three times and fibroblasts were cultured for purification and used for all assays prior to passage 12.

For crystal violet growth assays, cells were allowed to adhere to 96-well plates prior to indicated treatments. Human recombinant TNF was purchased from Peprotech and TNF-neutralizing antibody (Fisher P300A) was pre-incubated at 40 µg/mL with 50% macrophage conditioned medium for 4–6 h. Cells were grown in low serum (0.1%) with treatment conditions for up to six days and cells fixed with 4% paraformaldehyde. Cells were stained with crystal violet and washed, then stain solubilized in 10% acetic acid to obtain relative absorbance values.

### Statistical analysis

Univariate and bivariate analyses were run for all variables prior to our main patient database analyses. For categorical variables, Chi-square test and Fisher’s exact test (for any frequency <5) were used. For continuous variables, *t* tests (parametric) and Mann-Whitney tests (nonparametric) were used. Data distributions were examined and all variables were tested for linear or non-linear relationships; the necessary transformation and imputations were implemented based on the raw data distribution. Predictors of BPH incidence and diagnosis were conducted using both univariate and multivariable logistic regressions, adjusting for any likely covariates including age, race, ethnicity, and BMI. The effect size was estimated using odds ratio (OR) and 95% confidence interval (CI). Kaplan-Meier analysis was used to determine the probability that patients remained free of BPH diagnosis after the indicated treatments for diagnosed AI conditions. Statistical analyses were conducted using SAS version 9.4. Statistical significance of in vitro assays was completed using a two-way analysis of variance (ANOVA), patient characteristics were compared using a Student’s *t* test, and immune cell compartments were correlated using linear regression using Prism software version 7.05 (GraphPad). IHC counts were evaluated using a nested *t* test (Prism, v8). A *p*-value of less than 0.05 was considered significant. In data figures, significance is indicated by *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The scRNA-seq data is available in GEO under accession numbers GSE164695 (leukocytes) and GSE183676 (all cells). The bulk RNA-seq of NOD prostate tissues is available in GEO under accession number GSE183414. The raw EDW dataset is not available due to IRB-restrictions. Any further information about tissue resources and reagents associated with these studies should be directed to, and will be fulfilled by, the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: TNF is a potential therapeutic target to suppress prostatic inflammation and hyperplasia in autoimmune disease
**Source:** Nat Commun. 2022 Apr 19;13:2133. doi: 10.1038/s41467-022-29719-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

“TNF is a Potential Therapeutic Target to Suppress Prostatic Inflammation and Hyperplasia in Autoimmune Disease”

This supplementary information contains 16 supplementary figures and 15 supplementary tables.

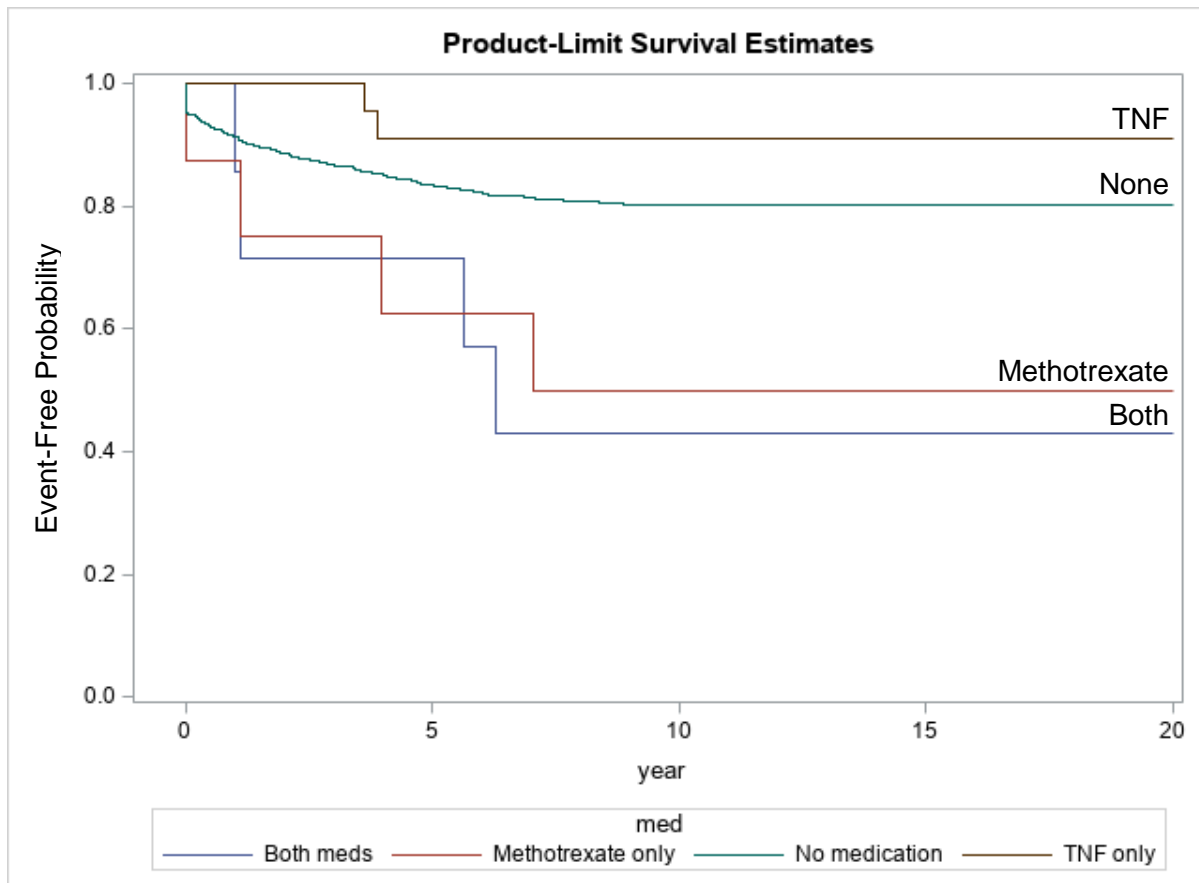

**Supplementary Figure 1. Longitudinal analysis for patients free of BPH diagnosis based on medication use in men with a diagnosis of ulcerative colitis or Crohn’s disease prior to BPH diagnosis (n=1242).** The Kaplan-Meier event-free probability indicates the likelihood of remaining free of BPH diagnosis over time (log-rank test = 12.7;  $p=0.0054$ ). Curves indicate medication use by patients, including both methotrexate and TNF-antagonists (blue), methotrexate only (red), no medication (green), and TNF-antagonists only (brown).

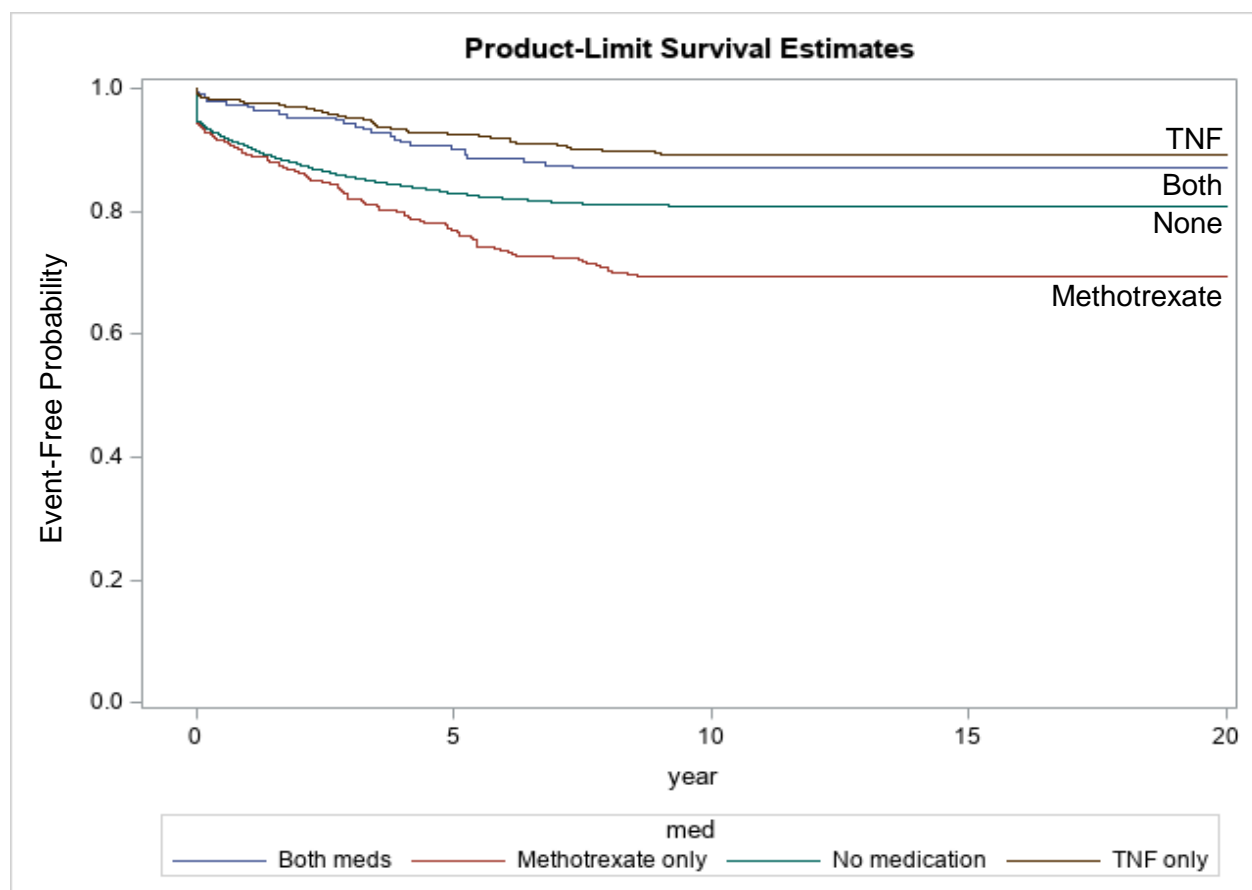

**Supplementary Figure 2. Longitudinal analysis for patients free of BPH diagnosis based on medication use in men with an AI condition other than ulcerative colitis and Crohn’s disease prior to BPH diagnosis (n=8023).** The Kaplan-Meier event-free probability indicates the likelihood of remaining free of BPH diagnosis over time (log-rank test = 49.9;  $p < 0.0001$ ). Curves indicate medication use by patients, including both methotrexate and TNF-antagonists (blue), methotrexate only (red), no medication (green), and TNF-antagonists only (brown). Nine patients taking other treatments (T cell or interleukin-based therapies) were excluded from this analysis.

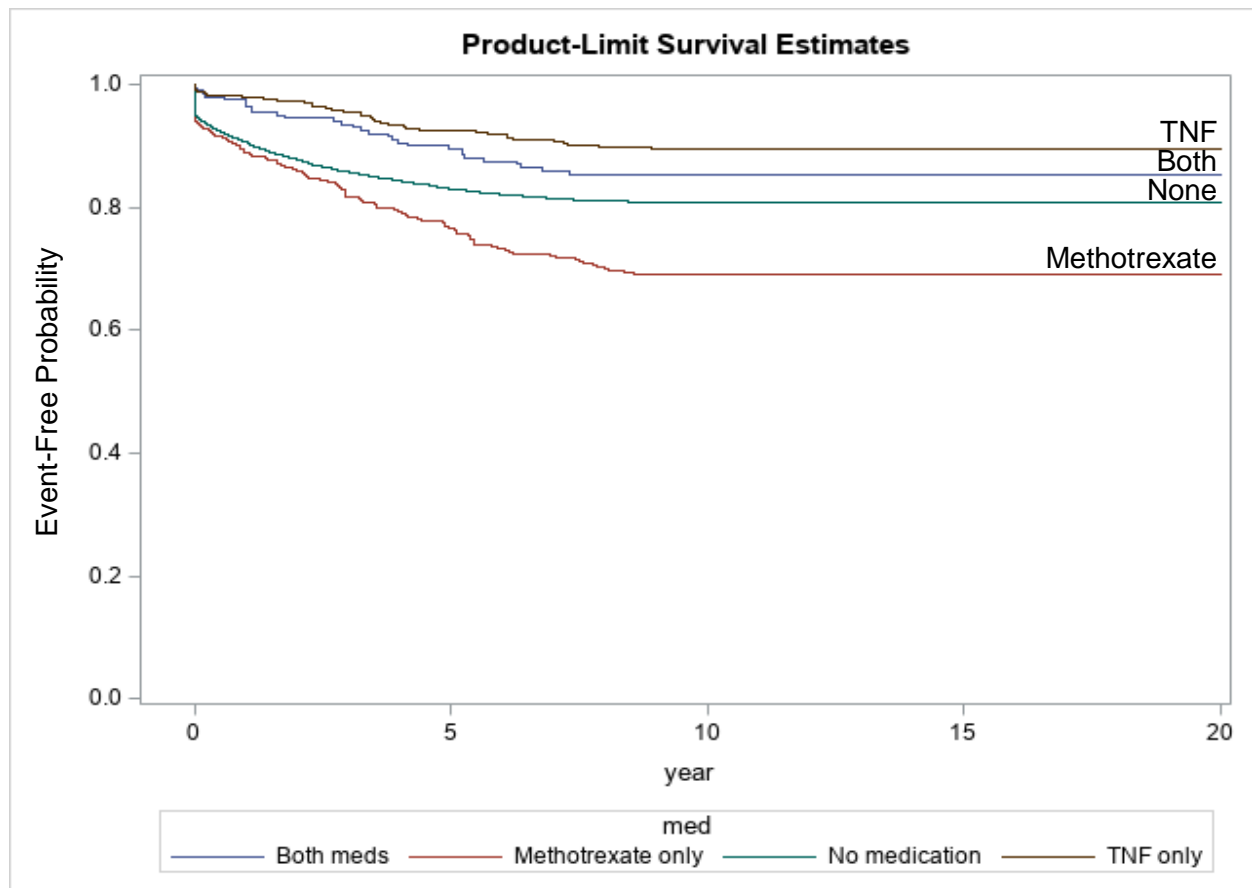

**Supplementary Figure 3. Longitudinal analysis for patients free of BPH diagnosis based on medication use in patients with any AI condition prior to BPH diagnosis (n=9265).** The Kaplan-Meier event-free probability indicates the likelihood of remaining free of BPH diagnosis over time (log-rank test = 52.4;  $p < 0.0001$ ). Curves indicate medication use by patients, including both methotrexate and TNF-antagonists (blue), methotrexate only (red), no medication (green), and TNF-antagonists only (brown). Nine patients taking other treatments (T cell or interleukin-based therapies) were excluded from this analysis.

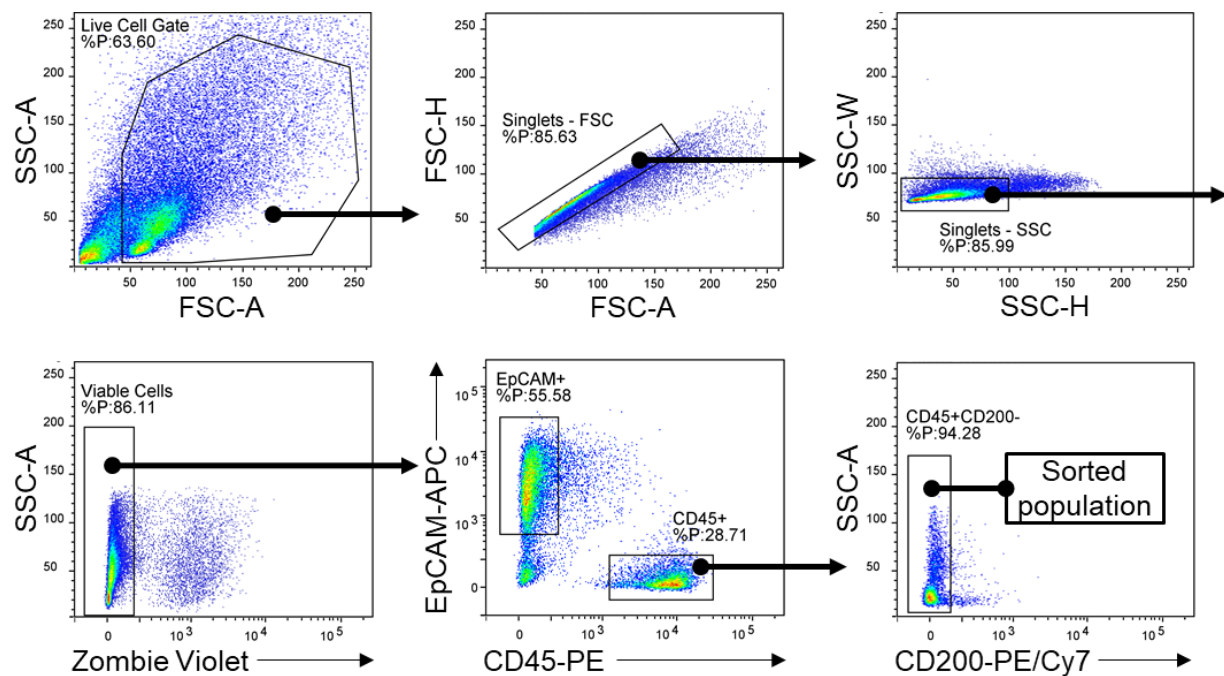

**Supplementary Figure 4. Fluorescence activated cell sorting strategy for CD45<sup>+</sup> scRNA-seq analysis.** Progressive gating strategy for isolation of CD45<sup>+</sup> cells following enzymatic digestion of human prostate tissues, in order from the top left panel to the bottom right panel. Zombie violet was used for exclusion of dead cells and EpCAM and CD200 were used to exclude epithelial and endothelial cells, respectively.

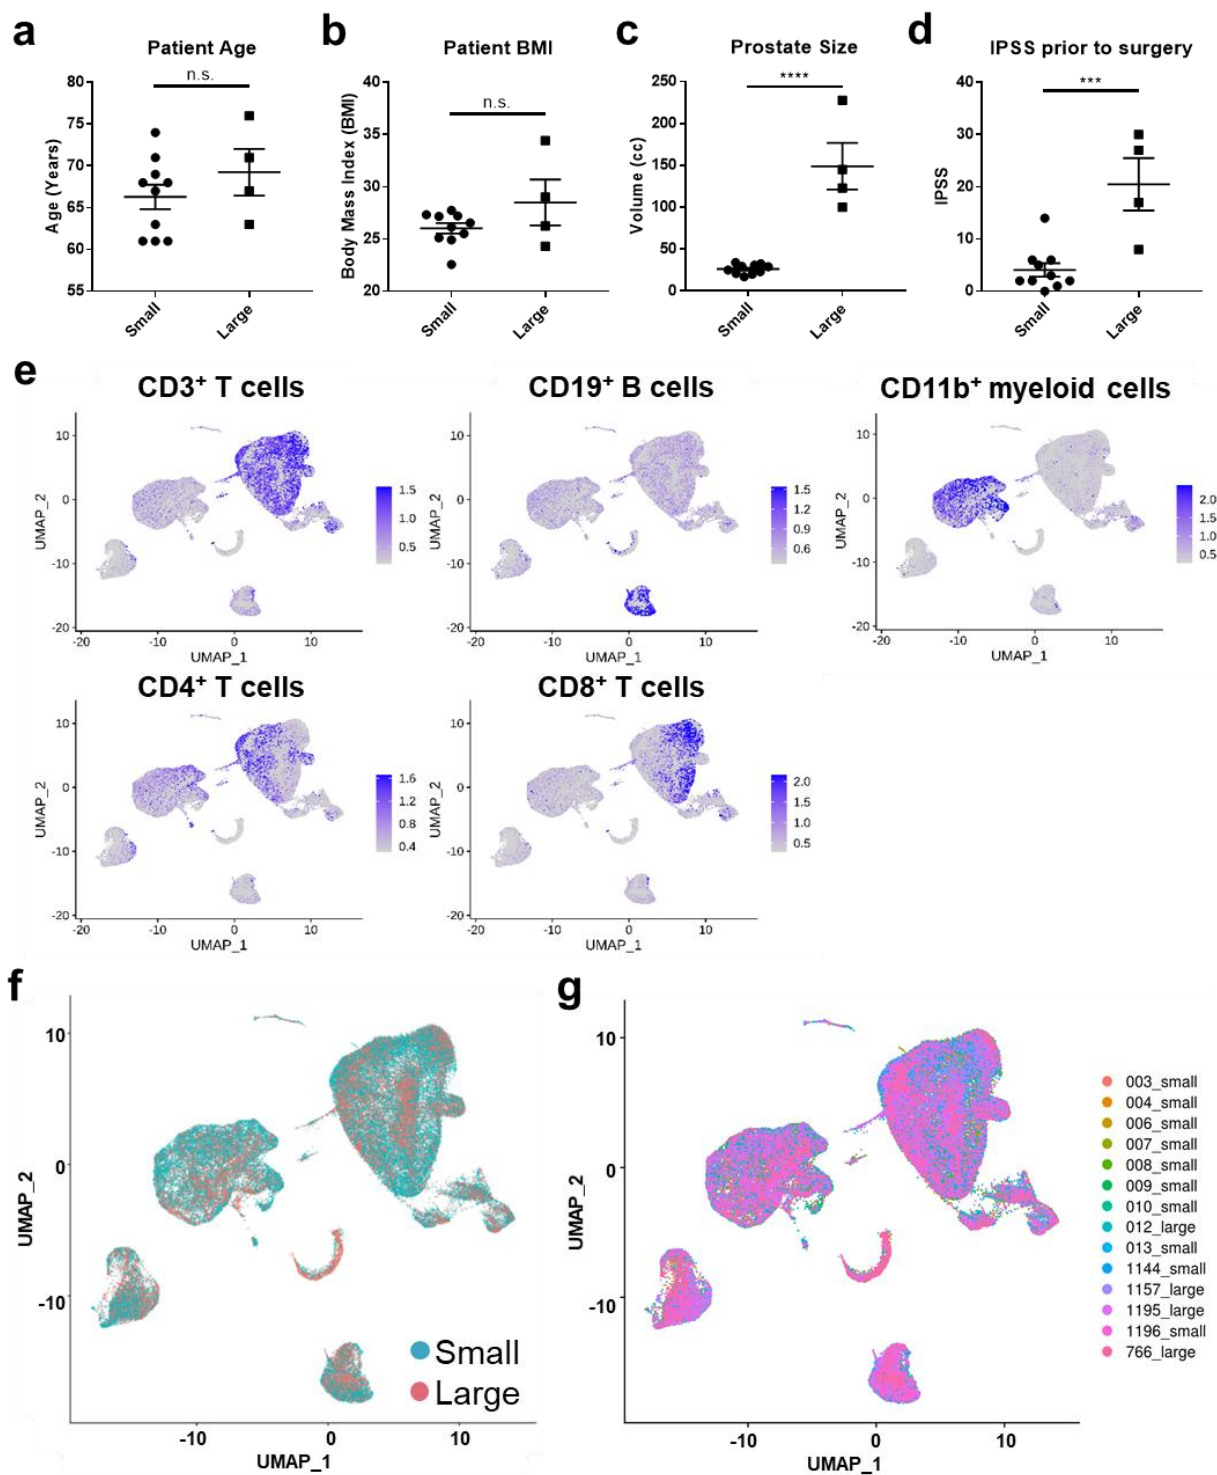

**Supplementary Figure 5. Additional data relating to scRNA-seq data and patient characteristics. a)** Patient age, **b)** patient BMI, **c)** prostate size estimation by TRUS or CT scan

(\*\*\*\* $p < 0.0001$ ), and **d**) IPSS prior to surgery (\*\*\* $p = 0.0007$ ) is shown for  $n = 10$  patients with small prostates and  $n = 4$  patients with large prostates. Statistical analysis was performed using a two-tailed t-test in (a-d). All patients are biologically independent. Error bars represent the mean  $\pm$  SEM for each graph. n.s.=not significant. Source data are provided as a Source Data file. **e**) Feature plots highlighting protein expression of CD3 (CD3<sup>+</sup> T cells), CD4 (CD4<sup>+</sup> T cells), CD8 (CD8<sup>+</sup> T cells), CD19 (CD19<sup>+</sup> B cells), and CD11b<sup>+</sup> (myeloid cells), where blue color indicates positive expression and gray color indicates no detectable expression of the indicated protein. CITE-seq analysis was conducted on three small and three large samples, although all 14 samples are displayed. **f**) UMAP plot of 69,850 BPH-associated cells, colored to highlight cells from small (blue) or large (pink) prostates, highlights the significant overlap between both populations. **g**) UMAP plot of 69,850 BPH-associated immune cells, colored to highlight cells from individual patients, indicates significant overlap among all individual patient samples.

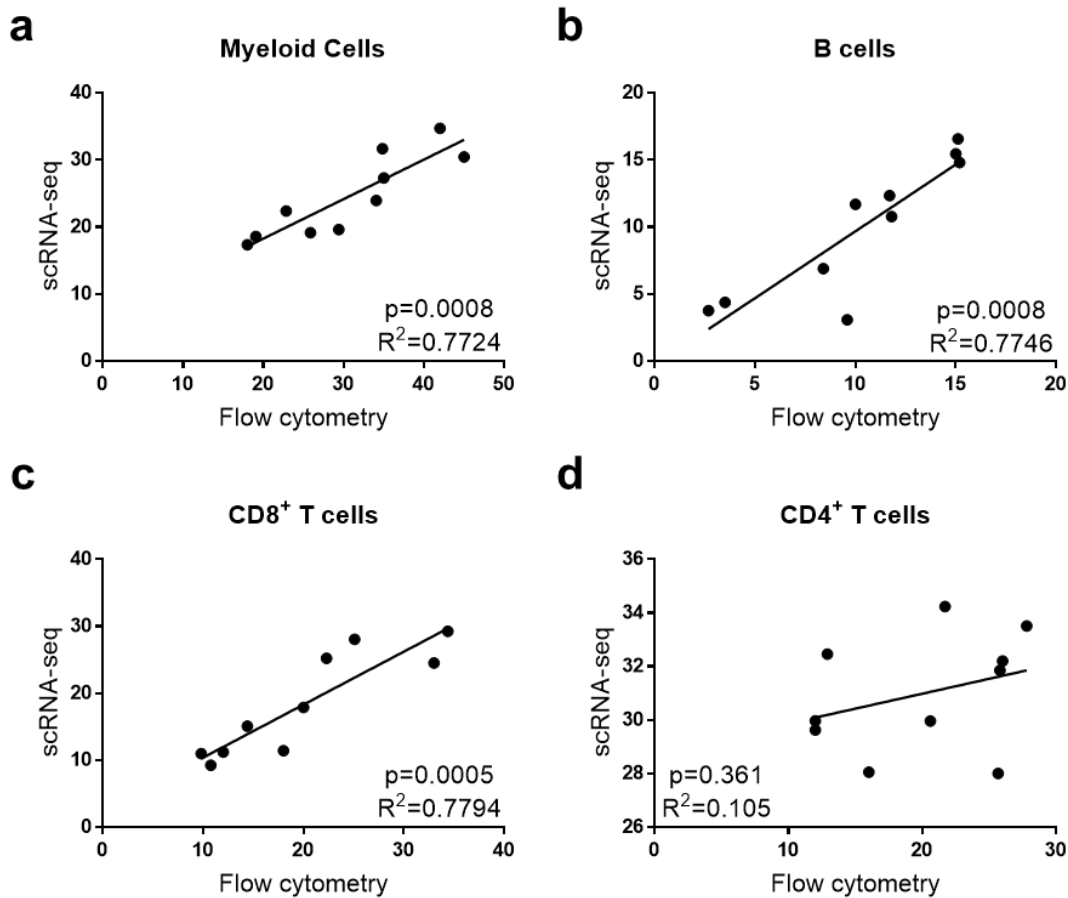

**Supplementary Figure 6. Estimated immune cell type proportions by scRNA-seq analysis and flow cytometry are broadly concordant.** Digested small (n=7) or large (n=3) prostate tissues were subjected to flow cytometry analysis after staining with antibodies against CD45, CD11b, CD19, CD4, and CD8. Sorted CD45<sup>+</sup> cells were subjected to scRNA-seq analysis from the same digested prostate tissues. Linear regression correlation analysis was conducted using Prism software and the percentages of CD11b<sup>+</sup> myeloid cells (a), CD19<sup>+</sup> B cells (b), CD8<sup>+</sup> T cells (c), and CD4<sup>+</sup> T cells (d), are shown as the estimated percentages of total CD45<sup>+</sup> cells via scRNA-seq versus flow cytometry. The respective p-values and  $R^2$  values are indicated. Source data are provided as a Source Data file.

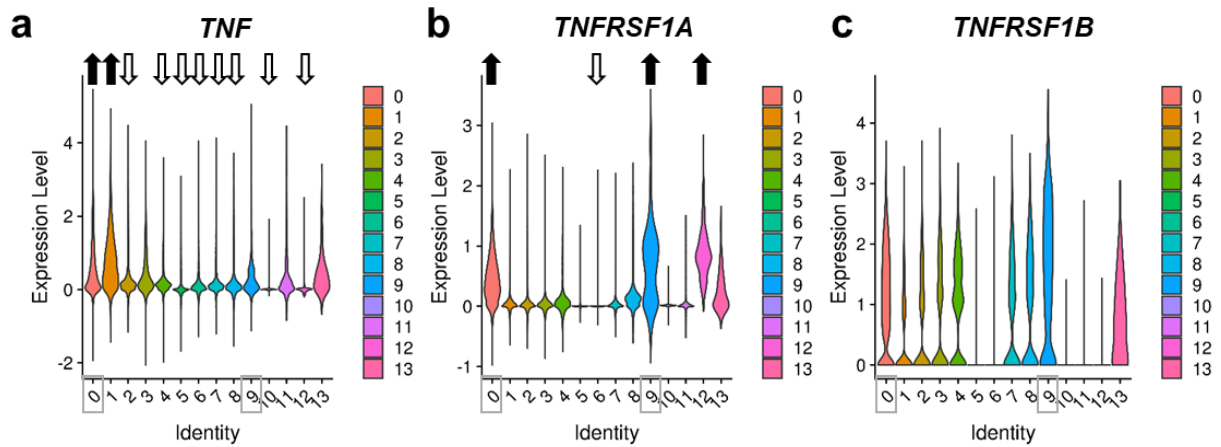

**Supplementary Figure 7. Expression level of *TNF*, *TNFRSF1A*, and *TNFRSF1B* in BPH leukocytes.** Violin plots indicate the normalized gene expression level (log[CPM]) for **a) *TNF***, **b) *TNFRSF1A***, and **c) *TNFRSF1B*** in each of the clusters identified in the CD45<sup>+</sup> scRNA-seq analysis. Each cluster is represented by a different color. Arrows indicate clusters with significantly up- or down-regulated gene expression (black or white arrows, respectively) compared to all other clusters, conducted using a two-tailed Wilcoxon rank sum test corrected for multiple testing using the Benjamini-Hochberg method. Gray boxes highlight clusters 0 and 9 as the macrophage subpopulations.

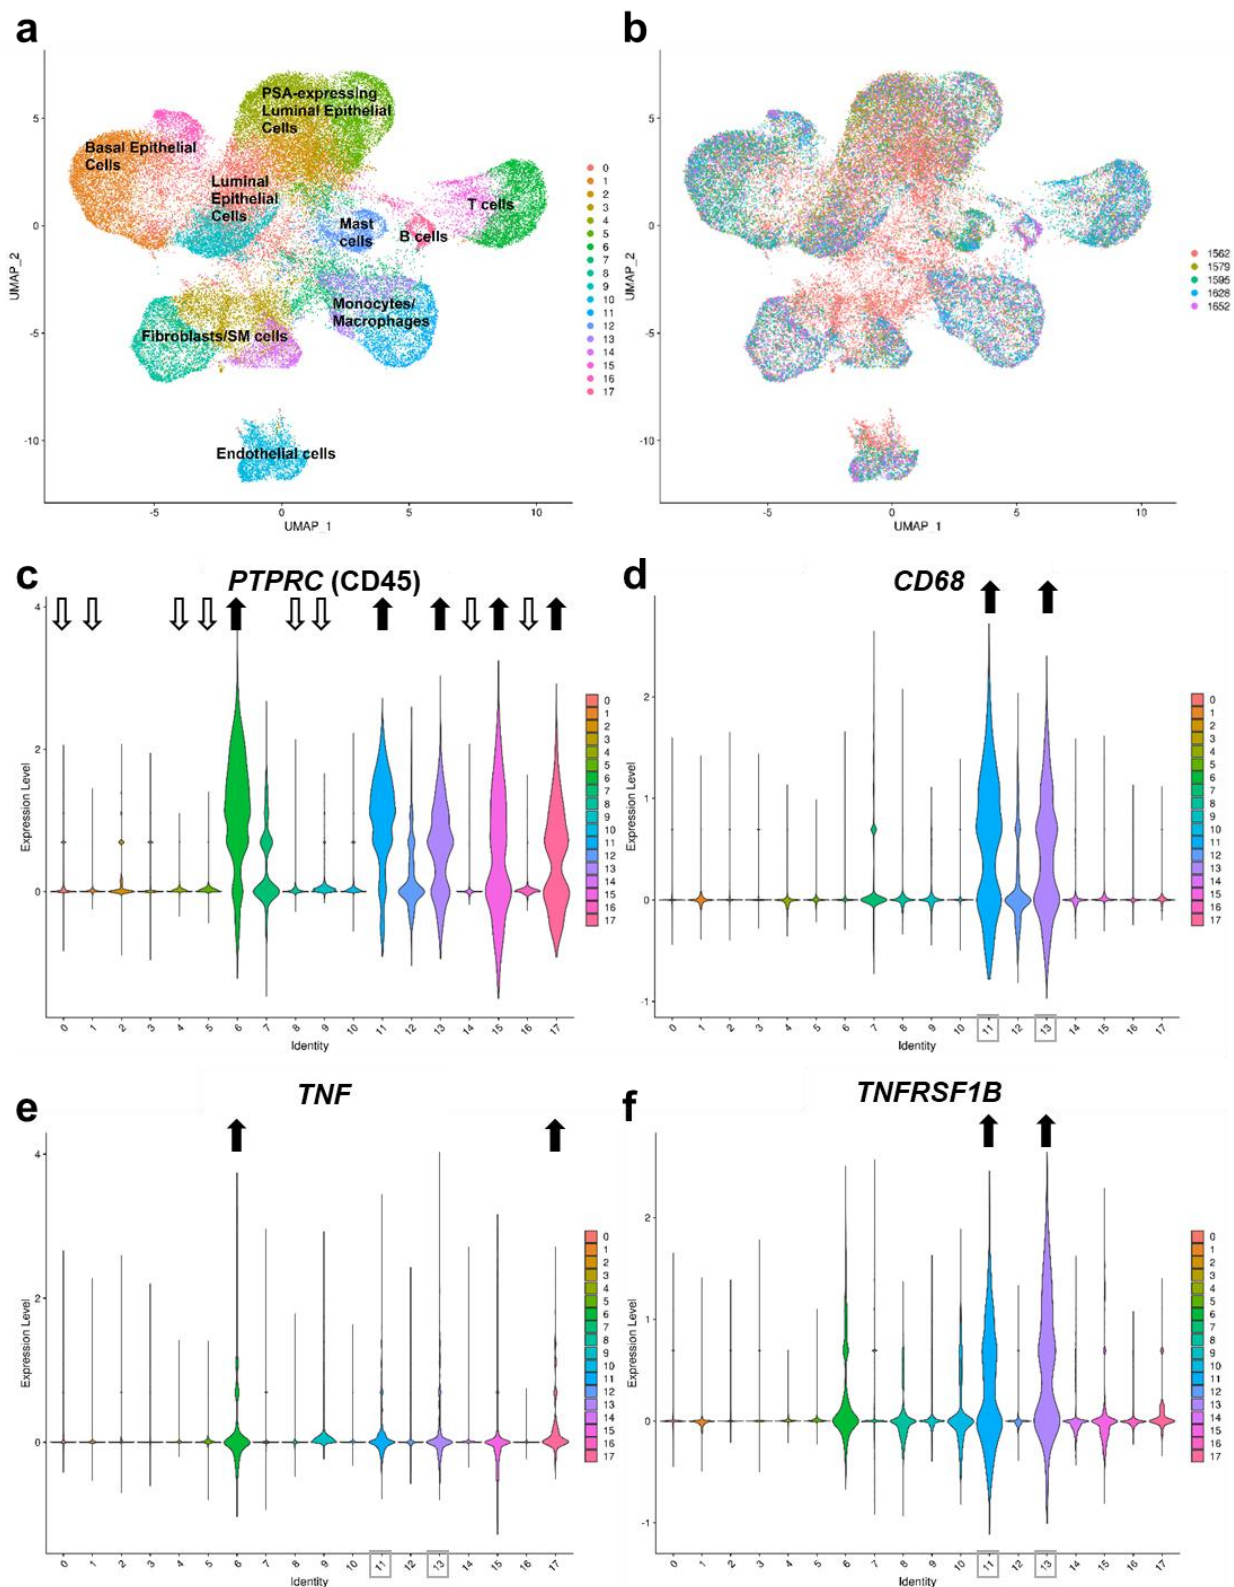

**Supplementary Figure 8. Analysis of human BPH tissues via scRNA-seq highlights immune cells as both producers and responders to TNF. Prostate transition zone tissues from five BPH**

patients were isolated after simple prostatectomy. Samples were digested, debris removed via centrifugation, and approximately 10,000 cells per sample loaded for scRNA-seq analysis using the 10X Chromium system. **a)** UMAP plot of 67,902 cells from a total of 5 patients indicates 18 unique clusters identified by differentially expressed genes. Colors indicate unique clusters and likely cell types label relevant clusters. **b)** UMAP plot of all BPH cells from (a), colored to highlight cells isolated from individual patients. **c-f)** Violin plots indicating expression of *PTPRC* (CD45) (c), *CD68* (d), *TNF* (e), and *TNFRSF1B* (TNFR2) (f) among each cell cluster. Colors identify unique cell clusters. Significantly altered expression of the indicated genes are indicated by either black (upregulated) or white (downregulated) arrows, determined using a two-tailed Wilcoxon rank sum test corrected for multiple testing using the Benjamini-Hochberg method. Of note, no reads were detected for *TNFRSF1A* gene expression in these cells.

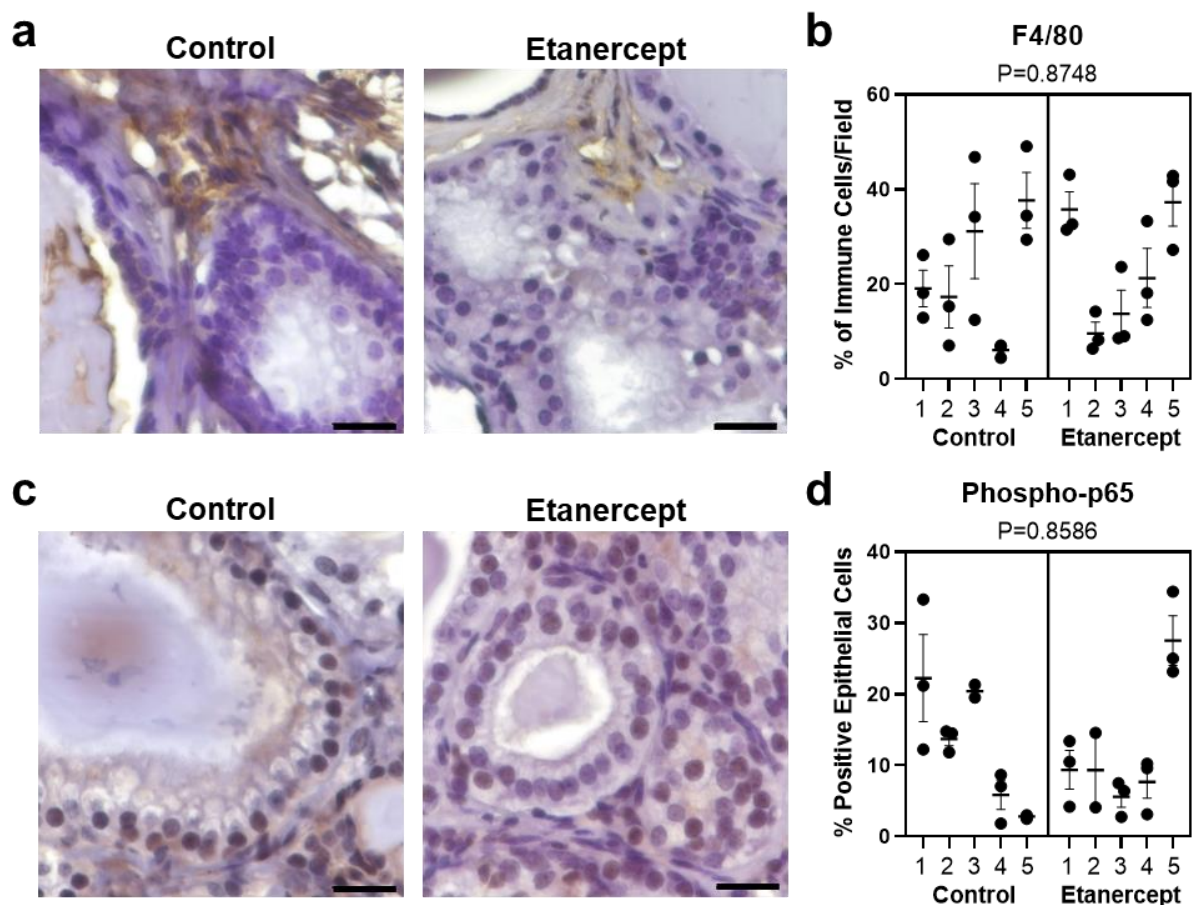

**Supplementary Figure 9. TNF-antagonist treatment in Pb-PRL mice does not significantly alter macrophage infiltration or epithelial NF $\kappa$ B activity.** **a)** Representative images of F4/80 staining in control or etanercept-treated mice, where brown color indicates positive staining. **b)** IHC staining counts for F4/80<sup>+</sup> cells, represented as the portion of all immune cells in the field. **c)** Representative images of phospho-p65 staining in control or etanercept-treated mice, where brown color in the nucleus indicates positive staining. **d)** Data presented indicates the percentage of phospho-p65 positive epithelial cells counted per field of view after IHC staining. **b, d)** Data indicate the mean  $\pm$  SEM of the percent positive cells in n=5 mice per group with counts from the indicated number of prostate tissue fields for each animal. Comparison of control and etanercept-treated groups for statistical purposes were conducted using nested t-test and the

reported p-values indicate the lack of significance of the treatment. Source data are provided as a Source Data file. Scale bars = 20µm.

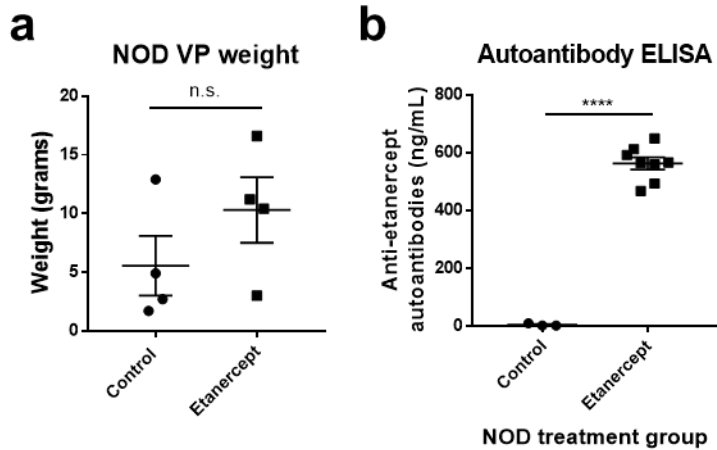

**Supplementary Figure 10. NOD mice prostate weight and production of anti-etanercept autoantibodies.** **a)** Dissected ventral prostate weights from control and etanercept-treated NOD mice (n=4 independent mice per group) indicate no significant change after treatment. **b)** ELISA on the serum of control (n=3 independent samples) and etanercept-treated (n=8 independent samples) NOD mice indicates the production of anti-etanercept autoantibodies in treated mice after the 5 week drug treatment. In both (a) and (b), analysis was completed using a two-tailed t-test and the error bars represent the mean  $\pm$  SEM. Source data are provided as a Source Data file. n.s. = not significant and \*\*\*\* indicates  $p < 0.0001$

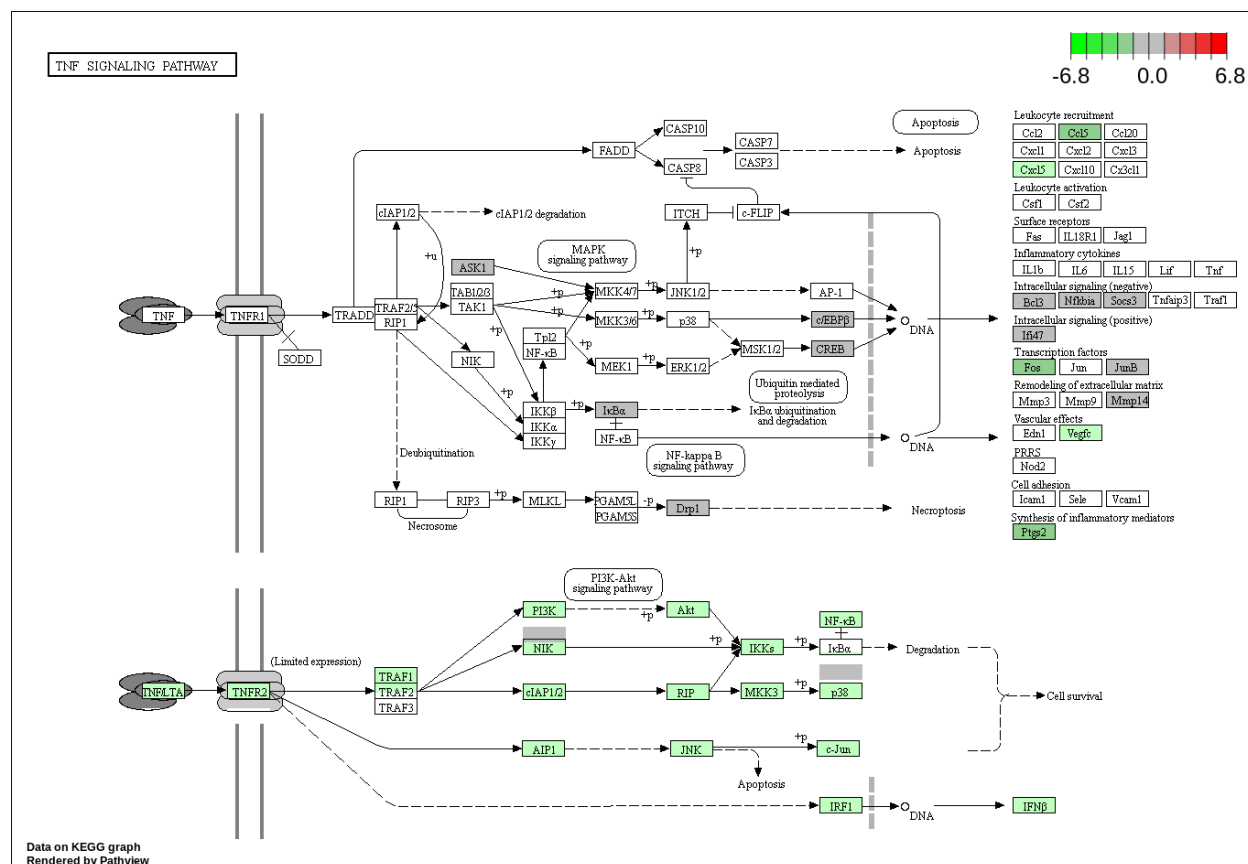

**Supplementary Figure 11. TNF signaling pathway alterations in etanercept-treated versus control NOD prostate.** KEGG enrichment analysis highlighted downregulation of a set of genes within the TNF signaling pathway. Downregulated genes are highlighted in green, where a greater intensity of color indicates greater downregulation. Units indicate standardized fold-change.

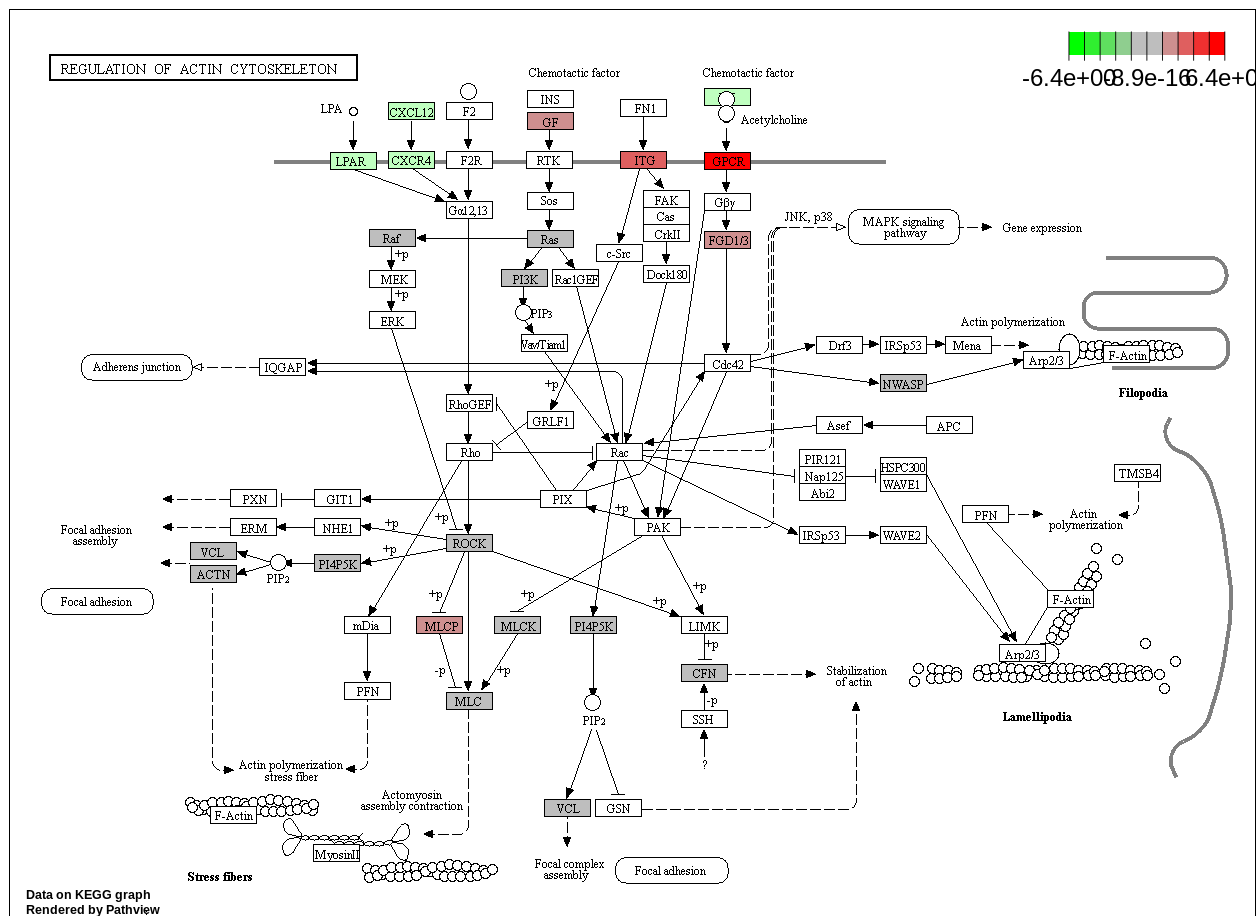

**Supplementary Figure 12. Regulation of actin cytoskeleton alterations in etanercept-treated versus control NOD prostate.** KEGG enrichment analysis highlighted significant changes of a set of genes within the regulation of actin cytoskeleton pathway. Downregulated genes are highlighted in green and upregulated genes are highlighted in red, where a greater intensity of color indicates a higher degree of change. Units indicate standardized fold-change.

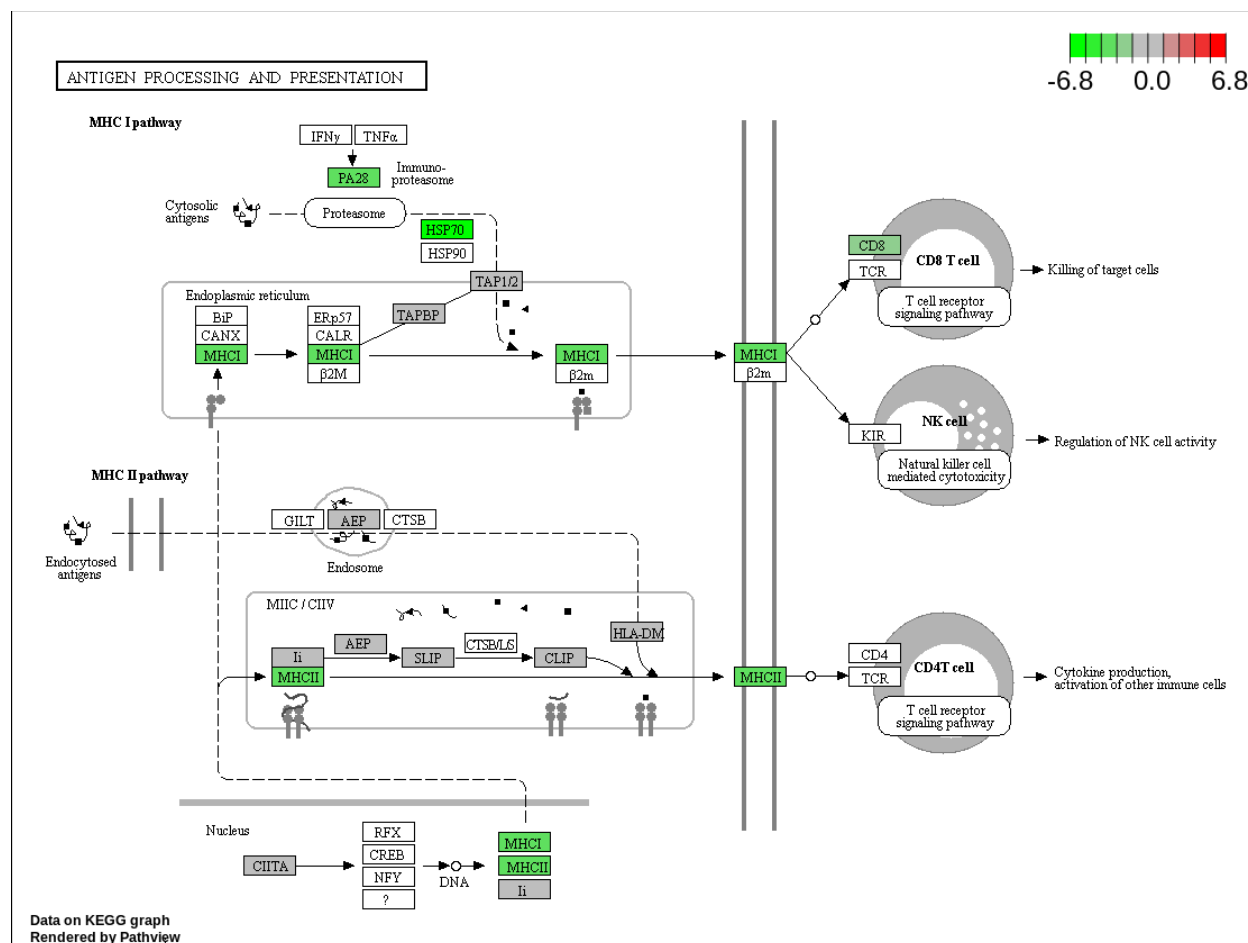

**Supplementary Figure 13. Antigen processing and presentation alterations in etanercept-treated versus control NOD prostate.** KEGG enrichment analysis highlighted downregulation of a set of genes within the antigen processing and presentation pathway. Downregulated genes are highlighted in green, where a greater intensity of color indicates greater downregulation. Units indicate standardized fold-change.

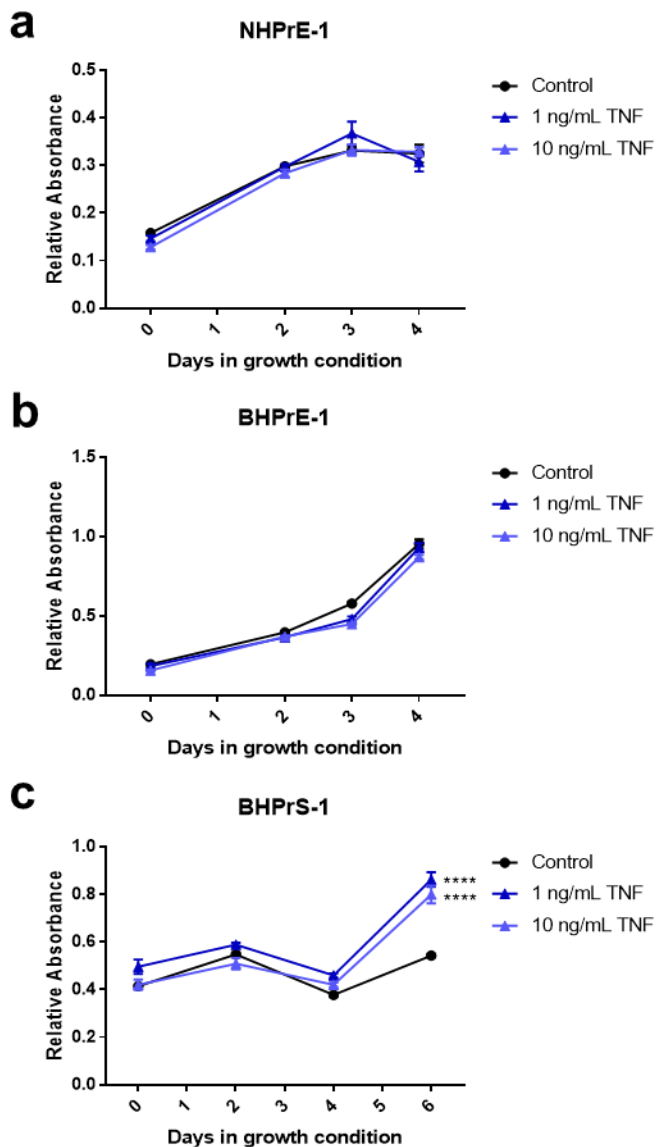

**Supplementary Figure 14. TNF promotes stromal, but not epithelial, cell growth.** Crystal violet growth assays were performed in low serum conditions (0.5%) with indicated treatments. **a)** NHPRe-1, **b)** BHPRe-1, and **c)** BHPPrS-1 were grown in the presence or absence of 1 or 10 ng/mL recombinant TNF (dark and light blue, respectively), followed by fixation for crystal violet growth assay at indicated times. Points indicate the mean  $\pm$  SEM of at least five technical replicates and graphs are representative of n=3 independent experiments. Statistical analysis was performed

using a two-way ANOVA with Tukey's multiple comparisons test, where \*\*\*\* represents  $p < 0.0001$  compared to control (black points). Source data are provided as a Source Data file.

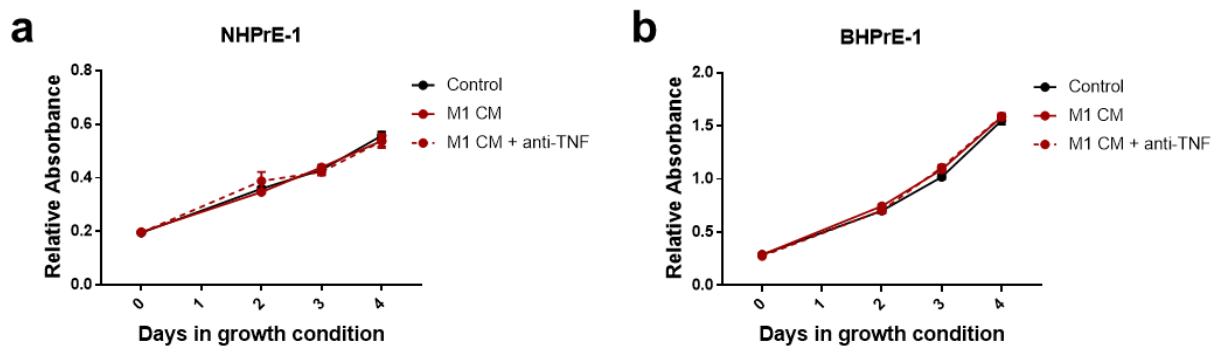

**Supplementary Figure 15. Macrophage conditioned medium with or without TNF neutralization does not affect epithelial cell proliferation.** Crystal violet growth assays were performed in low serum conditions (0.5%) for epithelial cell lines. **a)** NHPRE-1 and **b)** BHPRE-1 cells were grown in the presence of 50% M1 macrophage conditioned medium (red lines; generated from THP-1 cells) +/- 40  $\mu\text{g/mL}$  TNF neutralizing antibody. The condition with anti-TNF neutralizing antibody is indicated with dashed lines. Points indicate the mean  $\pm$  SEM of six replicate wells, and graphs are representative of three independent experiments. Source data are provided as a Source Data file.

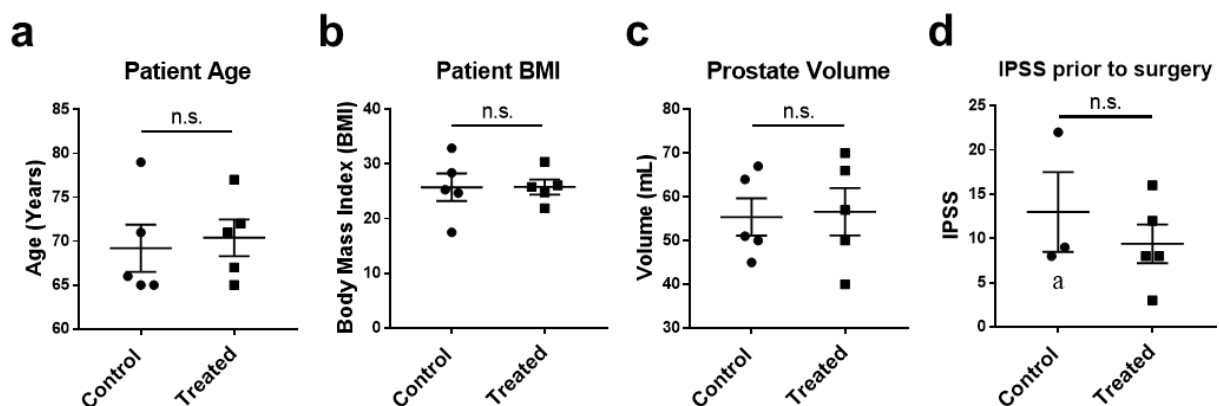

**Supplementary Figure 16. Characteristics of TNF-antagonist treated or control patients. a)** Patient age, **b)** patient BMI, **c)** prostate volume, and **d)** IPSS are shown for control patients (n=5 independent patients) and patients who were treated with TNF-antagonists (n=5 independent patients), from which the relevant IHC data was generated. Statistical analysis was completed using a two-tailed t-test and error bars indicate the mean  $\pm$  SEM for all graphs. Source data are provided as a Source Data file. n.s. = not significant. <sup>a</sup>two patients within the control group did not complete the IPSS questionnaire, thus have no values to report.

**Supplementary Table 1. Diagnosis codes used for EDW study.**

| Diagnosis                    | ICD9 Codes                                                                                                                                                              | ICD10 Codes         |
|------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------|
| Benign prostatic hyperplasia | 600.x                                                                                                                                                                   | N40.x               |
| Prostate cancer              | 185                                                                                                                                                                     | C61                 |
| Rheumatoid Arthritis         | 714.x                                                                                                                                                                   | M05.x; M06.x; M08.0 |
| Psoriasis                    | 696.x                                                                                                                                                                   | L40.x; M07.3; M09.0 |
| Crohn's Disease              | 555.x                                                                                                                                                                   | K50.x; M07.4; M09.1 |
| Ulcerative Colitis           | 556.x                                                                                                                                                                   | K51.x; M07.5; M09.2 |
| Multiple Sclerosis           | 340                                                                                                                                                                     | G35                 |
| Vasculitis                   | 446.x                                                                                                                                                                   | L95.x; M30.x; M31.x |
| Lupus                        | 710; 695.4                                                                                                                                                              | M32.x; L93.x        |
| Myasthenia Gravis            | 358                                                                                                                                                                     | G70.x               |
| Ankylosing Spondylitis       | 720                                                                                                                                                                     | M45.x; M08.1        |
| Celiac Disease               | 579                                                                                                                                                                     | K90.0               |
| Type 1 Diabetes Mellitus     | 250.01                                                                                                                                                                  | E10.x               |
| Graves                       | 242                                                                                                                                                                     | E05.0               |
| Hashimoto's Thyroiditis      | 245.2                                                                                                                                                                   | E06.3               |
| Other Autoimmune Diseases    | 279.4; 279.41; 279.49;<br>446.21; 704.01; 289.81;<br>283.0; 571.42; 356.0; 356.8;<br>258.1; 136.1; 710.3; 287.31;<br>357.0; 281.0; 710.4; 571.6;<br>710.2; 341.2; 446.4 | -                   |

**Supplementary Table 2. Procedure codes used for EDW study.**

| <b>Procedure Category</b>                                                 | <b>CPT Codes</b>                                      |
|---------------------------------------------------------------------------|-------------------------------------------------------|
| Transurethral resection<br>(e.g., transurethral<br>resection of prostate) | 52601; 52630; 52450;<br>52500; 52510; 52612;<br>52614 |
| Laser (e.g., greenlight<br>photovaporization of<br>prostate)              | 52647; 52648; 52649                                   |
| Simple prostatectomy                                                      | 55801; 55831; 55821                                   |
| Prostatic urethral lift                                                   | 52441; 52442                                          |

**Supplementary Table 3. Medications used for EDW study.**

| Medication Category                | Medication Name |
|------------------------------------|-----------------|
| Anti-TNF antibody                  | Infliximab      |
|                                    | Etanercept      |
|                                    | Adalimumab      |
|                                    | Golimumab       |
|                                    | Certolizumab    |
| Selective costimulation modifier   | Abatacept       |
| Anti-IL-12 and Anti-IL-23 antibody | Ustekinumab     |
| Antimetabolite                     | Methotrexate    |
| Alpha-blocker                      | Doxazosin       |
|                                    | Terazosin       |
|                                    | Alfuzosin       |
|                                    | Tamsulosin      |
|                                    | Silodosin       |
| 5-alpha-reductase inhibitor        | Finasteride     |
|                                    | Dutasteride     |
| Beta-3-agonist                     | Mirabegron      |

**Supplementary Table 4. Breakdown of patient age at the time of EDW data collection.**

| <b>Patient Age (at data collection):</b> | <b>Frequency</b> | <b>Percent</b> |
|------------------------------------------|------------------|----------------|
| 40-49                                    | 26577            | 23.70          |
| 50-59                                    | 30260            | 26.98          |
| 60-69                                    | 26226            | 23.38          |
| 70-79                                    | 16064            | 14.32          |
| 80-89                                    | 9682             | 8.63           |
| 90+                                      | 3343             | 2.98           |

**Supplementary Table 5. Breakdown of patient race in EDW.**

**Supplementary Table 6. Breakdown of patient ethnicity in EDW.**

**Supplementary Table 7. Proportion of men with BPH by autoimmune disease status.** Two-sided chi-square tests were utilized to compare the proportion of BPH diagnoses in men with an autoimmune (AI) condition versus men with no AI condition. One compares men with any diagnosis of an AI condition to men without, while the second comparison includes only men diagnosed with an AI condition prior to their clinical BPH diagnosis, as a subset of patients who may have been treated for their AI condition (9,274 AI patients were diagnosed with AI disease prior to a BPH diagnosis out of 10,769 total patients with AI disease). Subcategories of the AI disease population are provided. The bolded p-values indicate a significant difference in BPH prevalence compared to the “no autoimmune disease” group. <sup>a</sup>indicates a significantly higher BPH prevalence than the 20.3% reference, although the incidence rate in this subpopulation of RA patients is decreased from 38.0% prevalence in all RA patients. <sup>b</sup>significant p-values are bolded.

| Diagnosis of Men                            | Patients (%)             | BPH Prevalence (N) | P-Value          |
|---------------------------------------------|--------------------------|--------------------|------------------|
| No Autoimmune Disease                       | 101,383 (90.4%)          | 20.3% (20,586)     | Reference        |
| Autoimmune Disease (all)                    | 10,769 (9.6%)            | 30.6% (3,294)      | <b>&lt;0.001</b> |
| • Psoriasis                                 | 3,215 (2.9)              | 24.9%              | <b>&lt;0.001</b> |
| • Rheumatoid Arthritis                      | 1,700 (1.5)              | 38.0%              | <b>&lt;0.001</b> |
| • Ulcerative Colitis                        | 1,104 (1.0)              | 30.2%              | <b>&lt;0.001</b> |
| • Type 1 Diabetes                           | 1,043 (0.9)              | 32.0%              | <b>&lt;0.001</b> |
| • Crohn’s Disease                           | 971 (0.9)                | 27.4%              | <b>&lt;0.001</b> |
| • Multiple Sclerosis                        | 375 (0.3)                | 21.6%              | 0.884            |
| • Celiac Disease                            | 373 (0.3)                | 24.4%              | 0.142            |
| • Hashimoto's Thyroiditis                   | 372 (0.3)                | 22.9%              | 0.463            |
| • Ankylosing Spondylitis                    | 287 (0.3)                | 25.4%              | 0.086            |
| • Lupus                                     | 137 (0.1)                | 30.7%              | <b>0.007</b>     |
| • Vasculitis                                | 47                       |                    |                  |
| • Myasthenia Gravis                         | 32                       |                    |                  |
| • Graves’ Disease                           | 3                        |                    |                  |
| • Other                                     | 2,613 (2.3)              |                    |                  |
| Autoimmune Disease (prior to BPH diagnosis) | 9,274<br>of total 10,769 | 19.4% (1,799)      | <b>0.037</b>     |
| • Psoriasis                                 |                          | 16.3%              | <b>&lt;0.001</b> |
| • Rheumatoid Arthritis                      |                          | 23.2% <sup>a</sup> | <b>0.007</b>     |
| • Ulcerative Colitis                        |                          | 20.7%              | 0.773            |
| • Type 1 Diabetes                           |                          | 19.4%              | 0.521            |
| • Crohn’s Disease                           |                          | 19.4%              | 0.521            |
| • Multiple Sclerosis                        |                          | 15.8%              | <b>0.035</b>     |
| • Celiac Disease                            |                          | 13.5%              | <b>0.002</b>     |
| • Hashimoto's Thyroiditis                   |                          | 11.4%              | <b>&lt;0.001</b> |
| • Ankylosing Spondylitis                    |                          | 18.0%              | 0.357            |
| • Lupus                                     |                          | 16.7%              | 0.334            |

**Supplementary Table 8. Medication use in men treated for an autoimmune condition prior to BPH diagnosis (n=1,024).**

**Supplementary Table 9. BPH diagnosis rate in autoimmune disease patients based on medication use.** Two-sided chi-square or Fisher exact tests were used to compare the rate of BPH diagnoses in men with an AI condition who were treated or not with medication. The p-values in column <sup>a</sup> are compared to the reference BPH rate of patients without a diagnosed AI disease, and the p-values in column <sup>b</sup> are compared to the BPH rate of patients not treated for each AI disease. <sup>c</sup>significant p-values are bolded.

| AI Diseases/Drug                                | Total N | BPH Rate (%) | P-value <sup>a</sup> | P-value <sup>b</sup> |
|-------------------------------------------------|---------|--------------|----------------------|----------------------|
| Patients without AI disease                     | 101,383 | 20.3         | Reference            |                      |
| Patients with AI disease prior to BPH diagnosis | 9274    | 19.4         | <b>0.037</b>         |                      |
| All AI Disease Patients treated with medication | 1024    | 21.1         | 0.347                |                      |
| •Methotrexate only                              | 319     | 31.0         | <b>&lt;0.0001</b>    | <b>&lt;0.0001</b>    |
| •TNF-antagonists only                           | 485     | 15.3         | <b>0.006</b>         | <b>0.0314</b>        |
| AI patients without medication                  | 8250    | 19.2         | <b>0.017</b>         | Reference            |
| Psoriasis                                       |         |              |                      |                      |
| •Methotrexate only                              | 113     | 25.7         | 0.157                | <b>0.0282</b>        |
| •TNF-antagonists only                           | 235     | 14.5         | <b>0.026</b>         | 0.4795               |
| •No medication                                  | 404     | 16.6         | 0.064                | Reference            |
| Rheumatoid Arthritis                            |         |              |                      |                      |
| •Methotrexate only                              | 199     | 36.2         | <b>&lt;0.0001</b>    | <b>0.0044</b>        |
| •TNF only                                       | 89      | 28.1         | 0.068                | 0.419                |
| •No medication                                  | 240     | 23.9         | 0.184                | Reference            |
| Ulcerative Colitis                              |         |              |                      |                      |
| •Methotrexate only                              | 7       | 42.9         | 0.138                | 0.3942               |
| •TNF-antagonists only                           | 89      | 19.1         | 0.779                | 0.6009               |
| •No medication                                  | 193     | 21.9         | 0.614                | Reference            |
| Type I Diabetes                                 |         |              |                      |                      |
| •Methotrexate only                              | 6       | 66.7         | <b>0.021</b>         | <b>0.0285</b>        |
| •TNF-antagonists only                           | 5       | 20.0         | 1.000                | 0.9748               |
| •No medication                                  | 181     | 20.5         | 0.964                | Reference            |
| Crohn's Disease                                 |         |              |                      |                      |
| •Methotrexate only                              | 12      | 8.3          | 0.303                | 0.4608               |
| •TNF-antagonists only                           | 135     | 17.0         | 0.346                | 0.3078               |
| •No medication                                  | 156     | 21.5         | 0.643                | Reference            |
| Multiple Sclerosis                              |         |              |                      |                      |
| •Methotrexate only                              | 3       | 66.7         | 0.201                | 0.1003               |
| •TNF-antagonists only                           | 0       | -            | -                    | -                    |
| •No medication                                  | 55      | 15.8         | 0.199                | Reference            |
| Celiac Disease                                  |         |              |                      |                      |
| •Methotrexate only                              | 1       | 100.0        | 0.460                | 0.375                |
| •TNF-antagonists only                           | 4       | 50.0         | 0.393                | 0.2899               |
| •No medication                                  | 46      | 14.2         | 0.392                | Reference            |
| Hashimoto's Thyroiditis                         |         |              |                      |                      |
| •Methotrexate only                              | 4       | 0.0          | 0.699                | 0.9383               |
| •TNF-antagonists only                           | 0       | -            | -                    | -                    |
| •No medication                                  | 40      | 12.4         | 0.220                | Reference            |
| Ankylosing Spondylitis                          |         |              |                      |                      |
| •Methotrexate only                              | 7       | 28.6         | 0.938                | 0.8875               |
| •TNF-antagonists only                           | 59      | 18.6         | 0.752                | 0.9058               |
| •No medication                                  | 34      | 18.2         | 0.700                | Reference            |
| Lupus                                           |         |              |                      |                      |
| •Methotrexate only                              | 8       | 37.5         | 0.441                | 0.5604               |
| •TNF-antagonists only                           | 5       | 40.0         | 0.590                | 0.6588               |
| •No medication                                  | 17      | 16.5         | 0.975                | Reference            |

**Supplementary Table 10. Risk of ulcerative colitis diagnosis after medication use in patients with other AI diseases (n=9,274).** Two-sided Fisher's exact test was used to evaluate the rate of ulcerative colitis diagnosis after the indicated treatments, followed by post-hoc analysis using Bonferroni correction for multiple testing ( $p < 0.0001$ ). Percent of patients in parentheses indicates the percent of patients with the indicated drug treatment in each row. <sup>a</sup>significant p-values are bolded.

| Treatment                             | Patients with AI disease other than ulcerative colitis<br>N (%) | Patients with ulcerative colitis diagnosis prior to or at time of prescribing medication<br>N (%) | Ulcerative colitis diagnosis after taking medication<br>N (%) | P-value           | Post-hoc test                     | P-value           |
|---------------------------------------|-----------------------------------------------------------------|---------------------------------------------------------------------------------------------------|---------------------------------------------------------------|-------------------|-----------------------------------|-------------------|
| Methotrexate only                     | 312 (97.8)                                                      | 0 (0)                                                                                             | 7 (2.2)                                                       | <b>&lt;0.0001</b> | TNF-antag. only vs. Methotrexate  | <b>&lt;0.0001</b> |
| TNF-antagonists only                  | 396 (81.7)                                                      | 67 (13.8)                                                                                         | 22 (4.54)                                                     |                   | Reference                         |                   |
| Both Methotrexate and TNF-antagonists | 201 (95.3)                                                      | 5 (2.4)                                                                                           | 5 (2.4)                                                       |                   | TNF-antag. vs. Both               | <b>&lt;0.0001</b> |
| Others (T cell /Interleukin)          | 9 (100)                                                         | 0 (0)                                                                                             | 0 (0)                                                         |                   | N/A                               |                   |
| No medication                         | 7368 (89.3)                                                     | 0 (0)                                                                                             | 882 (10.7)                                                    |                   | TNF-antag. only vs. No medication | <b>&lt;0.0001</b> |

**Supplementary Table 11. Risk of Crohn's disease diagnosis after medication use in patients with other AI diseases (n=9,274).** Two-sided Fisher's exact test was used to evaluate the rate of Crohn's disease diagnosis after the indicated treatments, followed by post-hoc analysis using Bonferroni correction for multiple testing. Percent of patients in parentheses indicates the percent of patients with the indicated drug treatment in each row. <sup>a</sup>significant p-values are bolded.

| Treatment                             | Patients with AI disease other than Crohn's<br>N (%) | Patients with Crohn's diagnosis prior to or at time of prescribing medication<br>N (%) | Crohn's diagnosis after taking medication<br>N (%) | P-value           | Post-hoc test                     | P-value           |
|---------------------------------------|------------------------------------------------------|----------------------------------------------------------------------------------------|----------------------------------------------------|-------------------|-----------------------------------|-------------------|
| Methotrexate only                     | 318 (99.7)                                           | 0 (0)                                                                                  | 1 (0.3)                                            | <b>&lt;0.0001</b> | TNF-antag.<br>vs.<br>Methotrexate | 0.6504            |
| TNF-antagonists only                  | 481 (99.2)                                           | 3 (0.6)                                                                                | 1 (0.2)                                            |                   | Reference                         |                   |
| Both Methotrexate and TNF-antagonists | 208 (98.6)                                           | 0 (0)                                                                                  | 3 (1.4)                                            |                   | TNF-antag.<br>vs. Both            | 0.3284            |
| Others (T cell /Interleukin)          | 9 (100)                                              | 0 (0)                                                                                  | 0 (0)                                              |                   | N/A                               |                   |
| No medication                         | 7925 (96.1)                                          | 0 (0)                                                                                  | 325 (3.9)                                          |                   | TNF-antag.<br>vs. No medication   | <b>&lt;0.0001</b> |

**Supplementary Table 12. Most significantly altered pathways in CD45<sup>+</sup> cells from large versus small human BPH tissues.** Ingenuity Pathway Analysis (Qiagen) was conducted using the differentially expressed genes between large versus small CD45<sup>+</sup> scRNA-seq samples. A one-tailed Fisher's exact test was used to determine pathway enrichment, and the Benjamini-Hochberg procedure was used to control for multiple hypothesis testing. <sup>a</sup>gray highlighted rows indicate pathways related to AI diseases.

| <b>Ingenuity Canonical Pathways</b>                                            | <b>-Log(p-value)</b> | <b>Ratio</b> |
|--------------------------------------------------------------------------------|----------------------|--------------|
| Communication between Innate and Adaptive Immune Cells                         | 11.5                 | 0.177        |
| Hematopoiesis from Pluripotent Stem Cells                                      | 10                   | 0.245        |
| EIF2 Signaling                                                                 | 7.94                 | 0.0893       |
| NRF2-mediated Oxidative Stress Response                                        | 7.64                 | 0.0952       |
| Systemic Lupus Erythematosus In B Cell Signaling Pathway                       | 7.13                 | 0.0764       |
| Atherosclerosis Signaling                                                      | 6.91                 | 0.111        |
| B Cell Receptor Signaling                                                      | 6.29                 | 0.0865       |
| Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis | 6.21                 | 0.0673       |
| IL-10 Signaling                                                                | 6.17                 | 0.145        |
| IL-6 Signaling                                                                 | 6.12                 | 0.104        |
| Dendritic Cell Maturation                                                      | 5.64                 | 0.082        |
| Primary Immunodeficiency Signaling                                             | 5.38                 | 0.16         |
| Systemic Lupus Erythematosus Signaling                                         | 5.08                 | 0.0699       |
| Granulocyte Adhesion and Diapedesis                                            | 5.04                 | 0.0778       |
| Cholecystokinin/Gastrin-mediated Signaling                                     | 4.78                 | 0.0924       |
| Graft-versus-Host Disease Signaling                                            | 4.5                  | 0.146        |
| Autoimmune Thyroid Disease Signaling                                           | 4.44                 | 0.143        |
| Allograft Rejection Signaling                                                  | 4.44                 | 0.105        |

**Supplementary Table 13. Antibodies used for all studies.** Table indicates the antibody target, clone (if monoclonal), manufacturer product number, and dilution used for all antibodies used for all studies in prostate tissues.

| Application    | Tissue Sample | Antibody Target         | Clone      | Species | Isotype | Company        | Ref. #   | Antibody Dilution |
|----------------|---------------|-------------------------|------------|---------|---------|----------------|----------|-------------------|
| IHC            | Human         | phospho-NFkB p65 (S276) | polyclonal | Rabbit  | IgG     | Abcam          | ab194726 | 1:100             |
| IHC            | Human         | Ki67                    | polyclonal | Rabbit  | IgG     | Abcam          | ab15580  | 1:50              |
| IHC            | Human         | CD68                    | EPR20545   | Rabbit  | IgG     | Abcam          | ab213363 | 1:100             |
| IHC            | NOD           | F4/80                   | polyclonal | Rabbit  | IgG     | Abcam          | ab100790 | 1:100             |
| IHC            | NOD           | Ki67                    | polyclonal | Rabbit  | IgG     | Abcam          | ab15580  | 1:75              |
| IHC            | NOD           | phospho-NFkB p65 (S276) | polyclonal | Rabbit  | IgG     | Abcam          | ab194726 | 1:100             |
| IHC            | PB-PRL        | F4/80                   | polyclonal | Rabbit  | IgG     | Abcam          | ab100790 | 1:100             |
| IHC            | PB-PRL        | Ki67                    | polyclonal | Rabbit  | IgG     | Abcam          | ab15580  | 1:200             |
| IHC            | PB-PRL        | phospho-NFkB p65 (S276) | polyclonal | Rabbit  | IgG     | Abcam          | ab194726 | 1:100             |
| FACS           | Human         | CD45-PE                 | HI30       | Mouse   | IgG1,k  | Biolegend      | 304058   | 1:20              |
| FACS           | Human         | EpCAM-APC               | 9C4        | Mouse   | IgG2b,k | Biolegend      | 324208   | 1:20              |
| FACS           | Human         | CD200-PE/Cy7            | OX-104     | Mouse   | IgG1,k  | Biolegend      | 329212   | 1:20              |
| Flow           | Human         | CD45-FITC               | HI30       | Mouse   | IgG1,k  | Biolegend      | 304006   | 1:20              |
| Flow           | Human         | CD11b-PE/Cy7            | ICRF44     | Mouse   | IgG1,k  | Biolegend      | 301322   | 1:20              |
| Flow           | Human         | CD19-APC/Cy7            | HIB19      | Mouse   | IgG1,k  | Biolegend      | 302218   | 1:20              |
| Flow           | Human         | CD3-APC                 | UCHT1      | Mouse   | IgG1,k  | Biolegend      | 300412   | 1:20              |
| Flow           | Human         | CD4-PE                  | RPA-T4     | Mouse   | IgG1,k  | Biolegend      | 300508   | 1:20              |
| Flow           | Human         | CD8-BV510               | RPA-T8     | Mouse   | IgG1,k  | Biolegend      | 301048   | 1:20              |
| CITE-seq       | Human         | CD3                     | UCHT1      | Mouse   | IgG1,k  | Biolegend      | 300477   | 1:50              |
| CITE-seq       | Human         | CD4                     | RPA-T4     | Mouse   | IgG1,k  | Biolegend      | 300565   | 1:50              |
| CITE-seq       | Human         | CD8                     | RPA-T8     | Mouse   | IgG1,k  | Biolegend      | 301069   | 1:50              |
| CITE-seq       | Human         | CD11b                   | ICRF44     | Mouse   | IgG1,k  | Biolegend      | 301357   | 1:50              |
| CITE-seq       | Human         | CD19                    | HIB19      | Mouse   | IgG1,k  | Biolegend      | 302263   | 1:50              |
| ELISA          | Human         | Anti-etanercept         | ETA63C8    | Mouse   | IgG1,k  | Millipore      | MABF1973 | 0-500 ng/mL       |
| ELISA          | Human         | Anti-mouse IgG          | polyclonal | Horse   | IgG     | Cell Signaling | 7076     | 1:10,000          |
| Neutralization | Human         | TNF                     | polyclonal | Rabbit  | IgG     | Fisher         | P300A    | 40 µg/mL          |

**Supplementary Table 14. Sequencing metrics for scRNA-seq of BPH associated CD45<sup>+</sup> leukocytes.** Table includes the run metrics from each scRNA-seq sample, including 10 small and 4 large samples. The metrics indicate high quality data and that the average number of cells captured approached the intended number of 5000 cells. The final row indicates the average indicated metric for all samples.

| Sample     | Number of Reads | % Q30 Bases in Read | % Reads Mapped | Estimated Number of Cells | Mean Reads per cell | Median Genes per cell |
|------------|-----------------|---------------------|----------------|---------------------------|---------------------|-----------------------|
| 003_small  | 437,303,375     | 91.3                | 96.2           | 6,388                     | 68,457              | 1692                  |
| 004_small  | 266,767,655     | 91.7                | 96.7           | 4,163                     | 64,080              | 1599                  |
| 006_small  | 258,138,447     | 91.5                | 96.9           | 6,427                     | 40,164              | 1628                  |
| 007_small  | 765,500,750     | 90.8                | 96.0           | 4,427                     | 172,916             | 1958                  |
| 008_small  | 552,744,091     | 93.0                | 98.1           | 5,053                     | 109,389             | 1652                  |
| 009_small  | 361,879,675     | 93.3                | 96.7           | 3,659                     | 98,901              | 1740                  |
| 010_small  | 245,628,503     | 91.6                | 96.3           | 3,750                     | 65,500              | 1576                  |
| 012_large  | 297,618,482     | 90.2                | 96.7           | 5,826                     | 51,084              | 1526                  |
| 013_small  | 393,520,430     | 92.6                | 96.7           | 5,230                     | 75,242              | 1476                  |
| 1144_small | 394,479,925     | 90.0                | 97.0           | 6,010                     | 65,637              | 1662                  |
| 1157_large | 303,893,852     | 90.4                | 96.8           | 6,816                     | 44,585              | 1525                  |
| 1195_large | 455,027,712     | 92.4                | 96.6           | 5,377                     | 84,624              | 1591                  |
| 1196_small | 224,350,221     | 92.7                | 96.8           | 4,554                     | 49,264              | 1489                  |
| 766_large  | 368,324,247     | 90.8                | 95.6           | 4,076                     | 90,364              | 1335                  |
| AVERAGE:   | 380,369,812     | 91.6                | 96.7           | 5,125                     | 77,158              | 1,604                 |

**Supplementary Table 15. Sequencing metrics for scRNA-seq of BPH associated cells.** Table includes the run metrics from five scRNA-seq samples, each derived from a prostate transition zone tissue after simple prostatectomy. The metrics indicate high quality data and that the average number of cells captured exceeded the intended number of 10,000 cells. The final row indicates the average indicated metric for all samples.

| <b>Sample</b> | <b>Number of Reads</b> | <b>% Q30 Bases in Read</b> | <b>% Reads Mapped</b> | <b>Estimated Number of Cells</b> | <b>Mean Reads per cell</b> | <b>Median Genes per cell</b> |
|---------------|------------------------|----------------------------|-----------------------|----------------------------------|----------------------------|------------------------------|
| 1562_all      | 548,579,606            | 91.4                       | 95.6                  | 22,486                           | 24,396                     | 1,084                        |
| 1579_all      | 712,308,756            | 92.0                       | 96.5                  | 13,132                           | 54,242                     | 2,518                        |
| 1595_all      | 710,365,797            | 91.5                       | 96.8                  | 11,687                           | 60,783                     | 2,326                        |
| 1628_all      | 654,692,830            | 90.9                       | 94.7                  | 10,090                           | 64,885                     | 1,650                        |
| 1652_all      | 832,511,485            | 91.5                       | 96.4                  | 10,507                           | 79,234                     | 2,299                        |
| AVERAGE:      | 691,691,695            | 91.5                       | 96                    | 13,580                           | 56,708                     | 1,975                        |

# Supplementary material for: TNF is a potential therapeutic target to suppress prostatic inflammation and hyperplasia in autoimmune disease
**Source:** Nat Commun. 2022 Apr 19;13:2133. doi: 10.1038/s41467-022-29719-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1.**

Combinations of AI diseases in patients with an AI disease diagnosis prior to BPH diagnosis (n=9,274).  
The number of patients with each combination of AI diseases are listed.

# Supplementary material for: TNF is a potential therapeutic target to suppress prostatic inflammation and hyperplasia in autoimmune disease
**Source:** Nat Commun. 2022 Apr 19;13:2133. doi: 10.1038/s41467-022-29719-1
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

visualization of altered pathways.

Flow Cytometry: BD FACS Diva v6.1.3 and FlowLogic v7 (Miltenyi) were used for flow cytometry analysis.

All other studies: Data were analyzed using Prism software version 7.05 or version 8 (GraphPad) and SAS 9.4 version (Cary, NC).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The scRNA-seq data is available in GEO under accession numbers GSE164695 (leukocytes) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164695>] and GSE183676 (all cells) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183676>]. The bulk RNA-seq of NOD prostate tissues is available in GEO under accession number GSE183414 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183414>]. The raw EDW data is not available due to IRB-restrictions. Source data are provided with this paper. Any further information about tissue resources and reagents associated with these studies should be directed to, and will be fulfilled by, the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For the EDW study, sample size was determined with adequate power and a retrospective evaluation of all patients between 01/01/2010 and 12/31/2012 in our health system were included. The 14 male tissues evaluated by scRNA-seq were collected over approximately 8 months time; analysis of additional tissues is ongoing in our laboratory. For animal studies, initial power calculations indicated a need for six mice per group. At the  $p < 0.05$  level this group size provides 80% power to detect a difference in means of 1.80 standardized units. To account for the high mortality and variable phenotypes produced in NOD mice we increased the initial group size to ensure sufficient samples for analysis by the time the animals were euthanized. Post hoc analysis of individual experiments was performed to determine statistical significance of data as described for individual outcomes. The human prostate tissues from patients treated with TNF $\alpha$ -antagonists is limited by the number of patients in our biorepository (started in 2015). scRNA-seq samples were limited by the number of large prostate tissues (more than 90 grams). 

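The power of 4 mice per group was examined on simulated counts for 15472 genes, drawn from the means, the library sizes and the spread of the 8 prostates, with 200 genes changed. At a log2 fold change of 2, edgeR's quasi-likelihood test called 86 genes at a Benjamini-Hochberg adjusted p of at most 0.05, among them 42% of the changed genes. DESeq2's Wald test called 170 genes, of which 124, or 62% of the changed genes, were changed genes. At a log2 fold change of 1, edgeR called 1 gene, which was not one of the changed genes, and DESeq2 called 85 genes, of which 49 were changed genes. In both settings DESeq2 thus called unchanged genes at a higher rate than an adjusted p of 0.05 stands for. The estimated direction was right for between 95.5% and 100% of the changed genes.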

The sample size for bulk RNA-seq was limited by the number of samples stored frozen for downstream analysis ( $n=4$  per group), but this sample size was adequate to identify significantly altered pathways between groups. For in vitro studies utilizing primary cell cultures, evaluation was limited based on the number of primary cultures isolated from simple prostatectomy tissues.

Data exclusions

EDW study: Patients under 40 years of age or with a diagnosis of prostate cancer were excluded from the study.  
scRNA-seq studies: Patients with a diagnosis of prostatitis, in-dwelling catheter at the time of surgery, or cancer of Gleason score  $>7$  were excluded from evaluation.  
Animal studies: One animal in the Pb-PRL control group was eliminated from statistical analysis after 12 weeks treatment due to rapid prostate swelling, determined on necropsy to likely have arisen from a hemorrhage. However, this data point is still presented per reviewer request.  
Human prostate tissues: Biorepository specimens that had very little tissue for analysis were excluded.

Replication

In experiments where data is displayed with technical replicates, such as in vitro studies, reproducibility was verified by conducting at least three independent experiments. Results are representative of the independent experiments.

Randomization

For the EDW study, men were assigned to groups based on disease diagnosis or treatment with specific therapeutic classes. For scRNA-seq studies, patients were sorted into categories based on pre-operative prostate size. For animal studies, mice were randomly assigned to groups using block stratification. Human tissues utilized for pathological evaluation of the prostate were assigned to groups based on a patient's therapeutic use of TNF-antagonists (or lack thereof). In all relevant studies, patient groups were either age- and BMI-matched or these covariates were controlled for via statistical methods. For example, part of the EDW study controlled for age, race, ethnicity, and BMI covariates.

Blinding

Data collection for the EDW study was an unbiased acquisition of medical record data limited to male patients over age 40 between dates 1/1/2010 - 12/31/2012, but blinding was not possible due to the need to assign groups for subsequent analysis. scRNA-seq and bulk RNA-seq studies require that a group identity is assigned for downstream analysis, but bioinformatic processing and analysis is identical regardless of group designation. Unsupervised clustering was performed in scRNA-seq analysis so group identity did not bias cell clustering. Pathological evaluation of human and mouse tissues was blinded. In vitro studies were not blinded due to the need for direct treatment of cells for growth assays, but all samples contained in individual graphs were processed identically.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

## Antibodies

### Antibodies used

#### scRNA-seq FACS:

Zombie Violet, Biolegend 423114, lot B254627  
 CD45-PE [clone HI30], Biolegend 304058, lot B299749  
 EpCAM-APC [clone 9C4], Biolegend 324208, lot B284158  
 CD200-PE/Cy7 [clone OX-104], Biolegend 329212, lot B226001

#### Flow cytometry analysis:

Zombie Violet, Biolegend 423114, lot B254627  
 CD45-FITC [clone HI30], Biolegend 304006 lot B233140  
 CD11b-PE/Cy7 [clone ICRF44], Biolegend 301322, lot B247020  
 CD19-APC/Cy7 [clone HIB19], Biolegend 302218, lot B279663  
 CD3-APC [clone UCHT1], Biolegend 300412, lot B252651  
 CD4-PE [clone RPA-T4], Biolegend 300508, lot B266072  
 CD8-BV510 [clone RPA-T8], Biolegend 301048, lot B281246

#### IHC:

anti-Ki67, Abcam ab15580, lot GR3293897-2  
 anti-F4/80, Abcam ab100790, lot GR3229582-15  
 anti-phospho NFkB p65, Abcam ab194726, lot GR3371448-1  
 anti-CD68, Abcam ab213363, clone EPR20545, lot GR3266939-2

#### auto-antibody ELISA:

anti-etanercept antibody [clone ETA63C8], EMD Millipore MABF1973, dilution 0-500 ng/mL  
 HRP-conjugated anti-mouse IgG secondary, Cell Signaling 7076, dilution 1:10,000

#### Neutralization:

anti-human tumor necrosis factor, Fisher P300A, dilution 40ug/mL

#### CITE-seq (Total-seq antibodies):

anti-human CD3 [clone UCHT1], Biolegend 300477, dilution 1:50  
 anti-human CD4 [clone RPA-T4], Biolegend 300565, dilution 1:50  
 anti-human CD8 [clone RPA-T8], Biolegend 301069, dilution 1:50  
 anti-human CD11b [clone ICRF44], Biolegend 301357, dilution 1:50  
 anti-human CD19 [clone HIB19], Biolegend 302263, dilution 1:50

### Validation

The antibodies used were commercially-validated.

For all Biolegend antibodies, the manufacturer indicates that "Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometry analysis."

CD45-PE and CD45-FITC: The product data sheet specifies human species reactivity.

EpCAM-APC: the product data sheet specifies human species reactivity.

CD200-PE/Cy7: The product data sheet specifies species reactivity to human, african green, and baboon.

CD11b-PE/Cy7 and anti-CD11b for CITE-seq: the product data sheet specifies human, african green, baboon, chimpanzee, common marmoset, cynomolgus, rhesus, and swine species reactivity.

CD19-APC/Cy7 and anti-CD19 for CITE-seq: the product data sheet specifies human, chimpanzee, and rhesus species reactivity.

CD3-APC and anti-CD3 for CITE-seq: The product data sheet specifies human species reactivity.

CD4-PE and anti-CD4 for CITE-seq: The product data sheet specifies human and chimpanzee species reactivity.

CD8-BV510 and anti-CD8 for CITE-seq: The product data sheet specifies human species reactivity.

anti-Ki67: From the manufacturer's website "Ab15580 is batch tested in ICC/IHC. A variability in IHC-Fr performance can occur with this antibody but we can guarantee consistency in IHC-P. The Life Science industry has been in the grips of a reproducibility crisis for a number of years. Abcam is leading the way in addressing this with our range of recombinant monoclonal antibodies and knockout edited cell lines for gold-standard validation." This product was validated for IHC-paraffin and with knockout cell lines. The product data sheet specifies human and mouse species reactivity.

anti-F4/80: From the datasheet "The Life Science industry has been in the grips of a reproducibility crisis for a number of years. Abcam is leading the way in addressing this with our range of recombinant monoclonal antibodies and knockout edited cell lines for gold-standard validation." This product was validated for IHC-paraffin. The product data sheet specifies human and mouse species reactivity.

anti-phospho NFkB p65: From the datasheet "The Life Science industry has been in the grips of a reproducibility crisis for a number of years. Abcam is leading the way in addressing this with our range of recombinant monoclonal antibodies and knockout edited cell lines for gold-standard validation." This product was validated for use in IHC-paraffin. The product data sheet specifies human and rat species reactivity.

anti-CD68: The manufacturer indicates in the datasheet that "this product is a recombinant monoclonal antibody, which offers several advantages including high batch-to-batch consistency and reproducibility, improved sensitivity and specificity, long-term security of supply, and animal-free production." This product was validated for IHC-paraffin staining. The product data sheet specifies human species reactivity.

anti-etanercept antibody: This antibody was validated by the manufacturer for ELISA and the data sheet indicates human species reactivity.

HRP-conjugated anti-mouse IgG secondary: The manufacturer's website indicates "This product is thoroughly validated with CST primary antibodies and will work optimally with the CST western immunoblotting protocol, ensuring accurate and reproducible results." The validated applications include ELISA-peptide, along with a variety of other assays. Human species reactivity is among the list of species for this antibody, although the manufacturer indicates that all species are expected to be valid for use of this secondary.

anti-human TNF, P300A antibody from Invitrogen was validated by the manufacturer for ELISA, IHC, western blot, and neutralization. The datasheet indicates reactivity with human samples.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

How the deposited data were processed for this re-analysis (not part of the article)

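Bulk RNA-seq of frozen prostates from 8 NOD mice was processed, 4 from mice that received PBS (control 1, 3, 65 and 69) and 4 from mice that received etanercept at 4 mg/kg (etanercept 17, 19, 50 and 52). The numbers are the animal numbers of the sample labels, and all 8 columns of the table were mapped to a mouse. The mice of the 2 groups share no number. The paper states that mice were assigned to the groups at random with block stratification, and since the sample labels name no block, none was modelled from it.

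The authors had poly(A)-selected libraries made and sequenced by Novogene, mapped the paired reads of 150 nt with STAR and counted reads per gene with featureCounts at its default settings, which do not use strand. They deposited these counts as whole numbers per gene and mouse, without normalization, and tested them with DESeq2 at an adjusted p of at most 0.05. The paper's text does not name the mouse genome build or the annotation used for counting. Genes were named and located with the GENCODE M21 annotation of GRCm38, matched on the Ensembl gene identifier. Of the 54532 identifiers, 37 were not in it, and these held 0.00429% of all counts. Since the counting does not use strand, genes that overlap a gene on the other strand are uncertain, as are genes with near-identical copies such as Hspa1a and Hspa1b, the class I genes of the H2 region and ribosomal protein genes with processed pseudogenes.

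The total count per mouse was between 13760669 and 25178942. Shares of single genes are given with Wilson intervals at a confidence level of 95%, and 3 counts of the total were taken as the smallest detectable share. PCR duplicates cannot be recognised in counts, so intervals and floors cover counting error only.

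The main comparison was etanercept-treated against control mice in edgeR 4.0.16 (R 4.3.3) with TMM factors, the filterByExpr function with its minimum count of 10 and the quasi-likelihood test (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the 15472 genes that passed the filter. A gene was called at an adjusted p of at most 0.05, the threshold of the paper's methods. Mean and SD of expression are of CPM after TMM scaling, and scores are means of log2(CPM + 1). The single values of a gene, a list or a score were compared with exact two-sided permutation tests over all 70 assignments of the 8 mice. With 4 mice against 4 the smallest p of that test is 0.0286, so that after adjustment over 12 gene lists or 19 marker lists no list can pass 0.05 unless many lists separate the groups completely.

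Gene lists were tested with a one-sided Fisher's exact test of the called genes of the stated direction among all tested genes, adjusted over 12 lists. KEGG's lists were not used here. The lists were written by hand from the proteins on the paper's pathway maps and from the protein families of the pathways in Fig. 5b, c, so their members overlap with KEGG's lists without being identical. Reactome pathways with between 10 and 500 tested genes, taken from fgsea 1.28.0, were tested in the same way. The camera test is from limma 3.58.1. Clustering used log2(FPKM + 1), as in the legend of Fig. 5, with exon lengths from the annotation. The legend does not give the distance or the linkage, and Euclidean distance and complete linkage were used. It was to be made on called genes, and since 0 genes were called, all tested genes were used.

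The design, the gene lists, the marker lists, the rule for naming genes and most alternatives were set before the data were examined. These alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, library size alone, TMM without the 50 genes with most counts, no filter beyond 1 count, at least 10 counts in every mouse, a robust fit, removal of the trend with gene length or GC content, the animal number (below 20 or above 49) as a block, protein-coding genes only, stricter thresholds, camera and leaving out each mouse in turn. The trends were taken per mouse with lowess at a span of 0.3 in place of loess, with GC content from the longest transcript. After the data were seen, an unadjusted p of at most 0.05 in edgeR or DESeq2, DESeq2 fits without single mice, permutation tests of list scores and list scores without the length or GC trend were added. The unadjusted thresholds were added because 0 genes passed the adjusted one, and the one in DESeq2 was added after the numbers of genes it gives in the lists had been seen to lie near those in Fig. 5b, c; the paper does not describe it.

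By the rule, the genes named are those the paper shows on the maps of Supplementary Figs 11 to 13 in boxes that stand for a single gene or a small family, the genes of TNF, its receptors, Ki67 and F4/80, the called genes with the largest changes, of which there were 0, and at most 5 genes per list with the smallest p in the direction tested, of which 3 were taken. Genes named outside this rule are marked as named after their values were seen. Marker scores were computed for 19 lists.

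The tests were checked on simulated counts for 15472 genes drawn from the means, dispersions and library sizes of the 8 mice, with 200 genes changed by a log2 fold change of 2 or 1. At 2, edgeR called 84 of the changed genes and 2 others, and DESeq2 124 of the changed genes among 170 calls. A simulated length bias with a correlation of 0.498 fell to 0.00996 after the length correction.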

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

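Svs2 was named, and its tests were chosen, after its values were seen. Of 148 groups of 4 mice, one per gene, list score or marker score and treatment, 9 had a mouse far from the other 3, where 7.4 are expected by chance, so these 9 cannot be told apart from chance. On the log2(CPM + 1) scale, Mylk was 8.33 in control 1 and between 9.27 and 9.44 in the other control mice, Rock2 was 6.98 in control 3 (others 6.47 to 6.55) and Tap1 was 5.57 in control 69 (others 6.48 to 6.66). In the etanercept-treated mice, Psme1 was 7.14 in etanercept 17 (others 6.49 to 6.57), Rock1 was 6.13 in etanercept 17 (others 5.49 to 5.60) and H2-DMa was 4.59 in etanercept 19 (others 5.48 to 5.66). The smooth muscle marker score was 7.23 in control 1 (others 8.24 to 8.43), the mean of the TNFR2 branch list was 4.96 in control 69 (others 5.13 to 5.15) and the mean of the Ribosome list was 9.11 in etanercept 17 (others 8.73 to 8.80). The total counts of these 5 mice, between 14088213 and 25178942, include the highest of the 8, that of control 1, and not the lowest. No biological explanation was tested for these 9 values. Mice of a group share their treatment, age and dose, but the paper pooled diabetic and non-diabetic animals. Diabetic status was not examined here.

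Svs2, a gene of the seminal vesicle marker list that the paper does not discuss, held 6.75% of all counts in etanercept 17 (1197702 counts; 95% Wilson interval 6.74% to 6.76%) and at most 0.217% in a control mouse. The total count of etanercept 17, 17739635, and the 23.2% of its counts on its 10 most abundant genes lay within the range of the other 7 mice. If seminal vesicle tissue were the source, the other markers of the list would also be highest in this mouse, and without Svs2 the score was 6.04 in etanercept 17 against 4.06 in control 69, the next highest. If treatment were the source, the groups would differ, and the seminal vesicle score overlapped between them (exact permutation test, p = 0.457). Seminal vesicle tissue in the dissected sample is therefore a candidate source, and it may differ in amount between the mice of each group.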

How the results depend on the processing

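The unadjusted thresholds and the DESeq2 fits without single mice were chosen after the data were seen. In each of the edgeR alternatives tried at an adjusted p of at most 0.05, 0 genes were called. Their smallest adjusted p of any gene was between 0.274, without control 69, and 0.9995, without control 65, and the number of genes at an unadjusted p of at most 0.05, 1024 in the main test, was highest without control 69, at 1826, and lowest without control 65. A stricter threshold cannot change a count of 0. DESeq2's Wald test called 21 genes, 6 higher and 15 lower with etanercept. Across the edgeR and DESeq2 fits that each left out one mouse, from 0 to 253 genes were called, from 0 to 80 higher and from 0 to 173 lower, and from 0 to 49 Reactome pathways were enriched among the lower genes; the edgeR fits gave 0 throughout and the highest values are those of DESeq2 without control 69. Of the 21 genes, between 5 and 15 were called again in each of the DESeq2 fits. The cause was not tested.

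Without adjustment, at a p of at most 0.05, edgeR gave 1024 genes, 463 higher and 561 lower, and DESeq2 gave 1365, 524 higher and 841 lower. The balance depended on the scaling: with library size only, edgeR gave 285 higher and 837 lower genes, and with the GC content trend removed 274 and 513. No scaling moved the median log2 fold change by more than 0.1. With these thresholds, 121 Reactome pathways were enriched among lower and 13 among higher genes in edgeR, and 103 and 13 in DESeq2.

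The adjusted Fisher p of each list, 1 in the main test, was as follows with genes at an unadjusted p of at most 0.05 in edgeR and in DESeq2: TNF signaling 0.000395 and 0.00120, TNF target genes 2.75e-05 and 1.19e-05, antigen processing and presentation 7.86e-06 and 9.40e-09, autoimmune thyroid disease 0.0110 and 9.28e-06, Ribosome 0.000335 and 5.85e-16, Spliceosome 2.53e-06 and 1.13e-07, Proteasome 0.000335 and 0.00138, Focal adhesion 2.75e-05 and 3.04e-07, actin cytoskeleton 2.75e-05 and 3.04e-07, and vascular smooth muscle contraction 0.00100 and 4.51e-05. The lists of the TNFR1 and TNFR2 branches did not pass with either, at 0.165 and 0.145 in edgeR and 0.309 and 0.253 in DESeq2. Across the fits that each left out one mouse, at the adjusted threshold, the Fisher p was from 0.00424 to 1 for TNF signaling, from 4.47e-05 to 1 for TNF target genes, from 1.63e-16 to 1 for antigen processing and presentation, from 1.27e-10 to 1 for autoimmune thyroid disease, from 2.59e-21 to 1 for Ribosome, from 0.00883 to 1 for Proteasome and from 0.0181 to 1 for vascular smooth muscle contraction. The low ends are those of DESeq2 without control 69.

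The camera test with a preset correlation between genes of 0.01 gave an adjusted p of 0.000840 for TNF target genes, 7.49e-08 for antigen processing and presentation, 4.07e-07 for autoimmune thyroid disease, 1.61e-13 for Ribosome, 4.07e-07 for Spliceosome, 0.000840 for Proteasome, 0.00383 for Focal adhesion and 0.00774 for vascular smooth muscle contraction. It gave 0.187 for TNF signaling, 0.92 for the TNFR1 branch, 0.529 for the TNFR2 branch and 0.187 for the actin cytoskeleton. With the correlation estimated from the data, the smallest was 0.306. The preset value thus changes the result for these 8 lists. In the edgeR alternatives at the adjusted threshold, 0 called genes fix the Fisher p of each list at 1, so these alternatives say nothing about the lists.

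Of 1425 log2 fold changes of 68 named genes under an alternative, 10 changed sign, in 3 genes. The log2 fold change of Tnfrsf1a was −0.067 in the main test and 0.041 with the GC content trend removed, and from −0.19 to 0.0013 with one mouse left out. The log2 fold change of Traf1 was 0.014 in the main test, −0.0087 with upper-quartile factors, −0.084 with library size only and −0.12 with the gene length trend removed, and from −0.16 to 0.22 with one mouse left out. Tnfrsf1b, −0.21 in the main test, was from −0.48 to 0.12. Another 47 values passed the threshold, 46 of them because the adjustment was left out in edgeR. Marker scores were carried through the alternatives for 13 of the 19 lists. The prostate secretory score, 0.30 higher with etanercept in the main test, differed by −0.017 when z-scores were averaged. With one mouse left out, the difference was from −0.10 to 0.83 for the prostate secretory score, from −0.66 to 0.10 for B cells, from −0.10 to 0.070 for neutrophils, from −1.11 to 0.78 for skeletal muscle and from −0.43 to 0.20 for proliferation. The cause was not tested.

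Clustering placed 5 of the 8 mice with their group on all tested genes, and 8 of 8 on the genes called by DESeq2, on those at an unadjusted p of at most 0.05 in DESeq2 and on those at an unadjusted p of at most 0.05 in edgeR. Depth limits the genes with few counts: Tnf, with at most 66 counts in a mouse, did not pass edgeR's expression filter, and for Cxcl5 and Ifnb1, with 0 counts, only shares above the 1.19e-05% to 2.18e-05% that 3 counts make up can be excluded.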

Differences from the paper's values

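The unadjusted thresholds and the DESeq2 fits without single mice named here were chosen after the values were seen. For the number of differentially expressed genes in a pathway, the paper shows about 21 in regulation of actin cytoskeleton, about 20 in focal adhesion and about 13 in vascular smooth muscle contraction (Fig. 5b, read by eye), all higher with etanercept, and about 34 in ribosome, about 18 in antigen processing and presentation, about 25 in spliceosome, about 9 in autoimmune thyroid disease and about 9 in proteasome (Fig. 5c, read by eye), all lower. The main test called 0 genes in each of the 8 lists written here, which overlap with KEGG's lists without being identical to them. It gave 18, 18 and 9 higher genes and 11, 12, 18, 5 and 8 lower genes at an unadjusted p of at most 0.05, in the same order. None of the alternatives set before the data were examined closed the gap for any of the 8 lists; the nearest, DESeq2 at its adjusted threshold, called 1 gene, Plcb4, in the contraction list. At an unadjusted p of at most 0.05 in edgeR, chosen after seeing the values, the counts for the 3 higher lists, antigen processing and presentation, spliceosome and proteasome came within 1.5 times the paper's. In DESeq2 at that unadjusted p, also chosen after seeing the values, all 8 did, with 21, 21 and 11 higher genes and 28, 17, 22, 10 and 8 lower genes. DESeq2 without control 69, chosen after seeing the values, called 16 genes in antigen processing and presentation and 9 in autoimmune thyroid disease.

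For the enrichment of these pathways, the paper's source data give a −log10 of the adjusted p of 3.52162 for regulation of actin cytoskeleton, 3.52162 for focal adhesion, 2.46492 for vascular smooth muscle contraction, 10.8165 for ribosome, 5.38006 for antigen processing and presentation, 5.38006 for spliceosome, 1.94739 for autoimmune thyroid disease and 1.85019 for proteasome, against 0 for each of the 8 lists here, the value that 0 called genes fix in advance. Of the alternatives set before the data were examined, the camera test with a preset correlation of 0.01, a different test from the paper's, came within 1.5 times the paper's value for focal adhesion (2.42), vascular smooth muscle contraction (2.11), ribosome (12.8), antigen processing and presentation (7.12) and spliceosome (6.39) and not for the other 3; the remaining ones closed no gap. With edgeR's genes at an unadjusted p of at most 0.05, chosen after seeing the values, the value was within 1.5 times the paper's for the actin list (4.56), focal adhesion (4.56), vascular smooth muscle contraction (3.00), antigen processing and presentation (5.11), spliceosome (5.60) and autoimmune thyroid disease (1.96). With those of DESeq2 at that p, also chosen after seeing the values, it was so for ribosome (15.2), antigen processing and presentation (8.03) and spliceosome (6.95). DESeq2 without control 69, chosen after seeing the values, came as near for vascular smooth muscle contraction (1.74) and proteasome (2.05). The paper's text gives a p of 0.0003 for focal adhesion, 0.0003 for regulation of the actin cytoskeleton and 0.0007 for autoimmune thyroid disease, against an adjusted Fisher p of 1 here in each, which again follows from the 0 called genes. For focal adhesion and the actin list these are the source-data values on another scale, so the settings named above that came near on the −log10 scale apply. For autoimmune thyroid disease, 0.0007 is not the source-data value of 1.94739 on another scale. The paper's text does not say whether 0.0007 is an adjusted p, so it may not be comparable with the adjusted p here. As p itself, no setting came within 1.5 times the paper's for any of the 3.

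The paper reports these pathways as enriched; here the main Fisher test had 0 called genes to work with and so could not show enrichment of any list. At an adjusted p of at most 0.05, the camera test with a preset correlation of 0.01, an alternative set before the data were examined, passed 7 of the 8 lists, all but the actin list. DESeq2 without control 69, chosen after seeing the values, passed antigen processing and presentation, autoimmune thyroid disease, ribosome, proteasome and vascular smooth muscle contraction, and the 2 unadjusted thresholds, chosen after seeing the values, passed all 8. The paper describes TNF signaling as lowered, below TNFRSF1B in particular; here the mean over the TNFR2 branch list differed by −0.025 and that over the TNFR1 branch list by −0.032. The TNF signaling list passed with DESeq2 without control 69 and with the 2 unadjusted thresholds, and the TNFR2 branch list passed in no setting. The mean over the target gene list differed by −0.33 (exact permutation test, p = 0.0857). That list passed in the same settings as the TNF signaling list and in the camera test with a preset correlation of 0.01. It did not pass in the camera test with the correlation estimated from the data.

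The paper describes the groups as separated by clustering of the differentially expressed genes; on all tested genes 5 of the 8 mice were placed with their group. All 8 were on the 21 genes called by DESeq2, an alternative set before the data were examined, and on the genes of either unadjusted threshold, chosen after seeing the values.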

Other observations

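The tests of gene length, of GC content, of treatment as the source of the adipocyte difference and of the pale boxes were chosen after the results were seen. The 8 mice can be divided into groups of 4 in 35 ways. For edgeR at the adjusted threshold, all 35 splits gave at least the 0 genes of the real one, which had 1024 at an unadjusted p of at most 0.05; a count of 0 cannot be exceeded in this way, so that comparison tests nothing. At the adjusted threshold in DESeq2, 7 of the 35 splits gave as many genes as the 21 of the real one. As many genes at an unadjusted p of at most 0.05 came up in 6 of the 35 in edgeR and 6 of the 35 in DESeq2. In these last 3 comparisons the number of genes cannot be told apart from that of a random division of the mice. The split that exchanged control 69 and etanercept 17 gave 1205 genes at the adjusted threshold in DESeq2, more than any other of the 35, and the split by animal number (1, 3, 17 and 19 against the others) gave 2. Whether the tissue or the labels of control 69 and etanercept 17 lie behind the 1205 genes was not tested.

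With genes at an unadjusted p of at most 0.05 in DESeq2, the Fisher p of a list, in either direction because the direction of another split is arbitrary, was as small in 2 of the 35 splits for TNF signaling, 10 for the TNFR1 branch, 6 for the TNFR2 branch, 2 for TNF target genes, 5 for antigen processing and presentation, 6 for autoimmune thyroid disease, 5 for Ribosome, 1 for Spliceosome, 1 for Proteasome, 2 for Focal adhesion, 1 for the actin cytoskeleton and 3 for vascular smooth muscle contraction, the real split included. Taking in each split the direction with more pathways, as many Reactome pathways as the 103 among lower genes of the real split came up in 1 of the 35 splits, and as many as its 13 among higher genes in 16. For the 13, the weaker direction of the real split is set against the stronger direction of the others, so the 16 is no fair comparison. The weaker direction of other splits also reached the 13. It held 13 pathways, against 55, when control 1, 3 and 65 were grouped with etanercept 17. It held 14, against 38, when control 1 and 65 were grouped with etanercept 17 and 19. The 13 were thus not beyond what other splits gave. The Spliceosome, Proteasome and actin lists and the Reactome pathways among lower genes reached the smallest share 35 splits allow, 1 of the 35. The other 9 lists did not. These shares were not adjusted for the number of lists, and the threshold was chosen after the data were seen. They therefore cannot set these lists apart from chance, or from the lists with 2 of the 35. The Spliceosome and Proteasome scores separated the groups completely, whereas the actin scores overlapped (exact permutation test, p = 0.657). When genes at an unadjusted p of at most 0.05 in DESeq2 were chosen for each of the 34 other splits, 28 of them also parted completely in clustering, so the separation of the real groups on such genes may come from the choice of genes by the group labels; the 21 genes of the adjusted threshold were not tested in this way.

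The Ribosome, Spliceosome and Proteasome scores were lower and the Focal adhesion, actin and contraction scores higher with etanercept, and the libraries of the groups differed in their trends with gene length and GC content. Spearman's rho with GC content was between 0.00026 and 0.22 in control mice and between −0.14 and −0.065 in etanercept-treated mice (exact permutation test, p = 0.0286). If gene length bias between the libraries were the source, most of the 6 differences would shrink by more than 50% once the trend was removed; 1 of the 6 did, that of the actin list, from 0.057 to 0.0018. With the GC content trend removed, for GC content bias between the libraries, 0 of the 6 did: the Ribosome difference became −0.37, Spliceosome −0.25, Proteasome −0.21, Focal adhesion 0.15, the actin list 0.048 and contraction 0.15. After removal of the length trend the Ribosome difference was −0.27 (−0.38 before), Spliceosome −0.20 (−0.19), Proteasome −0.15 (−0.18), Focal adhesion 0.077 (0.15) and contraction 0.092 (0.15). Length may thus account for part of the Focal adhesion, contraction and Ribosome differences. The median exon length of the Spliceosome list, 4050 nt, is near the 4180.5 nt of all tested genes. Its difference could therefore not be expected to shrink, and for that list the length test is weak. The GC correction hardly moved the Ribosome, Focal adhesion and contraction differences, and since the median GC content of these lists, between 50.9% and 51.7%, is near the 49.7% of all tested genes, it could not be expected to; for them the test is weak. It enlarged the differences of Spliceosome and Proteasome. Different mixtures of tissue were not tested as a source in these 6 lists.

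The adipocyte marker score was 3.20 ± 1.26 in control and 0.998 ± 0.589 in etanercept-treated mice (SD, n = 4 each), a difference of −2.20 (exact permutation test, p = 0.0571, and 0.543 after Benjamini-Hochberg adjustment over 19 lists); control 65 lay at 1.49, within the range of the etanercept-treated mice, so treatment with etanercept was not separated from differences between mice. If different amounts of adipose tissue in the dissected prostates were the source, most of the 14 lower genes called by DESeq2 outside the marker list would follow the score within the groups at a Pearson's r of at least 0.8. Of these genes, named after their values were seen, 2 did, Adig (0.899) and Cyp2e1 (0.872), as did 1.16% of all tested genes; Fabp4 (0.763) and Lpl (0.653) came below that r. The 14 genes were not selected as adipocyte genes, so most of them need not follow the score even if adipose tissue were the source, and the test is weak. The lower adipocyte genes may reflect either explanation, and the 2 cannot be told apart here.

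On the map of Supplementary Fig. 11, 10 boxes were read by colour. A pale green was seen in 7 of them, and 0 of these 7 had a colour of the map's bar, whereas Ccl5, Fos and Ptgs2 had one. The pale green may therefore be a fill of the map itself rather than a fold change. Among the genes of pale boxes, Tnfrsf1b had a log2 fold change of −0.21, Traf1 0.014, Irf1 −0.51 and Vegfc 0.71, and Cxcl5 had 0 counts.

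Mki67, the gene of Ki67, had 14.9 ± 12.6 CPM in control and 5.89 ± 1.04 CPM in etanercept-treated mice (SD, n = 4 each), with 33.5 CPM in control 3. Its log2 fold change was −1.34 (standard error 0.51, adjusted p = 0.739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between −1.62 and −0.57 with each mouse left out in turn. The proliferation marker score differed by −0.18 (exact permutation test, p = 0.743). Adgre1, the gene of F4/80, had a log2 fold change of −0.42 (standard error 0.45, adjusted p = 0.925 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper's Ki67 and F4/80 values are percentages of epithelial and of immune cells by staining, while these values are whole-tissue RNA, so they are different measures. Sbp, named after its values were seen, held between 0.157% of the counts, in etanercept 17, and 20.7%, in control 69, and 16.5% and 17.3% in etanercept 19 and 50.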
